# BET Protein Inhibition Regulates Macrophage Chromatin Accessibility and Microbiota-Dependent Colitis

**DOI:** 10.3389/fimmu.2022.856966

**Published:** 2022-03-24

**Authors:** Michelle Hoffner O’Connor, Ana Berglind, Meaghan M. Kennedy Ng, Benjamin P. Keith, Zachary J. Lynch, Matthew R. Schaner, Erin C. Steinbach, Jeremy Herzog, Omar K. Trad, William R. Jeck, Janelle C. Arthur, Jeremy M. Simon, R. Balfour Sartor, Terrence S. Furey, Shehzad Z. Sheikh

**Keywords:** macrophage, chromatin, inflammation, regulation, Crohn’s disease

## Abstract

**Introduction:**

In colitis, macrophage functionality is altered compared to normal homeostatic conditions. Loss of IL-10 signaling results in an inappropriate chronic inflammatory response to bacterial stimulation. It remains unknown if inhibition of bromodomain and extra-terminal domain (BET) proteins alters usage of DNA regulatory elements responsible for driving inflammatory gene expression. We determined if the BET inhibitor, (+)-JQ1, could suppress inflammatory activation of macrophages in *Il10^-/-^* mice.

**Methods:**

We performed ATAC-seq and RNA-seq on *Il10^-/-^* bone marrow-derived macrophages (BMDMs) cultured in the presence and absence of lipopolysaccharide (LPS) with and without treatment with (+)-JQ1 and evaluated changes in chromatin accessibility and gene expression. Germ-free *Il10^-/-^* mice were treated with (+)-JQ1, colonized with fecal slurries and underwent histological and molecular evaluation 14-days post colonization.

**Results:**

Treatment with (+)-JQ1 suppressed LPS-induced changes in chromatin at distal regulatory elements associated with inflammatory genes, particularly in regions that contain motifs for AP-1 and IRF transcription factors. This resulted in attenuation of inflammatory gene expression. Treatment with (+)-JQ1 *in vivo* resulted in a mild reduction in colitis severity as compared with vehicle-treated mice.

**Conclusion:**

We identified the mechanism of action associated with a new class of compounds that may mitigate aberrant macrophage responses to bacteria in colitis.

## Introduction

Macrophages are key innate immune cells primarily known for their ability to eliminate bacteria, foreign antigens, and debris through phagocytosis, but they also play a central role in the activation of downstream adaptive immune responses (1, 2). Macrophages have specialized roles in maintaining homeostasis in various tissues including the brain, lungs, liver, spleen, peritoneal cavity, and intestines, but these roles can vary (3). Signals from the local microenvironment determine tissue-specific macrophage functional capabilities under homeostatic conditions (4, 5). For example, macrophages found within the intestine are tolerized to the presence of the enteric microbiota, robustly performing phagocytosis when necessary without the release of potent inflammatory cytokines or recruitment of T_H_1 or T_H_17 responses (6, 7). Changes in the local environment or presence of external stimuli are sufficient to prompt rapid activation of macrophages, in which they gain additional functions required to help restore the homeostatic state (4, 5, 8).

DNA regulatory elements (DREs), including enhancers, promoters, and insulators, significantly contribute to the gene expression program and overall function in macrophages (4, 5, 8, 9). Using Chromatin Immuno-Precipitation (ChIP)-seq and Assay for Transposase-Accessible Chromatin (ATAC)-seq to examine the distribution of H3K27ac modifications and nucleosome depleted accessible chromatin, respectively, Lavin et al. determined that tissue resident macrophages have unique enhancer landscapes, resulting in the preference for a distinct set of transcription factors in a tissue-dependent manner (4). Others have demonstrated that the presence of new stimuli resulted in rapid chromatin remodeling to promote expression of relevant response genes (8, 10, 11). In particular, stimulation with lipopolysaccharide (LPS) leads to both phosphorylation of H3S28 and increased acetylation of H3K27, promoting rapid subsequent transcription of inflammatory genes, such as *Il12β*, in bone marrow-derived macrophages (BMDMs) (10, 11). Additionally, Ostuni et al. determined that stimulation-dependent epigenomic memory in BMDMs is established through the formation and usage of latent enhancers, identified by *de novo* H3K4me1 and H3K27ac marks following stimulation (8). Establishment of latent enhancers provides for a more rapid, specific response should macrophages subsequently encounter the same stimulus (8). Together these studies demonstrated that the macrophage epigenetic state, under homeostatic conditions and in response to stimuli, plays a central role in dictating macrophage function. However, epigenetic disturbances that result in dysregulated macrophage functioning are highly understudied.

The inflammatory bowel diseases (IBDs), Crohn’s disease (CD) and ulcerative colitis, are chronic inflammatory conditions of the intestine driven by exaggerated immune responses toward enteric bacteria in a genetically susceptible host (12). Macrophage loss of tolerance toward bacteria is a key event attributed to the pathogenesis of CD (13–24). This is primarily driven by increased production of *Il12β*/IL-12p40, a subunit in the heterodimeric proteins, IL-12 and IL-23, which are responsible for downstream activation of T_H_1 immune responses (13, 17, 23). The *Il10^-/-^* mouse is a genotype-driven, microbiota-dependent mouse model in which loss of production of IL-10 by T regulatory cells results in inflammatory activation of macrophages leading to a classical T_H_1 inflammatory immune response (25–28). This dysregulated inflammatory response results in major pathological changes, including increased immune infiltrate, epithelial hypoplasia, crypt abscesses, and focal ulcers throughout the caecum, colon and rectum and leaves mice vulnerable to death resulting from bacterial-induced septic shock (25). Previously, we identified altered chromatin remodeling in macrophages from both *Il10^-/-^* mice and colonic tissue isolated from CD patients (9). Using BMDMs and lamina propria macrophages (LP MΦs) isolated from wild-type (WT) and *Il10^-/-^* mice, we determined that both macrophage subsets had genome-wide chromatin accessibility changes associated with bacterial stimulation as well as genotype-specific modifications associated with the loss of IL-10. Increased accessibility was most frequently associated with LPS stimulation in BMDMs while increased accessibility in LP MΦs was most frequently associated with the loss of IL-10. Interestingly, the accessible chromatin regions associated with these two categories corresponded to a common set of genes, particularly those involved with the inflammatory response, including *Nos2*, *Irf1*, *Il7r*, and *Rel.* These data emphasize the importance of genetic predisposition as a key driver of chromatin structure that is independent of bacteria in addition to unique chromatin responses driven by bacterial stimuli. A major challenge is how to prevent the formation of an aberrant chromatin state in macrophages that promotes chronic intestinal inflammation.

The bromodomain and extra-terminal domain (BET) protein family consists of four distinct proteins known for their ability to recognize acetylated lysine residues on histone proteins, which contributes to gene regulatory activity (29). Small molecule binding of the BET proteins’ two bromodomain active sites prevents the recognition of acetylated lysines resulting in attenuated inflammatory responses (30, 31). Nicodeme et al. originally demonstrated BET protein binding increased upon LPS stimulation of BMDMs, but the addition of the small molecule, I-BET151, was sufficient to decrease BET protein binding and decrease expression of LPS responsive genes (30). Studies using other BET inhibitors, such as (+)-JQ1, confirmed that inhibition of BET proteins attenuates LPS- and/or IFN-γ-induced secretion of these cytokines in BMDMs and *in vivo* murine models of endotoxic shock (31–34). Although BET proteins have been implicated in direct remodeling of chromatin, previous studies have not examined the full of extent of their role shaping chromatin accessibility in the LPS response (35, 36). Additionally, findings from Cheung et al. suggest that BET inhibitors are capable of limiting chronic inflammatory conditions, such as adoptive T-cell transfer-induced colitis by limiting expansion of T_H_1 and T_H_17 cell differentiation (37). However, it is unclear if the *in vitro* responses observed in macrophages, activated upstream of T cells *in vivo*, can be recapitulated and what is the mechanism by which BET inhibitors function to limit inflammatory gene expression.

In this study, we sought to determine if inhibition of BET proteins using the inhibitor (+)-JQ1 is sufficient to mitigate chromatin remodeling associated with the inflammatory state in macrophages when challenged with LPS. Our findings indicate that treatment of macrophages with (+)-JQ1 prior to LPS stimulation limited genome-wide changes in chromatin accessibility, particularly at regions distal to transcription start sites. Concomitant changes in gene expression were also observed, where combinations of treatment with (+)-JQ1 and LPS stimulation revealed 10 distinct classes of genes based on their patterns of expression. Expression of approximately 90% of LPS-induced genes identified was attenuated with (+)-JQ1 treatment. Analysis of differentially accessible chromatin regions nearby but distal to transcription start sites (TSSs) of LPS-induced genes revealed enrichment for AP-1 and IRF transcription factor binding motifs and that (+)-JQ1 treatment prevented remodeling at approximately 1,100 AP-1 and IRF motif target sequences. Finally, to evaluate efficacy of (+)-JQ1 *in vivo*, we treated *Il10^-/-^* with (+)-JQ1 following colonization with fecal slurries and determined (+)-JQ1 results in a mild reduction in colitis severity. Together, these data highlight that BET protein inhibition by (+)-JQ1 is sufficient to reduce LPS-induced chromatin remodeling, giving rise to attenuated inflammatory responses in *Il10^-/-^* macrophages more consistent with the function of LP MΦs.

## Materials and Methods

### Mice

Wild-type (WT) and *Il10^-/-^* mice on the C57BL/6J background maintained under specific pathogen free (SPF) conditions were used to generate BMDMs. Germ free *Il10^-/-^* mice (C57BL/6J background) were bred and maintained by the National Gnotobiotic Rodent Resource Center (NGRRC) and used to evaluate the clinical efficacy of (+)-JQ1.

### Colonization and Treatment of Mice

8-12-week-old *Il10^-/-^* mice (C57BL/6J background; 22 male mice and 10 female mice) were removed from germ free housing and placed in isolation in a BSL2 facility for the duration of these experiments. Treatment group assignments were balanced for gender. Mice were injected with 50 mg/kg (+)-JQ1 (MedChemExpress, #HY-13030) resuspended in 20% sulfobutylether-β-cyclodextrin (SBE-β-CD) (MedChemExpress, #HY-17031) or 10% DMSO diluted in 20% SBE-β-CD. Mice were subsequently colonized with slurries made from feces of C57BL/6J mice raised under SPF conditions resuspended in pre-reduced anaerobic 1x PBS by oral and rectal swabbing. Additional injections were given on Days 3, 6, 9, and 12. Weight was measured daily through to harvest on Day 14.

### Macrophage Isolation and Stimulation

BMDMs from 12-week-old male (3 *Il10^-/-^* and 4 WT) mice were harvested and cultured as previously described in biological triplicate (9). BMDMs were counted and re-plated in duplicate for RNA- and ATAC-seq experiments. Macrophages were treated with 500nM (+)-JQ1 (MedChemExpress #HY-13030), 10 ng/mL recombinant IL-10 (PeproTech, #210-10), or vehicle control for 12 hours followed by the addition of 50 ng/mL LPS (InvivoGen, #tlrl-peklps) for 4 hours. Untreated, unstimulated WT or *Il10^-/-^* BMDMs served as an additional control and remained in culture for 16 hours. Samples were collected in TRIzol or freezing media for RNA- and ATAC-seq experiments, respectively. Cell culture supernatants were collected and stored for cytokine secretion analyses using Luminex.

### RNA-Seq

RNA was isolated from murine BMDMs using the Norgen Biotek Corp. Total RNA Purification Kit (Cat. 17200) according to the manufacturer’s protocols. These kits use column-based DNase treatment to eliminate DNA contamination.

RNA-seq libraries were prepared using the Illumina KAPA Stranded RNA-seq Kit with RiboErase (HMR). Paired-end (50bp) sequencing was performed on the Illumina HiSeq 4000 platform (Gene Expression Omnibus [GEO] accession no. 184563). Reads were extracted using TagDust v1.13 and aligned to the mm9 genome assemblies using STAR with default parameters (9, 38, 39). Reads were quantified using RSEM v1.2.31 with default parameters (9, 40). PCA was performed using the prcomp function in R on DESeq2 normalized variance stabilizing transformation (VST) transformed counts for the top 1,000 most variably expressed genes (41).

Pairwise differential gene expression was determined using the DESeq2 Wald test (41). Pairwise DEGs between LPS stimulated and unstimulated controls, between LPS stimulated + (+)-JQ1 treated and unstimulated controls, and LPS stimulated and LPS stimulated + (+)-JQ1 treated were determined, the latter used to indicate whether (+)-JQ1 treatment promoted increased or decreased relative gene expression. To focus on genes significantly affected by (+)-JQ1 treatment during LPS stimulation, gene expression for individual biological replicates for LPS stimulated and LPS + (+)-JQ1 conditions were normalized to the average expression across unstimulated *ll10^-/-^* BMDMs and DEGs (base mean expression ≥ 10 and FDR < 0.05) were identified using the likelihood ratio test (LRT) in DESeq2 (41). Distinct gene expression classes (I – X) were identified based on varying combinations of levels of statistical significance and log_2_ fold-change of individual Wald tests (**Supplementary Table 1**). Z-scores were calculated based on the log_2_ fold-change of individual biological replicates for LPS stimulated and LPS stimulated + (+)-JQ1 treated samples normalized to the average of the unstimulated and untreated *Il10^-/-^* BMDMs. These z-scores were used to generate heatmaps of the ten classes. Enriched KEGG pathways (FDR < 0.05) were identified using Enrichr (42).

### ATAC-Seq

ATAC-seq was performed as previously described (43). To prepare nuclei, cells were pelleted and washed with cold PBS followed by lysis using cold lysis buffer (10mM Tris-HCl, 10mM NaCl, 3 mM MgCl2, and 0.1% NP-40). Pelleted nuclei underwent transposition using the Nextera DNA Library Prep Kit (Illumina #FC-121-1030). Samples were resuspended in the transposition reaction (12.5µL 2x TD buffer, 2 µL transposase, and 10.5 µL nuclease-free water) and incubated at 37C for 1 hour at 1000 RPM. Transposed DNA samples were purified using the Qiagen MinElute Kit (#28204) followed by amplification using 1x PCR master mix (NEB #M0541S) and 25µM Ad1_noMX and Ad2.* indexing primer for 10-14 cycles. Libraries were purified and size selected by magnetic separation using Agencourt AMPure XP magnetic beads (Beckman Coulter #A63880). Paired-end (50bp) sequencing was performed on the Illumina HiSeq 4000 platform (GEO accession no. 183564). Data was processed using PEPATAC v0.9.0 with default parameters (44). Uniquely mapped reads were aligned to the mm9 genome using bowtie2 (45). Peaks were called on individual samples using MACS2 (46, 47). ChIPSeeker was used to classify peaks as promoter or distal, where any peak that that did not fall in the -1000bp/+100bp from the TSS of mm9 reference genes was classified as distal (48). BEDTools was used to determine distal peaks +/-25kb from the TSS (50kb window) of each gene (49).

PCA was performed using the prcomp function in R on DESeq2 normalized, variance stabilizing transformation (VST) transformed counts for the top 10,000 most variably accessible peaks (41). Promoter and distal peaks were calculated and scaled with the computeMatrix tool from DeepTools v 3.5.0 and plotted using either plotHeatmap or plotProfile (50). Differentially accessible regions (DARs) across the union set of peaks was determined using DESeq2 (41). DARs with a |log_2_ fold-change| > 1 were identified using VennDiagram v1.6.20 (51). VST transformed counts were used for Spearman-ranked correlation analyses.

For each gene, DARs +/-25kb of the TSS were associated with the gene. Enrichments of DARs around genes in expression-defined categories (I – X) were calculated using a hypergeometric test. Known transcription factor motif analysis was performed with *findMotifsGenome* from HOMER using the middle 500bp window of DARs (FDR < 0.05). The *annotatePeaks* command was used to identify the location of enriched transcription factor motifs (FDR < 0.10) (52, 53). Motif matrices were clustered using Regulatory Sequence Analysis Tools (RSAT) using the Ncor metric for motif-to-motif similarity matrix with the lower thresholds set to 5 for width, 0.7 for Pearson correlation, and 0.4 for relative width-normalized Pearson correlation (54).

### Luminex

Cytokine levels for BAFF, CRP, IL-12p70, IL-6, IL-27, LDLR, MCP-1, MCP-2, MIP-1α, and TNF-α found in cell culture medium following WT and *Il10^-/-^* BMDM stimulation were measured by Luminex (R&D) and analyzed on a Bio-plex 200 (Bio-Rad Laboratories). Cytokine levels were calculated based on the standard curve for each analyte. Samples were plated in technical duplicate and biological triplicate. Data-points are representative of the average of technical duplicates for each sample.

### Histology

Slides containing sections of proximal and distal colon were prepared for H & E staining. Two independent scorers blinded to the experimental and control groups performed histological analysis using an established scoring system for evaluating goblet cell loss and submucosal infiltrate in animal models (55). Histological sub-scores were added together to generate a composite histology score.

### RNA Extraction and qPCR

Total RNA was isolated from WT and *Il10^-/-^* BMDMs for all experimental conditions and caecal tissue taken from GF (Day 0) and colonized (Day 14) *Il10^-/-^* mice using the Norgen Biotek Corp. Total RNA Purification Kit (Cat. 17200). cDNA was derived from 500ng RNA by reverse transcriptase using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368814) according to the manufacturer’s specifications. Quantitative real-time PCR was performed using 10ng cDNA with the PowerUp SYBR Green Master Mix (Applied Biosystems, A25741) and 10 µM of forward and reverse primers for *Il12β* (F: 5’ CGCAAGAAAGAAAAGATGAAGGAG 3’ R: 5’ TTGCATTGGACTTCGGTAGATG 3’), *Tnf* (F: 5’ ACCCTCACACTCAGATCATCTTCTC 3’ R: 5’ TGAGATCCATGCCGTTGG 3’) and *β-actin* (F: 5’ AGCCATGTACGTAGCCATCCAG 3’ R: 5’ TGGCGTGAGGGAGAGCATAG 3’). Reactions were performed in triplicate for each biological sample. Fold-change was calculated by determining ΔΔCt for all reactions followed by normalization to the average ΔΔCt value for unstimulated BMDMs and GF animals.

### Flow Cytometry

*Il10^-/-^* BMDMs were cultured for 16 hours with 500nM (+)-JQ1. Cells were washed with cold 1x PBS followed by staining with LIVE/DEAD Fixable Blue Dead Cell Stain Kit (1:1000; Invitrogen L23105). Cell cycle changes in (+)-JQ1 treated *Il10^-/-^* BMDMs were assessed using the BD Pharmigen BrdU Flow kit according to the manufacturer (559619). Briefly, *Il10^-/-^* BMDMs were co-cultured with BrdU and treated with (+)-JQ1 for 16 hours followed by fixation and permeabilization. Cells were treated with DNase followed by staining with FITC-conjugated anti-BrdU.

Bulk LPMCs from *Il10^-/-^* mice were washed with cold 1x PBS and stained for viability followed by cell-surface marker staining for CD45 (1:100; Clone 30-F11, BioLegend), CD3ε (1:300; Clone 145-2C11, BioLegend), CD19 (1:200; Clone 6D5, BioLegend), CD11b (1:200; M1/70, BD Biosciences), CD11c (1:200; Clone N418, BioLegend), and F4/80 (1:200; Clone BM8, BioLegend) diluted in staining buffer (5% FBS/PBS). All samples were fixed with 4% PFA. Data was acquired with the FACSDIVA software using the BD LSR II and analyzed using FlowJo version 10.7.1.

### Statistics

Differential analyses of ATAC-seq and RNA-seq data were performed using DESeq2 with FDR adjusted *P* values used to measure statistical significance (41). Spearman rank correlations of VST transformed counts were calculated using RStudio Version 1.2.5033. Known motif enrichment was determined using HOMER, which generates *P* values by screening a library of reliable motifs against target and background sequences. GraphPad Prism 8 for Mac (Graphpad Software Inc.) was used for all other statistical analyses. Statistical significance of change in the number of DARs with a |log_2_ fold-change| > 0.5 for each condition was determined using a 2x2 chi-square test. Statistical significance comparing the absolute log_2_ fold-change values for LPS stimulated and LPS stimulated + (+)-JQ1 treated samples were determined by Wilcoxon match-paired signed rank tests. Statistical differences in relative gene expression and cytokine secretion for the LPS and LPS + (+)-JQ1 conditions were determined using paired, parametric t-tests. Statistical differences in relative gene expression and cytokine secretion for the LPS, LPS + (+)-JQ1 and LPS + IL-10 conditions were determined using one-way ANOVA followed by *post hoc* analyses using Tukey’s multiple comparisons test. Paired parametric t-tests were used to determine statistical significance for (+)-JQ1 and DMSO treated BMDMs for the evaluation of the number of cells in S-phase and percentage of viable cells. All other statistics were determined using a 2-tailed unpaired, nonparametric, student’s t test. For all tests, except for motif analysis, *P*_adj_ < 0.05, empirical *P* < 0.05, or *P* < 0.05 were considered statistically significant. For motif analysis, *P*_adj_ < 0.1 was considered statistically significant.

### Study Approval

All animal experiments were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee of the University of North Carolina at Chapel Hill (19-108.0).

## Results

### Inhibition of BET Proteins Limits LPS-Induced Changes in Macrophage Chromatin Accessibility Genome-Wide

Genome-wide epigenetic changes, including post-translational histone modifications and chromatin accessibility, have been heavily annotated in macrophages upon LPS stimulation (8–10, 56). Increased BET protein binding has been associated with expression of LPS-induced inflammatory genes (30–33, 37). 

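Bone marrow-derived macrophages (BMDMs) were grown from 3 Il10^-/- mice, which lack the anti-inflammatory cytokine IL-10, and each mouse's cells were divided over the conditions. (+)-JQ1 is a small molecule that occupies the bromodomains of BET proteins and releases these proteins from acetylated histones, and LPS is a bacterial cell wall component sensed by macrophages. In ATAC-seq, a transposase inserts sequencing adapters into open DNA, so that the number of reads over a region measures its accessibility. Conditions were unstimulated cells kept for 16 hours, cells treated with 500 nM (+)-JQ1 alone, cells stimulated with 50 ng/mL LPS for 4 hours, and cells given 500 nM (+)-JQ1 for 12 hours before the same LPS stimulation, with 3 libraries each. The authors aligned uniquely mapped read pairs to the mouse genome build mm9 within the PEPATAC pipeline, called peaks in each library with MACS2, joined them into a union set of 194284 peaks and deposited the number of reads in each peak and library without normalization. Whether the reads were shifted for the transposase offset before counting is not stated in the paper's text, and with a median peak width of 956 bp such a shift moves reads by little relative to a peak. The total count in peaks ranged from 12020526 to 17586208 in unstimulated libraries (median 15808647), from 15928211 to 20206975 with (+)-JQ1 alone (median 17388944), from 16862774 to 23095535 with LPS (median 20407731) and from 13619436 to 25908198 with LPS + (+)-JQ1 (median 19525173). Starting from these counts, differential accessibility was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in one fit of all 6 groups of the study, after TMM normalization and edgeR's filter on low counts, which kept 36666 promoter and 157564 distal peaks. The counts hold only reads in peaks, so a change in the share of reads outside peaks cannot be seen. Replicates of the same number come from the same mouse, yet their deviations from the group means were nearly uncorrelated over peaks (mean r = 0.0064 for the 45 same-numbered pairs of libraries, -0.0032 for the 90 others). Libraries of replicate 1 were sequenced on lane 5 and those of replicate 3 on lane 6, whereas replicate 2 was on lane 5 without LPS and on lane 6 with LPS.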

To comprehensively determine the role of BET proteins in LPS-induced chromatin remodeling, we treated *Il10^-/-^* BMDMs with (+)-JQ1 for 12 hours prior to challenge with LPS for 4 hours and evaluated changes in chromatin accessibility by ATAC-seq (**Figure 1A**). Treatment with (+)-JQ1 did not affect cell viability (**Supplementary Figure 1A**) or cell cycle progression (**Supplementary Figure 1B**).

**Figure 1:**
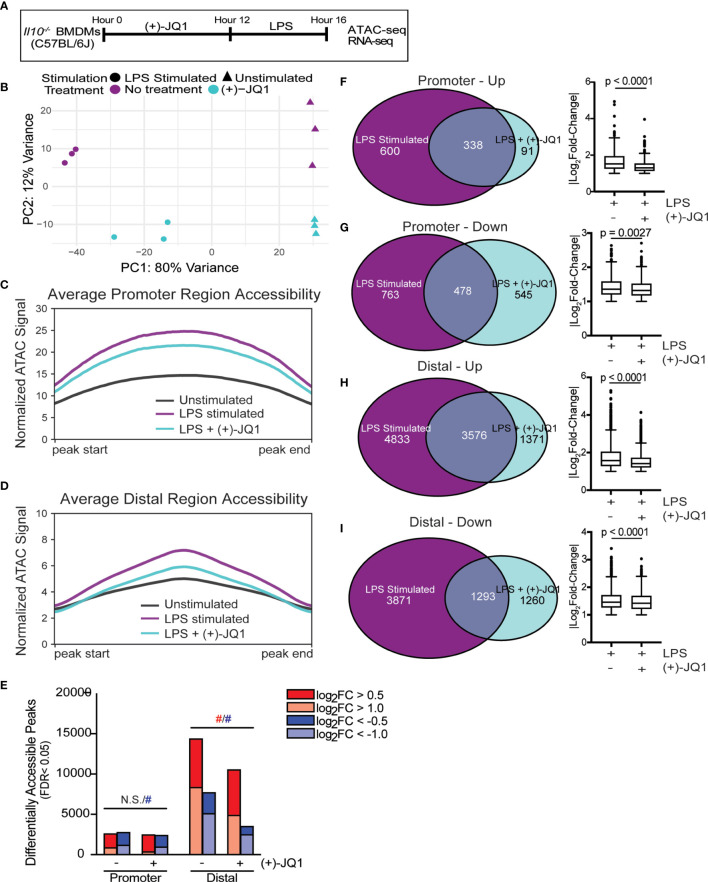
(+)-JQ1 treatment prevents LPS-induced chromatin accessibility changes in distal regions. **(A)** Schematic of experimental workflow. **(B)** Principle component analysis (PCA) of chromatin accessibility profiles for samples that remained unstimulated (triangles) or were stimulated with LPS (circles) in the absence (purple) or presence (aqua) of (+)-JQ1. Average chromatin accessibility signal profiles for **(C)** promoter regions (-1000/+100 bases) and **(D)** distal regions for unstimulated (black), LPS stimulated (purple) and LPS + (+)-JQ1 (aqua) samples. **(E)** Identification of regions that differentially increase (red) or decrease (blue) in accessibility during LPS stimulation with or without (+)-JQ1 as compared with unstimulated BMDMs at promoter (left) and distal (right) regions (FDR < 0.05). Red and blue hashtags indicate difference in the number of regions with increased (red) or decreased (blue) accessibility with (+)-JQ1 is statistically significant using a chi-square test. Identification of peaks shared with |log_2_ fold-change >1| (left) and comparison of average log_2_ fold-change values using Wilcoxon sum rank tests for **(F)** promoters increasing in accessibility, **(G)** promoters decreasing in accessibility, **(H)** distal regions increasing in accessibility, and **(I)** distal regions decreasing in accessibility. FDR adjusted P values determined using DESeq2. N = 3 biological replicates. N.S. stands for Not Significant.

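PCA was computed on the 10000 most variable peaks of the variance-stabilized counts of 12 libraries, those of the unstimulated, (+)-JQ1, LPS and LPS + (+)-JQ1 conditions. The first principal component held 72.1% of the variance and the second 10.4%. Along the first component, unstimulated libraries lay at -49.4 ± 4.44 (SD, n = 3), (+)-JQ1 libraries at -56.4 ± 1.77 (SD, n = 3), LPS libraries at 74.8 ± 2.47 (SD, n = 3) and LPS + (+)-JQ1 libraries at 31.0 ± 16.6 (SD, n = 3). All 6 libraries with LPS lay above all 6 without it. For unstimulated against LPS the two-sided exact permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. Over all peaks in place of the 10000 most variable, the share of variance on the first component was 35.0%, the largest move among the alternatives.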

Principle component analysis (PCA) of chromatin accessibility profiles in *Il10^-/-^* BMDMs (**Figure 1B**) showed the first principle component (PC1) stratified samples based on the presence or absence of LPS stimulation, demonstrating that LPS is a primary driver of chromatin accessibility changes. Samples were further segregated along the second PC based on treatment with (+)-JQ1. 

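On the second component, unstimulated libraries lay at -22.6 ± 13.8 (SD, n = 3) and (+)-JQ1 libraries at 13.3 ± 2.65 (SD, n = 3), while LPS libraries lay at -16.2 ± 2.32 (SD, n = 3) and LPS + (+)-JQ1 libraries at 25.6 ± 8.34 (SD, n = 3). Each treated group was apart from its untreated counterpart without overlap (two-sided exact permutation test, p = 0.1 for each, the smallest p that 3 libraries against 3 allow). The 3 unstimulated libraries were spread from -36.3 in replicate 1 over -22.9 in replicate 2 to -8.64 in replicate 3, a range of the same order as the separation of the groups.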

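To place each library between the conditions, its coordinate on the first component was scaled so that the unstimulated mean was 0 and the LPS mean was 1. LPS libraries spanned 0.985 to 1.02. LPS + (+)-JQ1 libraries had a mean position of 0.648 ± 0.134 (SD, n = 3), and the values were 0.802 in replicate 1 (lane 5), 0.575 in replicate 2 (lane 6) and 0.566 in replicate 3 (lane 6). All 3 lay below all 3 LPS libraries (two-sided exact permutation test, p = 0.1, the smallest p for 3 against 3), and the difference of means was larger than the spread of either group. With the mean of each replicate number removed before the PCA (the replicate number as a block), the mean position was 0.647, and in promoter peaks alone it was 0.783. Within replicate 1, whose libraries were all on lane 5, and within replicate 3, all on lane 6, the LPS + (+)-JQ1 library was below the LPS library.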

We note that samples treated with (+)-JQ1 prior to LPS stimulation clustered more closely to unstimulated samples along PC1 than untreated LPS stimulated samples (**Figure 1B**), suggesting (+)-JQ1 mitigates some LPS-induced chromatin accessibility changes in *Il10^-/-^* BMDMs.

Both LPS stimulation and the loss of IL-10 expression were previously shown to affect genome-wide chromatin accessibility in *Il10^-/-^* BMDMs (9). To determine how (+)-JQ1 modifies chromatin accessibility during LPS stimulation at both promoter (n = 36,670) and distal (n=157,614) sites genome-wide, we plotted average chromatin accessibility (**Figures 1C, D**) and quantified the overall number and magnitude of differentially accessible regions (DARs; FDR < 0.05) for both LPS and LPS + (+)-JQ1 conditions as compared with unstimulated *Il10^-/-^* BMDMs (**Figure 1E**). 

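The deposited tables held 36670 promoter peaks, with a median width of 1167 bp and a median GC content of 50.1%, and 157614 distal peaks, with a median width of 906 bp and a median GC content of 45.6%. DARs were counted at an FDR under 0.05 and a |log2 fold-change| above 0.5, and those above 1 were taken as high magnitude. Before any threshold, the median log2 fold-change with LPS was 0.12 over promoter peaks and -0.07 over distal peaks, and with LPS + (+)-JQ1 it was 0.13 and -0.10. The TMM factors were 1.24, 1.15 and 1.04 in the 3 unstimulated libraries and between 0.896 and 1.05 in the 15 other libraries, so the scaling of the unstimulated libraries enters every comparison with them. When libraries were scaled by their total counts in peaks alone, the median log2 fold-change of all peaks with LPS moved from -0.03 to -0.26 and that with LPS + (+)-JQ1 from -0.06 to -0.29. The peaks with the largest rise after LPS lay in Ccl5 (chromosome 11, 83338123 to 83339546, mm9, over an exon and a UTR) and in an intron of Mrpl39 (chromosome 16, 84721267 to 84721945). They rose from 19.6 ± 9.31 to 729 ± 143 and from 13.8 ± 4.47 to 489 ± 70.1 normalized counts (SD, n = 3 each), log2 fold-changes of 5.25 (standard error 0.24) and 5.16 (standard error 0.25). The largest falls were in Gramd4 (chromosome 15, 85960827 to 85961900, over an exon) with a log2 fold-change of -3.08 (standard error 0.25) and within Gpnmb (chromosome 6, 49016186 to 49019726) with -2.95 (standard error 0.20). All 4 had adjusted p-values of 3.3e-19 or less by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.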

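Mean accessibility was taken in each library as the mean TMM-normalized CPM (counts scaled to a common library size) per peak, since the average signal profiles themselves are not among the data used here. Promoter peaks had 10.3 ± 1.51 CPM in unstimulated cells, 12.9 ± 0.632 CPM with LPS and 13.2 ± 0.662 CPM with LPS + (+)-JQ1 (SD, n = 3 each). Between LPS + (+)-JQ1 and LPS the log2 ratio of the promoter means was 0.041, within the replicate spread (SD of the difference 0.10; two-sided exact permutation test, p = 0.6, where 0.1 is the smallest p for 3 against 3), and 1 of 3 same-mouse pairs was lower with (+)-JQ1. Distal peaks had 3.17 ± 0.157 CPM in unstimulated cells, 3.53 ± 0.0339 CPM with LPS and 3.51 ± 0.0623 CPM with LPS + (+)-JQ1 (SD, n = 3 each). The log2 ratio of the distal means was -0.011, again within the spread (SD of the difference 0.029; two-sided exact permutation test, p = 0.6), and 3 of 3 pairs were lower with (+)-JQ1. Taken as the median over peaks, the log2 ratio was -0.042 at promoters, of the opposite sign to the ratio of the means, and -0.043 at distal sites. The median log2 fold-change per peak was 0.041 at promoters, with the sign of the means, and -0.019 at distal sites. TMM scaling holds most peaks level between libraries, so a shift common to all peaks cannot appear in these means.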

Average chromatin accessibility at both promoter and distal sites decreased with (+)-JQ1 treatment as compared with LPS stimulation alone (**Figures 1C, D**). However, the relative decrease in accessibility was greater at distal sites (**Figure 1D**) as compared with promoter sites (**Figure 1C**). 

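The ratio of distal to promoter counts within a library is free of the scaling between libraries. Its log2 value was 0.41 ± 0.14 in unstimulated cells, 0.24 ± 0.06 with LPS and 0.19 ± 0.06 with LPS + (+)-JQ1 (SD, n = 3 each). From LPS to LPS + (+)-JQ1 it changed by -0.05, less than the SD of that difference, 0.08 (two-sided exact permutation test, p = 0.4, where 0.1 is the smallest p for 3 against 3). Paired within mice the mean change was -0.05 ± 0.09 (SD, n = 3 pairs), from -0.15 to 0.04, and 2 of 3 pairs were lower (exact paired permutation test, p = 0.5, where 0.25 is the smallest p for 3 pairs). The unstimulated libraries alone covered 0.26 to 0.54.

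**Figure D1:**
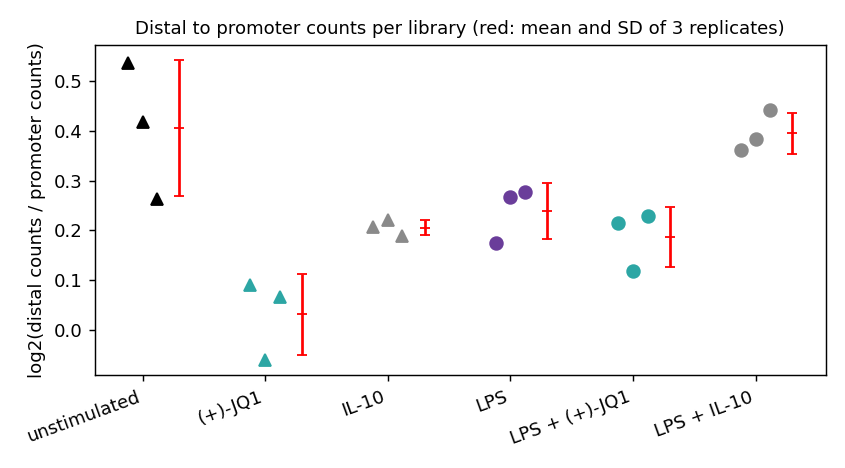
The log2 ratio of the summed distal to the summed promoter counts in each of the 18 ATAC-seq libraries, by condition; points are replicates 1 to 3 from left to right and the red marks give the mean and SD. The LPS and LPS + (+)-JQ1 libraries overlap, and the unstimulated libraries are the most spread.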

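At promoters, 5237 of 36666 tested peaks rose with LPS and 6268 rose with LPS + (+)-JQ1, each against unstimulated cells (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ratio of these numbers was 1.20 (chi-square test, p = 2.2e-16, at which smaller values are cut off). Peaks are not independent replicates, so this p describes these libraries. With the replicate number as a block, which pairs the cells of each mouse, the numbers were 5279 and 6289. The deviations of same-numbered libraries from their group means had a mean correlation of -0.0107 in the comparison of LPS with unstimulated cells and -0.0040 in that of LPS + (+)-JQ1 with unstimulated cells. Rising peaks made up 68.1% of the promoter DARs of LPS and 76.6% of those of LPS + (+)-JQ1 with TMM, against 28.7% and 26.8% with total counts, 49.3% and 44.0% with loess offsets that depend on the strength of a peak, and 36.5% and 32.2% when promoter and distal tables were normalized and tested separately. The ratio of the rising numbers was 0.808 with total counts, 0.657 with loess offsets and 0.827 with the tables kept separate. It was also below 1 with edgeR's glmTreat (0.570), which tests against a log2 fold-change of 0.5, without replicate 2 (0.776) and with DESeq2 on the separate tables (0.934), the last chosen after seeing the data.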

The number of promoter DARS that had increased accessibility upon LPS stimulation was roughly equivalent under each condition with no statistically significant differences (**Figure 1E**). In contrast, (+)-JQ1 treatment prior to LPS stimulation resulted in fewer promoter DARs with decreased accessibility as compared with LPS stimulation alone (**Figure 1E**; p=8.54x10^-8^). In contrast at distal sites, both the overall number of DARs as well as the percentage of high magnitude DARs were decreased substantially with (+)-JQ1 treatment (**Figure 1E**; p<2.2x10^-16^ for both increased and decreased). 

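The number of promoter DARs with decreased accessibility was 2459 with LPS and 1911 with LPS + (+)-JQ1, a ratio of 0.777 (chi-square test over 36666 peaks, p = 2.2e-16, at which smaller values are cut off; peaks are not independent replicates). The replicate block gave 2438 and 1900. Total counts as the scaling gave 5361 and 4782, and loess offsets 2734 and 2222. Fitted separately from distal peaks, promoters gave 4522 and 4532 decreased DARs, a ratio of 1.00, so that the difference was lost under that setting. It was also not detected with DESeq2 on the separate tables, chosen after seeing the data (ratio 0.982, chi-square test, p = 0.429). High magnitude DARs made up 39.3% of the decreased promoter DARs with LPS and 38.6% with LPS + (+)-JQ1.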

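Among 157564 tested distal peaks, 17553 rose and 17343 fell with LPS, whereas 13146 rose and 13320 fell with LPS + (+)-JQ1. The ratios were 0.749 for increased and 0.768 for decreased DARs (chi-square tests across peaks, which are not independent replicates, p = 2.2e-16 for each, at which smaller values are cut off). The fit with the replicate number as a block gave 17564 and 17185 with LPS and 13226 and 13123 with LPS + (+)-JQ1. In all 16 alternative fits, including those that each left out one replicate, both ratios stayed below 1, between 0.547 and 0.842 for increased and between 0.462 and 0.899 for decreased DARs. The share above a |log2 fold-change| of 1 went from 50.2% to 37.0% of the increased DARs, and from 57.0% to 57.9% of the decreased DARs. For decreased DARs the direction depended on the setting. Their share was lower with (+)-JQ1 under total counts, loess offsets, at least 10 counts in every library and without replicate 1. With total counts as the scaling, 24.8% of the distal DARs of LPS rose, against 50.3% with TMM, and for LPS + (+)-JQ1 the shares were 19.5% and 49.7%. With distal peaks normalized and tested on their own, 61.4% of the distal DARs of LPS + (+)-JQ1 rose.

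**Figure D2:**
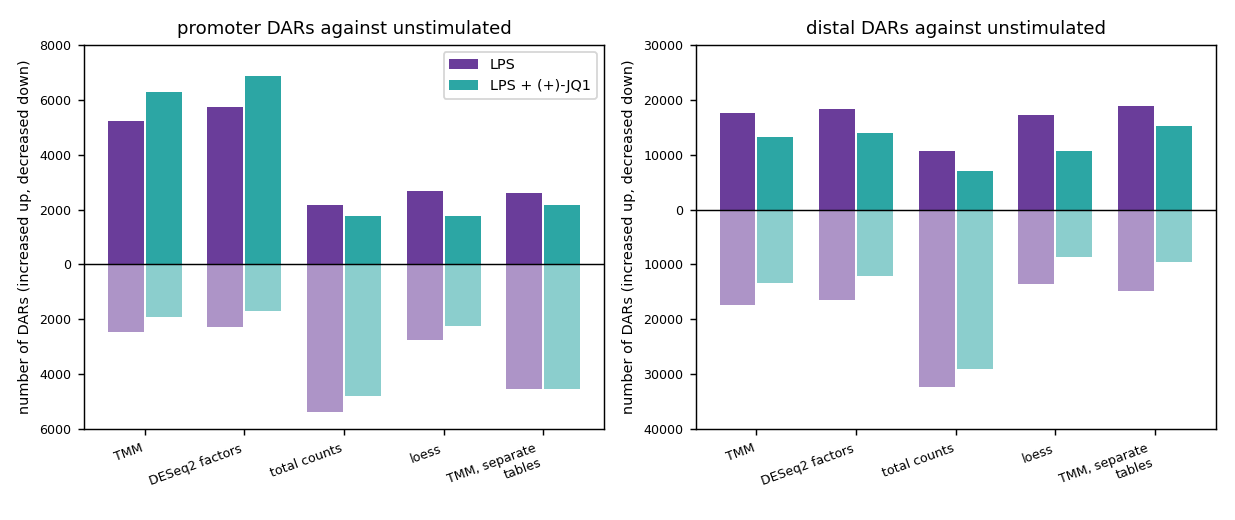
Number of DARs against unstimulated cells at promoter (left) and distal (right) peaks with LPS and with LPS + (+)-JQ1, under 5 scalings; bars above 0 count increased and bars below 0 decreased DARs (FDR under 0.05, |log2 fold-change| above 0.5). Distal bars are shorter with (+)-JQ1 under each scaling, while increased promoter bars are taller with (+)-JQ1 under TMM and DESeq2 factors and shorter under the other scalings.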

Focusing on DARs with high magnitude changes at both promoter and distal sites, we found greater concordance across the two conditions when accessibility was increased by LPS stimulation than when decreased (**Figures 1F–I**). 

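With a |log2 fold-change| above 1, LPS and LPS + (+)-JQ1 shared 574 promoter DARs with increased accessibility, 37.6% of the union of both sets, and 330 with decreased accessibility, 24.0% of the union. At distal sites 3600 increased DARs (35.7% of the union) and 3824 decreased DARs (27.8%) were shared. Unique to LPS were 743 increased and 636 decreased promoter DARs and 5207 increased and 6059 decreased distal DARs. Unique to LPS + (+)-JQ1 were 208, 408, 1267 and 3893, in the same order. Across the 17 alternatives the shared percentage ranged from 29.8 to 43.1 for increased and from 15.4 to 31.6 for decreased promoter DARs, and from 31.2 to 43.3 for increased and from 16.9 to 36.4 for decreased distal DARs. With total counts the order reversed, with 30.0% shared for increased and 31.6% for decreased promoter DARs, and the decreased distal DARs also had the larger share. Both sets use the same unstimulated libraries, so part of the sharing comes from their common noise.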

Even amongst these DARs, though, (+)-JQ1 treatment significantly decreased the average magnitude (|log_2_FC|) for all four categories (**Figures 1F–I**, right; Wilcoxon sum rank test, p < 0.005). 

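Magnitudes were compared in 2 ways. Over each condition's own DARs above 1, the median |log2 fold-change| was 1.35 with LPS and 1.21 with LPS + (+)-JQ1 for increased promoters (Wilcoxon rank sum test across peaks, n = 1317 and n = 782, p = 5.3e-16) and 1.38 against 1.30 for increased distal DARs (n = 8807 and n = 4867, p = 2.2e-16, at which smaller values are cut off). For decreased DARs the medians were 1.22 against 1.23 at promoters (n = 966 and n = 738, p = 0.762) and 1.28 against 1.29 at distal sites (n = 9883 and n = 7717, p = 0.0953), with no detectable difference. Over the union of both sets, the paired comparison of the same peaks gave 1.28 against 1.01 for increased promoters, 1.12 against 1.05 for decreased promoters, 1.31 against 1.00 for increased distal and 1.16 against 1.08 for decreased distal DARs (Wilcoxon signed rank tests across peaks, n = 1525, n = 1374, n = 10074 and n = 13776, p = 1.9e-11 for decreased promoters and 2.2e-16 for the others). The change was smaller with (+)-JQ1 at 76.3%, 60.0%, 76.6% and 58.8% of these peaks. Peaks are not independent replicates, so these p-values cover variation between peaks and not between mice.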

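Over the 34896 distal DARs of LPS, the slope through the origin of the effect of LPS + (+)-JQ1 on the effect of LPS was 0.656 ± 0.0963 (SD of the 3 replicates), with 0.756, 0.620 and 0.570 in replicates 1, 2 and 3. Over the 7696 promoter DARs of LPS it was 0.688 ± 0.0991 (SD of the 3 replicates), and the distal slope was lower than the promoter slope in 3 of 3 replicates. These peaks were chosen by the effect of LPS, so noise of the LPS libraries can lower the slopes by itself. The slopes also pool both directions. For distal DARs above 1, in the replicate left out of their choice, the mean change was 71.4%, 61.8% and 64.2% of that with LPS for increased DARs. For decreased DARs it was 98.1%, 80.6% and 91.4%. With (+)-JQ1 alone as the reference for LPS + (+)-JQ1, the slopes were 0.473 at distal and 0.426 at promoter peaks, whereas the replicate block gave 0.654 and 0.688 for the first pair of slopes. Tested directly against LPS, LPS + (+)-JQ1 had 5589 distal DARs with lower and 2748 with higher accessibility, and 1181 promoter DARs with lower and 630 with higher accessibility (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block these were 5581, 2747, 1192 and 627, where deviations of same-numbered libraries had a mean correlation of 0.0116. The largest falls were at a peak on chromosome 18 (60552429 to 60554017, mm9), 17540 bp from the TSS of Iigp1 and outside annotated genes, from 229 ± 26.0 to 27.2 ± 9.56 normalized counts (SD, n = 3 each; log2 fold-change -3.08, standard error 0.25), and at a peak over an exon and a UTR of Il1b (chromosome 2, 129189794 to 129191003), from 536 ± 50.2 to 70.3 ± 45.4 (log2 fold-change -3.01, standard error 0.20). The largest rises were on chromosome 13 (21831733 to 21834702, nearest TSS Hist1h4j) with a log2 fold-change of 2.46 (standard error 0.22) and on chromosome 14 (103370948 to 103375838, at -72801 bp from the TSS of Irg1, the nearest) with 2.20 (standard error 0.15). All 4 had adjusted p-values of 1.4e-15 or less in the same test. The paper reasons from the data of Figure 1, which give the PCA, the average accessibility and the number, concordance and magnitude of the DARs.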

Based on these data, we conclude that (+)-JQ1 treatment overall attenuates the effect of LPS on changes to genome-wide chromatin accessibility and has a greater impact on DARs at distal sites.

### Exogenous IL-10 Treatment Drives Changes in Chromatin Accessibility Distinct From BET Inhibition

We previously showed that supplementation with exogenous IL-10 had minimal effects on genome-wide chromatin remodeling in *Il10^-/-^* BMDMs (9). To determine how IL-10 treatment compared to (+)-JQ1 in limiting LPS-induced chromatin remodeling, we treated *Il10^-/-^* BMDMs with IL-10 for 12 hours followed by LPS challenge for 4 hours. 

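This comparison added 3 libraries of cells given 10 ng/mL recombinant IL-10 for 12 hours before 50 ng/mL LPS, and 3 of cells given IL-10 without LPS, from the same 3 mice. Because the cells lack the Il10 gene, IL-10 in these cultures is the added cytokine. The total count in peaks ranged from 16907995 to 20754096 with LPS + IL-10 (median 20113092) and from 20541878 to 21847467 with IL-10 alone (median 20738293). The counts were deposited in the same tables of raw reads per peak and entered the same fit as the (+)-JQ1 libraries. Promoter peaks received 43.2% ± 0.702 of the counts with LPS + IL-10, 45.9% ± 0.980 with LPS and 46.8% ± 1.04 with LPS + (+)-JQ1 (SD, n = 3 each). With total counts as the scaling, the median log2 fold-change of all peaks with LPS + IL-10 against unstimulated cells moved from -0.0085 to -0.17.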

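With the 6 IL-10 libraries included, PCA of 18 libraries placed 66.0% of the variance on the first and 11.1% on the second component. On the second component, IL-10 libraries lay at -13.2 ± 1.06 and LPS + IL-10 libraries at -39.4 ± 2.70, whereas unstimulated libraries lay at 6.58 ± 1.59, (+)-JQ1 libraries at 9.64 ± 0.690, LPS libraries at 14.5 ± 2.02 and LPS + (+)-JQ1 libraries at 21.9 ± 3.66 (SD, n = 3 each). All 6 libraries with IL-10 were below all 12 without it, and each IL-10 group was apart from each other group (two-sided exact permutation test, p = 0.1 for each, the smallest p for 3 against 3). Scaled between unstimulated (0) and LPS (1), the first component placed LPS + (+)-JQ1 at 0.640 ± 0.134 and LPS + IL-10 at 0.722 ± 0.0836 (SD, n = 3 each), which overlapped (two-sided exact permutation test, p = 0.4, where 0.1 is the smallest p for 3 against 3). Within mice, LPS + (+)-JQ1 was the lower in 3 of 3 pairs (exact paired permutation test, p = 0.25, the smallest p for 3 pairs).

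**Figure D3:**
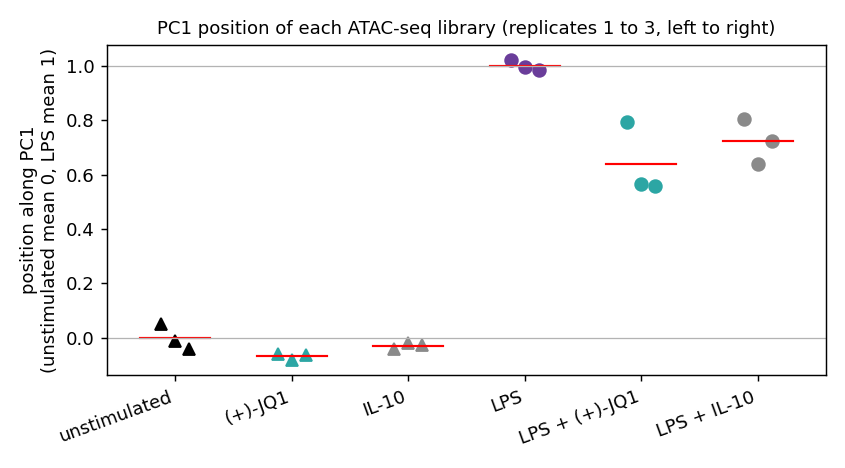
Position of each of the 18 ATAC-seq libraries along the first principal component, scaled to 0 at the unstimulated mean and 1 at the LPS mean; points are replicates 1 to 3 from left to right and red lines are group means. LPS + (+)-JQ1 and LPS + IL-10 libraries lie between the unstimulated and the LPS libraries and overlap each other, and in each replicate the LPS + (+)-JQ1 library is the lower of the pair.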

PCA revealed that samples treated with IL-10 clustered separately from samples treated with (+)-JQ1 and from untreated samples, regardless of LPS stimulation (**Supplementary Figure 2A**). IL-10 treated samples had decreased promoter accessibility compared with (+)-JQ1 treated samples, on average (**Supplementary Figure 2B**). In contrast, (+)-JQ1 treated samples had decreased accessibility at distal regions compared to IL-10 samples (**Supplementary Figure 2C**). 

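Promoter peaks had a mean of 11.6 ± 0.585 CPM with LPS + IL-10, against 13.2 ± 0.662 CPM with LPS + (+)-JQ1 (SD, n = 3 each). The log2 ratio of (+)-JQ1 to IL-10 was 0.19, larger than the SD of the difference, 0.10, and (+)-JQ1 was the higher in 3 of 3 same-mouse pairs (two-sided exact permutation test, p = 0.1, the smallest p for 3 against 3). Against LPS alone, the log2 ratio of LPS + IL-10 was -0.15 and 3 of 3 pairs were lower (p = 0.1 in the same exact test). The sign depended on how peaks were averaged. Taken as the median over promoter peaks, the log2 ratio of (+)-JQ1 to IL-10 was -0.051 and that of LPS + IL-10 to LPS was 0.0093, each of the opposite sign. As the mean of log2 CPM they were 0.0515 and -0.0454, with the sign of the means. The median log2 fold-change per promoter peak of LPS + IL-10 against LPS was -0.0635.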

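At distal peaks the mean was 3.55 ± 0.0849 CPM with LPS + IL-10 and 3.51 ± 0.0623 CPM with LPS + (+)-JQ1 (SD, n = 3 each). The log2 ratio of (+)-JQ1 to IL-10 was -0.017, within the replicate spread (SD of the difference 0.043; two-sided exact permutation test, p = 0.6, where 0.1 is the smallest p for 3 against 3), and 2 of 3 pairs were lower with (+)-JQ1. With total counts as the scaling the log2 ratio was -0.094. The log2 ratio of distal to promoter counts, which needs no scaling, was 0.40 ± 0.04 with LPS + IL-10 and 0.19 ± 0.06 with LPS + (+)-JQ1 (SD, n = 3 each), a difference of -0.21 that was larger than its SD of 0.07, and lower with (+)-JQ1 in 3 of 3 pairs (two-sided exact permutation test, p = 0.1). Paired within mice, the difference was -0.21 ± 0.06 (SD, n = 3 pairs; exact paired permutation test, p = 0.25, the smallest p for 3 pairs).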

When comparing with unstimulated and untreated *Il10^-/-^* BMDMs, IL-10 treatment prior to LPS stimulation resulted less promoter DARs as compared with LPS stimulation alone or with (+)-JQ1 treatment (**Supplementary Figure 2D**; p=2.003x10^-15^ for increased, p<2.2x10^-16^ for decreased). In contrast, the overall number of DARs (increased and decreased together) detected at distal sites with IL-10 treatment prior to LPS stimulation were similar to what was observed with LPS stimulation alone. 

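At promoters, 3430 peaks rose and 2464 fell with LPS + IL-10 against unstimulated cells (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3437 and 2446 with the replicate number as a block (mean correlation of same-numbered deviations -0.066). The number of increased DARs was 0.655 times that of LPS and 0.547 times that of LPS + (+)-JQ1 (chi-square tests across peaks, which are not independent replicates, p = 2.2e-16 for each, at which smaller values are cut off). The number of decreased DARs was 1.00 times that of LPS (chi-square test, p = 0.953) and 1.29 times that of LPS + (+)-JQ1 (p = 2.2e-16). Increased and decreased DARs together were 5894, 0.766 times the number with LPS. The ratio for decreased DARs to LPS depended on the setting. It was 0.755 with total counts, 0.970 with loess offsets, 0.987 with DESeq2 and 0.670 with promoters fitted separately from distal peaks. With that last setting the ratio for increased DARs was 0.966. Rising peaks made up 58.2% of the promoter DARs of LPS + IL-10 with TMM, 33.0% with total counts, 47.2% with loess offsets and 45.3% with promoters fitted separately.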

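Together, 34947 distal peaks changed with LPS + IL-10 and 34896 with LPS, a ratio of 1.00 (chi-square test across peaks, which are not independent replicates, p = 0.830). With the replicate number as a block, LPS + IL-10 gave 17043 increased and 17810 decreased distal DARs. Tested directly against LPS, LPS + IL-10 nonetheless had 7160 distal DARs with higher and 7322 with lower accessibility, and 1115 promoter DARs with higher and 1446 with lower accessibility, where the block gave 7179, 7301, 1118 and 1459 with a mean correlation of same-numbered deviations of 0.0269 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These are more than the 2748 higher and 5589 lower distal DARs of LPS + (+)-JQ1 against LPS. With total counts as the scaling, 60.7% of the distal and 59.6% of the promoter DARs of LPS + IL-10 against LPS were higher, compared with 49.4% and 43.5% with TMM. Normalized and tested separately, promoters had 62.5% higher.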

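Counted separately, 16977 distal peaks rose and 17970 fell with LPS + IL-10, which is 0.967 and 1.04 times the numbers with LPS (chi-square tests, p = 1.0e-03 and 4.1e-04). Peaks are not independent replicates. The 16 alternatives gave ratios from 0.842 to 1.05 for increased and from 0.814 to 1.32 for decreased DARs, so that both ratios lay below 1 under some alternatives and above 1 under others. With DESeq2 in place of edgeR the ratio for increased DARs was 0.987 (chi-square test, p = 0.195). Of the increased distal DARs with LPS + IL-10, 42.8% exceeded a |log2 fold-change| of 1.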

When separately testing DARs with increased or decreased accessibility, differences in each were statistically different by chi-square analysis (**Supplementary Figure 2D**; 1.811x10^-15^ for increased, 2.2x10^-16^ for decreased). 

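Correlations were computed across all 194284 peaks on the variance-stabilized counts averaged over the 3 libraries of each condition. Because each value is a correlation over peaks, the number of peaks says nothing about the variation between mice, and the correlation was therefore also computed between single libraries of the same number. Between libraries of one condition, Spearman's rho ranged from 0.883 to 0.913 in unstimulated cells, from 0.924 to 0.931 with LPS, from 0.907 to 0.931 with LPS + (+)-JQ1 and from 0.928 to 0.937 with LPS + IL-10. The unstimulated libraries, against which each condition was correlated, were thus the least alike of these 4 conditions.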

To better quantify effects of treatments on chromatin accessibility changes with LPS stimulation, we correlated normalized signals across all accessible regions between each of LPS stimulated alone, LPS + (+)-JQ1, and LPS + IL-10 with unstimulated *Il10^-/-^* BMDMs (**Supplementary Figures 2E–G**). We found (+)-JQ1 treated samples were the most correlated with unstimulated samples suggesting a greater impact than IL-10 on limiting chromatin remodeling. 

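Spearman's rho with unstimulated cells was 0.884 for LPS, 0.909 for LPS + (+)-JQ1 and 0.888 for LPS + IL-10. Between single libraries it was 0.844 ± 0.0131, 0.864 ± 0.0361 and 0.847 ± 0.0230 (SD, n = 3 each). Each of these values is paired with the unstimulated library of the same mouse. LPS + (+)-JQ1 exceeded LPS in 2 of 3 mice (exact paired permutation test, p = 0.5) and LPS + IL-10 in 3 of 3 (p = 0.25 in the same exact test, the smallest p for 3 pairs). In replicate 1 the values were 0.830 for LPS, 0.825 for LPS + (+)-JQ1 and 0.821 for LPS + IL-10. Over promoter peaks alone rho was 0.965, 0.972 and 0.968, and over distal peaks alone 0.848, 0.881 and 0.853. The values over distal peaks equal those that the paper gives for all accessible regions. LPS + (+)-JQ1 had the highest value of the 3 over both kinds of peak.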

Together, these data show (+)-JQ1 better preserves a non-inflammatory chromatin state and that IL-10 signaling affects chromatin remodeling in a distinct manner.

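In the slope through the origin over the DARs of LPS, LPS + IL-10 had 0.708 at distal and 0.674 at promoter peaks, with the same limit from the choice of peaks. The largest rises against LPS were at a pair of peaks in Saal1 on chromosome 7 (mm9), 53962489 to 53964108 in an intron, from 38.1 ± 7.84 to 490 ± 76.6 normalized counts (SD, n = 3 each; log2 fold-change 3.67, standard error 0.21), and 53958964 to 53960378 over an exon, with a log2 fold-change of 3.37 (standard error 0.20). With LPS + (+)-JQ1 these peaks had 31.7 ± 12.2 and 29.1 ± 9.31 normalized counts. The largest falls were over an exon and a UTR of Cd69 (chromosome 6, 129214997 to 129217346; log2 fold-change -2.85, standard error 0.16) and within Rasgef1b (chromosome 5, 99654443 to 99655917; -2.84, standard error 0.21). LPS + (+)-JQ1 also lowered the Cd69 peak, from 650 ± 67.1 with LPS to 353 ± 102 normalized counts, and the Rasgef1b peak, from 274 ± 11.0 to 103 ± 33.2. Likewise LPS + IL-10 lowered the peaks near Iigp1 and in Il1b that fell most with (+)-JQ1, to 54.2 ± 6.49 and 239 ± 54.0 normalized counts. Adjusted p-values against LPS of the 4 peaks with the largest changes with IL-10 were 2.7e-21 or less (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the separate clustering of the IL-10 libraries, the numbers of DARs and the correlations with unstimulated cells taken together, the paper concludes that (+)-JQ1 keeps chromatin closer to the non-inflammatory state and that IL-10 acts on it differently.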

### BET Protein Inhibition Attenuates LPS-Induced Expression of Inflammatory Genes

LPS stimulation of *Il10^-/-^* BMDMs results in robust expression of key inflammatory genes, such as *Il12β*, that is greater than expression observed in WT BMDMs (20, 22). To better understand how BET protein inhibition affects gene expression in response to LPS stimulation, we performed RNA-seq using matched BMDM samples (**Figure 1A**). Similar to our initial ATAC-seq analyses, PCA on these data revealed the primary source of variation is due to LPS stimulation (PC1; **Figure 2A**) while (+)-JQ1 treatment orthogonally contributes to variation (PC2). Again, samples treated with (+)-JQ1 prior to LPS stimulation clustered closer to unstimulated samples along PC1 than untreated LPS stimulated samples.

**Figure 2:**
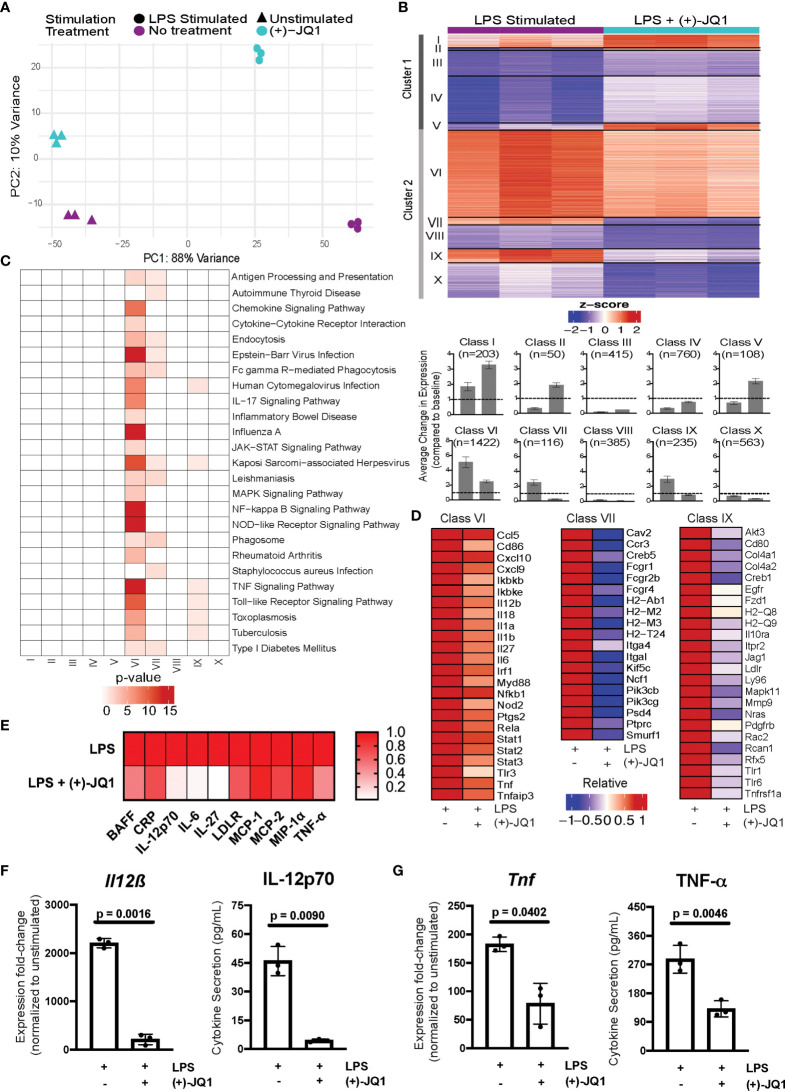
(+)-JQ1 treatment attenuates LPS-induced inflammatory gene expression in *Il10^-/-^* macrophages. **(A)** Principle component analysis (PCA) of gene expression profiles for samples that remained unstimulated (triangles) or were stimulated with LPS (circles) in the absence (purple) or presence (aqua) of (+)-JQ1. **(B)** Representative heatmap of calculated z-scores based on log_2_ fold-change of individual replicates for the LPS and LPS + (+)-JQ1 conditions normalized to the average of unstimulated, untreated *Il10^-/-^* BMDMs. Genes were identified and divided into 2 major clusters and sub-divided into 5 classes through differential analyses outlined in **Supplementary Table 1**. Bar graphs represent average change in expression for LPS and LPS (+)-JQ1 conditions normalized to baseline. **(C)** KEGG pathway analysis for the genes identified in the 10 classes in **(B)**. **(D)** Heatmaps of representative genes from Classes VI, VII, and IX that correspond to genes induced by LPS that are attenuated with (+)-JQ1. **(E)** Heatmaps of representative inflammatory cytokines induced by LPS that are attenuated with (+)-JQ1. Gene expression (qRT-PCR; left panels) and cytokine secretion (Luminex; right panels) analyses for **(F)** *Il12β* and IL-12p70, and **(G)** *Tnf* and TNF-α. Significance determined using paired parametric, student’s t tests. N = 3 biological replicates.

To determine which genes were affected by LPS stimulation both with and without (+)-JQ1 treatment, we performed pairwise comparisons with unstimulated samples separately for each. We identified a total of 10,656 differentially expressed genes (DEGs) present in at least one of these comparisons. We then used a likelihood ratio test (LRT) to determine more specifically which genes were significantly affected by (+)-JQ1 during LPS-stimulation, resulting in 4,257 genes.

DEGs were clustered based on the direction of effect of (+)-JQ1 treatment compared with no treatment. Cluster 1 (n = 1,536 genes) contained genes that had higher expression after LPS stimulation when treated with (+)-JQ1 compared with LPS stimulation alone, while Cluster 2 (n = 2,721 genes) contained those with lower relative expression (**Figure 2B**). Next, within each cluster we identified five distinct classes based on statistical significance and log_2_FC magnitude associated with the pair-wise differential expression analyses with unstimulated samples (**Supplementary Table 1**). In Cluster 1, three small classes contained genes that were significantly up-regulated by LPS with (+)-JQ1 treatment (log_2_FC > 1) but were either weakly induced by (Class I; n = 203 genes), down-regulated by (Class II; n = 50 genes), or showed minimal response to (Class V; n = 108 genes) LPS stimulation alone. In the other two larger classes (Class III, n = 415 genes; Class IV, n = 760 genes), (+)-JQ1 treatment also resulted in relatively higher expression compared to no treatment, but overall expression levels of these genes regardless of treatment were below baseline expression in unstimulated, untreated macrophages (**Figure 2**). Pathway enrichment analysis of all genes in Cluster 1 revealed a slight enrichment for Longevity Regulating, Mismatch Repair, and Systemic Lupus Erythematosus pathways, but no additional pathways (**Supplementary Figure 3A**).

In Cluster 2, which consists of genes whose relative expression is lower when treated with (+)-JQ1 during LPS stimulation (**Figure 2B**), we find nearly all (~90%) genes significantly induced during LPS stimulation alone (log_2_FC > 1). The most robustly up-regulated of these genes were grouped into the largest Class VI (n = 1,422 genes), which contained genes upregulated by LPS stimulation regardless of (+)-JQ1 treatment, but where pre-treating with (+)-JQ1 resulted in a 2-fold decrease in expression compared with LPS stimulation alone on average. Pathway analysis using these genes showed enrichment for more than 20 pathways associated with inflammatory and viral response (**Figure 2C**) and included many pro-inflammatory genes such as *Il12β*, *Il6*, and *Tnf* (**Figure 2D**). Luminex analyses were used to determine if (+)-JQ1-mediated attenuation could also be observed at the protein level. Quantification of seven cytokines found in Class VI (IL-12p70, IL-27, IL-6, MCP-1, MCP-2, MIP-1α, and TNF- α) confirmed that (+)-JQ1 pre-treatment resulted decreased secretion relative to LPS stimulated cells alone (**Figure 2E**). Statistical analyses confirmed that expression of *Il12β*/IL-12p70 (**Figure 2F**) and *Tnf*/TNF-α (**Figure 2G**) at the mRNA (qRT-PCR, left) and protein levels (Luminex, right) was statistically significantly reduced with (+)-JQ1 pre-treatment as compared with LPS stimulation alone.

Class VII (n = 116 genes) and Class IX (n = 235 genes) consisted of genes induced by LPS stimulation alone, albeit less robustly than those in Class VI, but whose expression levels when treated with (+)-JQ1 treatment were lower than or similar to expression in unstimulated *Il10^-/-^* BMDMs, respectively (**Figure 2B**). Class VII genes were enriched for macrophage functions, such as antigen presentation and phagocytosis, while Class IX genes were involved in bacterial and viral response pathways as well as TNF signaling (**Figure 2C**). The remaining two classes (Class VIII, n = 385 genes; Class X, n = 563 genes) were down-regulated upon LPS stimulation regardless of (+)-JQ1 treatment, but whose expression was reduced to a greater extent when treated with (+)-JQ1 (**Figure 2B**). Neither class showed enrichment for immune pathways (**Figure 2C**).

### Exogenous IL-10 Exerts Limited Anti-Inflammatory Effects on LPS-Induced Gene Expression

IL-10 negatively regulates expression of *Il12β* and other inflammatory genes (20, 22). We wanted to better understand how exogenous IL-10 affects the *Il10^-/-^* BMDM response to LPS and to compare this with (+)-JQ1 treatment. PCA revealed that IL-10 treatment prior to LPS stimulation resulted in transcriptional profiles markedly similar to untreated LPS stimulated *Il10^-/-^* BMDMs (**Supplementary Figure 3B**), including across genes in our ten previously defined LPS response classes (**Supplementary Figure 3C**). Expression fold-changes upon LPS stimulation of IL-10 treated samples varied across key inflammatory genes found in Class VI. Some genes, such as *Il12β*, did have attenuated responses comparable to (+)-JQ1 treated samples, but most other genes, such as *Nod2*, showed increased expression compared with (+)-JQ1 treatment (**Supplementary Figure 3D**). Similar changes associated with IL-10 were also observed at the protein level by Luminex (**Supplementary Figure 3E**). Quantitative analyses using qRT-PCR (left) and Luminex (right) for *Il12β*/IL-12p70 (**Supplementary Figure 3F**) and *Tnf*/TNF-α (**Supplementary Figure 3G**) confirmed that IL-10 pre-treatment significantly reduced LPS-induced expression, although (+)-JQ1 was slightly more effective in attenuating *Il12β*/IL-12p70. In contrast, IL-10 treatment had little effect on responses of Class VII and IX genes to LPS (**Supplementary Figure 3D**). Collectively, these results demonstrate that (+)-JQ1 treatment has a strong effect on genes induced by LPS stimulation, which were more extensive than with IL-10 treatment and resulted in down-regulation of genes implicated in the inflammatory response.

### Effects of (+)-JQ1 on WT LPS-Stimulated Cells Has Less Pronounced Effects

To determine the effects of (+)-JQ1 pre-treatment on WT LPS-stimulated BMDMs, WT cells were cultured and stimulated in the exact same manner as *Il10^-/-^* BMDMs (**Figure 1A**) followed by qRT-PCR and luminex analyses to determine changes for select inflammatory genes. Like *Il10^-/-^* BMDMs, treatment of WT BMDMs with (+)-JQ1 did not affect cell viability (**Supplementary Figure 4A**) or cell cycle progression (**Supplementary Figure 4B**). Overall, WT BMDMs responded less robustly to LPS stimulation as demonstrated by the variation in the individual datapoints for *Il12β*/IL-12p70 (**Supplementary Figure 4C**) and *Tnf*/TNF-α (**Supplementary Figure 4D**). While (+)-JQ1 pre-treatment decreased expression at the gene expression and cytokine secretion level for both genes, these findings were not statistically significant (**Supplementary Figures 4C, D**). While IL-10 pre-treatment had a stronger effect at the transcriptional level as compared with cytokine secretion, none of these findings were statistically significant (**Supplementary Figures 4C, D**). Together, these data suggest that (+)-JQ1 and IL-10 exert anti-inflammatory effects on WT BMDMs, but the overall effects are less pronounced as compared with our findings in *Il10^-/-^* BMDMs.

### (+)-JQ1 Restricts Chromatin Accessibility at Distal Regulatory Elements of Class VI Genes

Distal regulatory elements, such as enhancers, largely contribute to cell-specific gene expression programs defining cell identity (4, 5). Recent studies have suggested that BET protein inhibition alters use of cell-specific super-enhancers (56–58). Therefore, we sought determine the relationship between effects of (+)-JQ1 on chromatin accessibility and altered expression at LPS-responsive genes. Across our ten gene expression classes, we found a similar number of distal accessible regions near member genes on average (+/- 25kb from the TSS; **Supplementary Figures 5A, B**). LPS stimulation overall increased distal chromatin accessibility in all classes, but the magnitude of this increase varied (**Supplementary Figure 5C**). Consistent with our genome-wide analyses, (+)-JQ1 treatment decreased the effect of LPS stimulation on chromatin accessibility changes for all 10 classes, most notably for Classes VI, VII, and IX that contain genes with attenuated expression (**Figures 3A, B**; **Supplementary Figure 4C**). In contrast, a similar analysis of IL-10 treated samples on Class VI, VII, and IX genes showed accessibility at promoter regions were even less altered on average than with (+)-JQ1 treatment (**Supplementary Figure 5D**). However, accessibility at distal regions associated with these classes more closely resembled those of untreated LPS stimulated samples, especially for Class VII, as compared with (+)-JQ1 treatment (**Supplementary Figure 5E**).

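The full gene lists of the classes were not used here. The genes that Figure 2D names for Class VI (24 genes), Class VII (19 genes) and Class IX (24 genes, of which 23 are in the annotation) were taken in their place, with every peak within 25 kb of their TSS. Promoter peaks in these windows can belong to other genes nearby. At 273 distal peaks near the Class VI genes, the median log2 fold-change against unstimulated cells was 0.87 ± 0.11 with LPS and 0.49 ± 0.03 with LPS + (+)-JQ1 (SD of the 3 mice). At 206 distal peaks near the Class VII genes it was 0.33 ± 0.004 and 0.12 ± 0.03, and at 195 near the Class IX genes 0.21 ± 0.07 and 0.03 ± 0.03. For all medians near these genes, the value before ± comes from the fit. The SD is that of medians taken in each mouse, which need not centre on the fitted value. With LPS the Class VII mice were at 0.3578, 0.3656 and 0.3637. With LPS + (+)-JQ1 the Class IX mice were at 0.0575, 0.0842 and 0.1109. Directly against LPS, the medians with LPS + (+)-JQ1 were -0.31 ± 0.15, -0.14 ± 0.11 and -0.14 ± 0.02, against -0.02 over all distal peaks. The replicate block gave -0.30, -0.13 and -0.14. Among 10000 random sets of as many distal peaks, these medians stood at percentiles 0, 0.02 and 0.01, a description of these libraries and not of the variation between mice. In each class all 3 same-mouse pairs were lower. At promoters the direct medians were -0.15 ± 0.05 (101 peaks), -0.03 ± 0.04 (68 peaks) and -0.04 ± 0.04 (82 peaks), with 0.04 over all promoter peaks, and the block gave -0.16, -0.03 and -0.03.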

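Near the genes that Figure 2D names, the median log2 fold-change of promoter peaks against unstimulated cells with LPS + IL-10 was 0.57 ± 0.14 for Class VI, 0.38 ± 0.17 for Class VII and 0.38 ± 0.12 for Class IX (SD of the 3 mice). With LPS + (+)-JQ1 the values were 0.66 ± 0.16, 0.34 ± 0.16 and 0.36 ± 0.12. Within mice, the median with LPS + IL-10 was the lower in 3 of 3 for Class VI, the higher in 3 of 3 for Class VII and the higher in 2 of 3 for Class IX, where 0.25 is the smallest p of an exact paired test of 3 pairs. Directly against LPS, the median with LPS + IL-10 was -0.26 ± 0.13 for Class VI (-0.26 also with the replicate number as a block), where 30 of 101 promoter peaks were DARs with lower and 0 with higher accessibility. No promoter peak of this class was higher at an adjusted p under 0.05 without the fold-change limit either. For Class VII and Class IX the direct medians were near 0, at -0.0026 ± 0.026 and -0.017 ± 0.089, against -0.06 over all promoter peaks. The Class VII value was positive with total counts (0.064) and with promoters fitted separately (0.078). Across the alternatives the Class IX value ranged from -0.024 to 0.061, and 2 of 3 mice were above 0 in each of these classes.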

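At the distal peaks near the genes of Figure 2D, the median log2 fold-change against unstimulated cells with LPS + IL-10 was 0.55 ± 0.09 for Class VI, between the values of LPS + (+)-JQ1 and LPS. For Class VII it was 0.45 ± 0.03, above the value with LPS, and for Class IX 0.14 ± 0.05 (SD of the 3 mice). Directly against LPS, LPS + IL-10 had medians of -0.25 ± 0.09, 0.10 ± 0.05 and -0.04 ± 0.01 in the 3 classes, and -0.26, 0.10 and -0.04 with the replicate number as a block. In Class VII, 83 of 206 distal peaks were DARs with increased accessibility against unstimulated cells, compared with 54 for LPS and 38 for LPS + (+)-JQ1. With total counts as the scaling, the direct median of Class IX was 0.024, of the opposite sign.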

**Figure 3:**
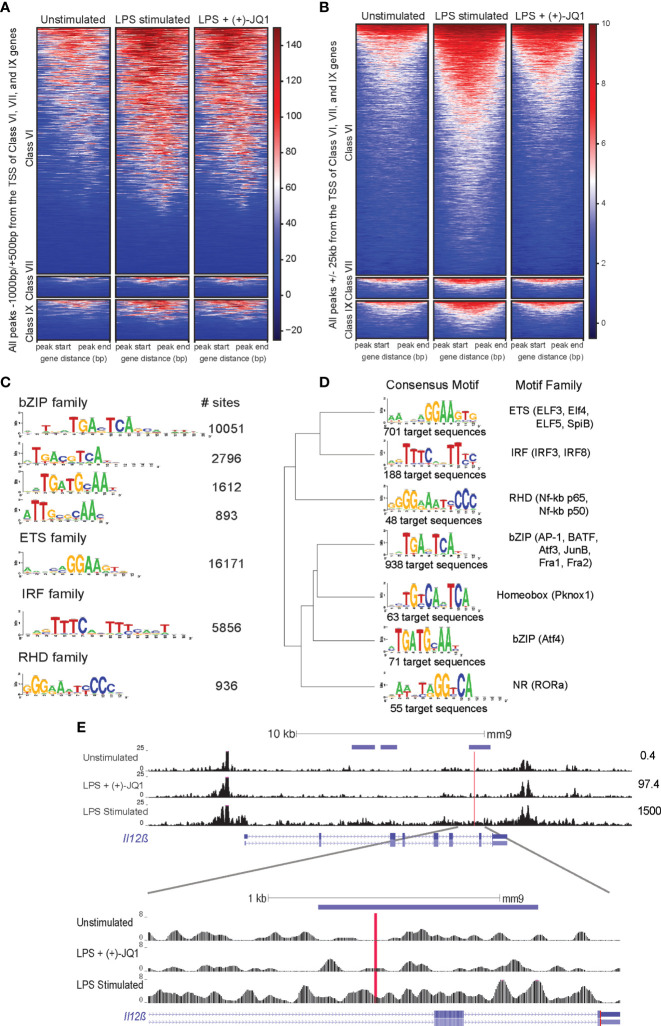
(+)-JQ1 prevents LPS-induced chromatin remodeling at putative AP-1 and IRF regulatory elements associated with class VI genes. Heatmaps of accessible chromatin during unstimulated (left), LPS stimulated (center) or LPS + (+)-JQ1 (right) conditions for Classes VI (top), VII (center), and IX (bottom) for ChIPSeeker identified **(A)** promoter regions and **(B)** distal regions. **(C)** Identification and quantification of sites containing known HOMER motifs for regions that increase in accessibility with LPS stimulation as compared with unstimulated, untreated BMDMs (FDR < 0.05 for differential analysis, FDR < 0.10 for motif enrichment). **(D)** Identification, motif clustering, and quantification of sites containing known HOMER motifs for regions that decrease in accessibility with (+)-JQ1 treatment prior to LPS stimulation as compared with LPS stimulation alone (FDR < 0.05 for differential analysis, FDR < 0.10 for motif enrichment). **(E)** Gene tracks of ATAC-seq peaks within 25kb of the transcription start site of *Il12β* for unstimulated (top), LPS + (+)-JQ1 (center) and LPS stimulated (bottom) conditions. Horizontal purple bars above the tracks are representative of peaks that are differentially increased during LPS stimulation compared with unstimulated BMDMs and are differentially decreased with (+)-JQ1 as compared with LPS alone (FDR < 0.05). Red line is representative of putative AP-1 motif identified by HOMER. Numbers to the right represent corresponding *Il12β* transcript levels. FDR adjusted P values for differential analysis determined using DESeq2 and for motifs using HOMER. N = 3 biological replicates.

Focusing more specifically on regions that significantly changed upon LPS stimulation, we found an enrichment for DARs near genes from Classes VI (n=504) and VII (n=47), but not Class IX (n=66) (hypergeometric test; p = 9.22x10^-16^, p = 7.56x10^-4^, p = 0.24, respectively). As Class VI was the largest and contains key inflammatory genes, we further investigated chromatin accessibility separately in promoter and distal regions. Both sets of regions showed increased chromatin accessibility upon LPS stimulation compared with unstimulated *Il10^-/-^* BMDMs (**Figures 3A, B**). 

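Near the 24 Class VI genes that Figure 2D names, promoter peaks (101 within 25 kb of a TSS) had a median log2 fold-change with LPS of 0.83 ± 0.17 (SD of the 3 mice), with 0.96, 1.02 and 0.71 in replicates 1, 2 and 3, against 0.12 over all promoter peaks. Of these, 68 were DARs with increased and 1 with decreased accessibility. Distal peaks had 0.75, 0.92 and 0.94 in the 3 replicates, against -0.07 over all distal peaks, and 160 of 273 were increased and 1 decreased. Both medians exceeded all 10000 random sets of as many peaks of the same kind, a description of these libraries.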

Consistent with our genome-wide observations, (+)-JQ1 treatment showed little effect on promoter regions (**Figure 3A**), but distally we found an overall attenuation of accessibility changes and a reduced number of DARs in response to LPS stimulation (**Figure 3B**). 

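Among the promoter peaks near these Class VI genes, 63 were increased with LPS + (+)-JQ1, compared with the 68 for LPS alone. Tested directly against LPS, 21 of the 101 were DARs with lower and 0 with higher accessibility (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 24 were lower and 0 higher at an adjusted p under 0.05 without the fold-change limit). Among the 273 distal peaks, 104 were increased with LPS + (+)-JQ1, compared with 160 for LPS. Against LPS directly, 70 distal peaks were DARs with lower accessibility and 0 with higher (71 and 0 without the fold-change limit). The distal fall was in each mouse, with medians of -0.17, -0.45 and -0.36 in replicates 1, 2 and 3, and so was the smaller fall at promoters, with -0.13, -0.22 and -0.15.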

Motif analysis of distal DARs associated with Class VI genes with increased accessibility in untreated LPS stimulated samples (n = 5,323 regions) showed enrichment for motifs of bZIP transcription factors, including many AP-1 family sub-units, ETS transcription factors, including PU.1, and IRF family members (**Figure 3C**). DARs with attenuated accessibility changes in (+)-JQ1 treated samples during LPS stimulation compared with LPS stimulation alone (n = 920 regions) revealed motifs for a subset of AP-1 family members as well as several IRF and RHD (NF-kB p65/p50) factors (**Figure 3D**). This included a putative AP-1 motif located downstream of the of the *Il12β* TSS (**Figure 3E**). 

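Il12b lies on the + strand of chromosome 11 from 44213565 to 44227535 (mm9), and 18 peaks of the union set lie within 25 kb of its TSS, 1 of them a promoter peak. The AP-1 consensus TGACTCA was searched in these peaks and found in 2 of them. The first is in intron 2, from 44220085 to 44220091, 6520 bp downstream of the TSS, in the sequence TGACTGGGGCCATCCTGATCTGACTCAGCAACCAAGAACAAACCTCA (44220065 to 44220111). Its peak (44218391 to 44220350) had 44.1 ± 9.12 normalized counts in unstimulated cells, 96.4 ± 5.80 with LPS and 29.5 ± 5.01 with LPS + (+)-JQ1 (SD, n = 3 each). The log2 fold-change was 1.14 (standard error 0.23, adjusted p = 4.7e-05) for LPS against unstimulated and -1.73 (standard error 0.24, adjusted p = 3.5e-08) for LPS + (+)-JQ1 against LPS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block these were 1.14 and -1.73, and across the 16 alternative fits the fold-change with (+)-JQ1 stayed between -1.80 and -1.60. LPS + IL-10 also lowered this peak, to 46.4 ± 5.53 normalized counts, a log2 fold-change of -1.06 (standard error 0.22, adjusted p = 3.2e-04). The second site is in intron 5, from 44224192 to 44224198, 10627 bp downstream of the TSS, in a peak (44223872 to 44225101) that rose by 0.69 on the log2 scale with LPS (standard error 0.25, adjusted p = 0.0326). With (+)-JQ1 it fell by 0.76 (standard error 0.25), which missed the threshold with an adjusted p of 0.0525. Peaks over exon 3, exon 7, exon 8 and downstream of the gene were also lower with (+)-JQ1, with log2 fold-changes from -1.33 to -0.75. The exon 8 peak was called in all 16 alternative fits. The exon 3 peak was not called in 4 of 15, the exon 7 peak in 2 of 16 and the downstream peak in 5 of 16. The promoter peak (44211789 to 44213325) was not detectably lower, at -0.16 (standard error 0.14, adjusted p = 0.640), and the peak with the largest rise after LPS, upstream of the gene from 44203227 to 44204217, changed by -0.37 (standard error 0.14, adjusted p = 0.121). This peak was lower in 3 of 3 pairs, and its log2 fold-change was from -0.54 to -0.26 across the 16 alternative fits, of which 11 gave an adjusted p of 0.05 or more and the others adjusted p-values down to 0.0154.

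**Figure D4:**
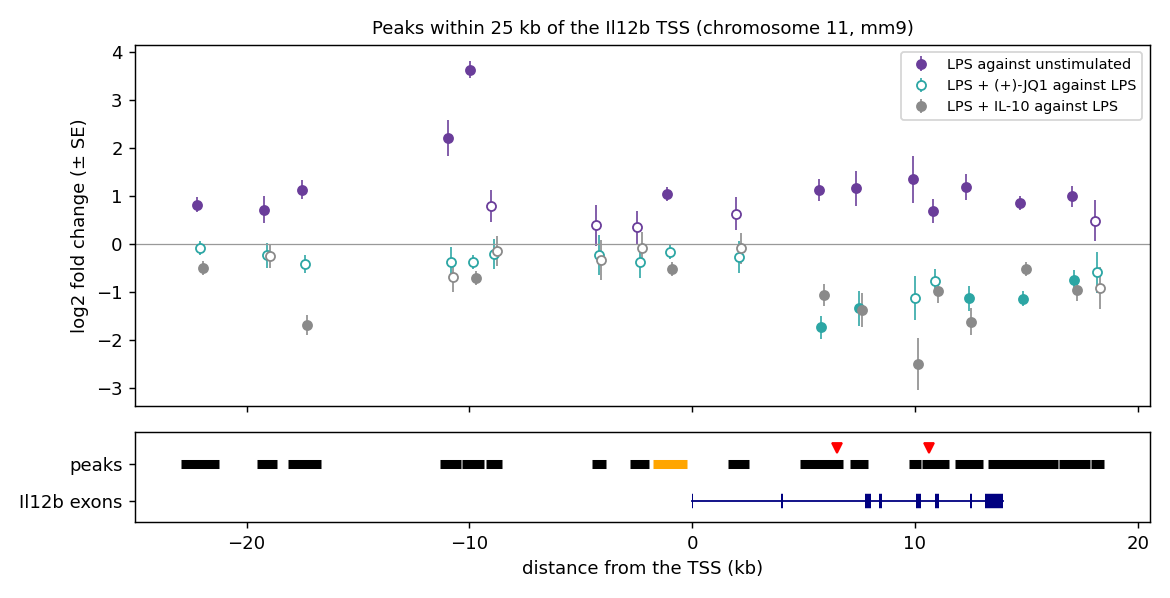
Log2 fold-change with standard error of each of the 18 peaks within 25 kb of the Il12b TSS, by distance from the TSS, for 3 comparisons; filled points have an adjusted p under 0.05. Below, peaks are black (the promoter peak is orange), red triangles are AP-1 consensus sites and exons of Il12b are blue. Peaks lowered by (+)-JQ1 at an adjusted p under 0.05 in this fit lie downstream of the TSS.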

DARs that decreased in accessibility during LPS stimulation alone or increased with (+)-JQ1 treatment with LPS were enriched for motifs from ETS family members (**Supplementary Figures 5F, G**).

Overall, these data suggest that (+)-JQ1 treatment restricts LPS-induced chromatin accessibility changes at distal regulatory elements near inflammatory genes. 

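Across the alternative fits, including those that each left out one replicate, the median log2 fold-change of LPS + (+)-JQ1 against LPS at the distal peaks near the Class VI genes of Figure 2D stayed between -0.39 and -0.27. At the promoter peaks near the same genes it stayed between -0.20 and -0.13. From the attenuated accessibility and the motifs at these sites, the paper proposes that (+)-JQ1 limits the opening of distal elements near inflammatory genes.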

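Near the 24 Class VI genes that Figure 2D names, 53 of 101 promoter peaks and 118 of 273 distal peaks were DARs with increased accessibility with LPS + IL-10 against unstimulated cells, compared with 68 and 160 for LPS. Tested directly against LPS, 69 of the distal peaks were DARs with lower and 6 with higher accessibility. The promoter peaks of replicates 1, 2 and 3 had medians of -0.14, -0.40 and -0.29 on the log2 scale in this direct comparison, and the distal peaks -0.21, -0.36 and -0.22, so that the promoter fall was the larger in 2 of 3 mice.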

Interestingly, though, our data also suggests that exogenous IL-10 may also attenuate some LPS-induced chromatin changes, but primarily at promoters of LPS-inducible genes.

### (+)-JQ1 Treatment Limits Onset of Experimental Colitis in Germ Free *Il10^-/-^* Mice

To determine whether (+)-JQ1 may mitigate colitis onset *in vivo*, we treated adult *Il10^-/-^* mice previously housed under germ free (GF) conditions with (+)-JQ1 (I.P. injections) followed by colonization with slurries made using fecal matter from WT C57BL/6J mice raised in specific pathogen free conditions (**Figure 4A**). Additional (+)-JQ1 treatments were administered on Days 3, 6, 9, and 12 and animals were sacrificed on Day 14 (**Figure 4A**). Treatment with (+)-JQ1 did not result in any significant changes in weight as compared with vehicle treated mice (**Supplementary Figure 6A**).

**Figure 4:**
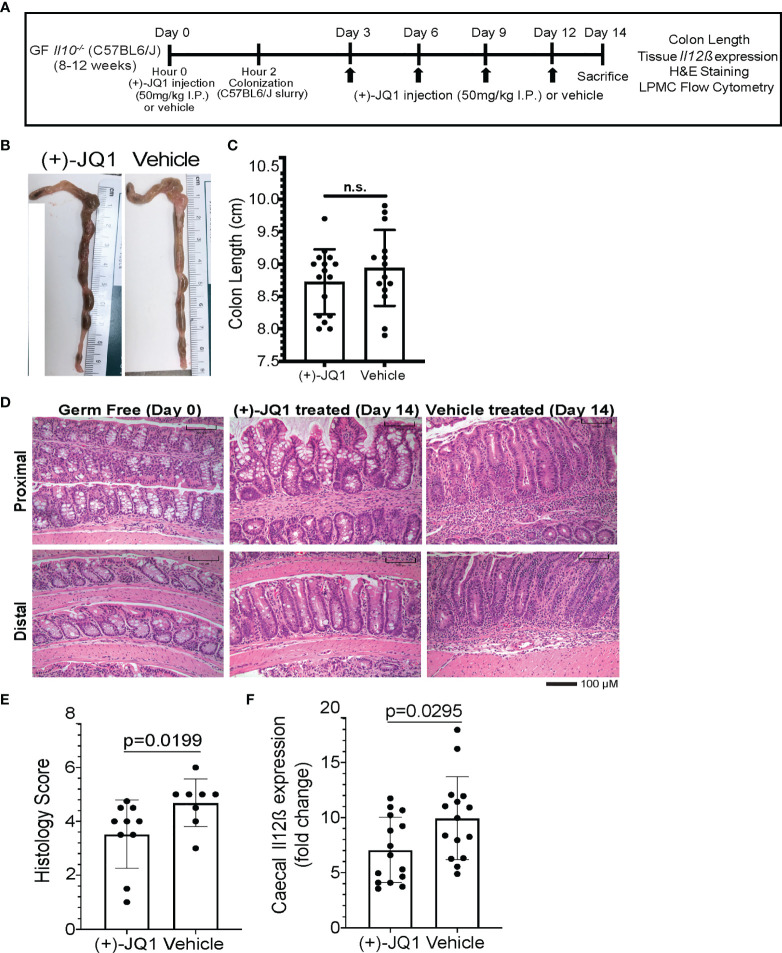
(+)-JQ1 treatment attenuates onset of microbiota-induced colitis in germ free *Il10^-/-^* mice. **(A)** Schematic of experimental workflow (n = 10+ mice/condition and represent at least 3 independent experiments). **(B)** Representative images of colon length and thickness in (+)-JQ1- and vehicle-treated mice. **(C)** Quantification of average colon length (n = 16 (+)-JQ1; n = 15 vehicle). **(D)** Representative images of H&E stained colons for proximal (top) and distal (bottom) portions of the colon in germ free (GF) mice (left), colonized mice treated with (+)-JQ1 harvested on Day 14 (center) and colonized mice treated with vehicle harvested on Day 14 (right). Scale represents 100 µM. **(E)** Quantification of histology scores based on H&E staining (n = 10 (+)-JQ1; n=8 vehicle). **(F)** Quantification of caecal *Il12β* expression by qPCR (n = 15/treatment). Significance values determined using a 2-tailed unpaired, non-parametric student’s t test. N.S. stands for Not Significant.

We isolated lamina propria mononuclear cells (LPMCs) and splenocytes from (+)-JQ1- and vehicle treated animals to identify changes in immune cell population sizes associated with treatment (**Supplementary Figure 6B**). Total CD45^+^ leukocytes constituted ~60% of singlets in LPMC populations and 75% of singlets in splenocyte populations in vehicle treated mice and did significantly change with (+)-JQ1 treatment (**Supplementary Figure 6C**). No significant differences in the population size of CD11b^+^CD11c^-^F4/80^+^ macrophages or total CD3^+^ T cells and CD19^+^ B cells isolated from the intestine or spleen were observed with (+)-JQ1 treatment (**Supplementary Figures 6D, E**). However, a reduction in the CD11b^int^CD11c^-^ population was observed with (+)-JQ1 treatment (**Supplementary Figure 6B**). Based on these observations, we conclude that the dose and frequency of (+)-JQ1 given to these mice does not have any significant effect on bulk immune cell population size within the intestine or other peripheral organs.

Finally, we investigated the effect of (+)-JQ1 treatment on intestinal inflammation in these mice. Overall colon length and morphology remained unchanged with (+)-JQ1 treatment when compared with vehicle treated mice (**Figures 4B, C**). However, histologically, scored using a modified method from Berg et al. that compared colons with uninflamed uncolonized germ-free *Il10^-/-^* mice harvested on Day 0 (**Figure 4D**), (+)-JQ1 treated mice had statistically significantly lower scores compared with vehicle treated mice (**Figure 4E**). Additionally, we quantified caecal *Il12β* mRNA expression levels and found that (+)-JQ1 treatment also significantly decreased relative expression as compared with vehicle treated mice (**Figure 4F**), which correlates with our histological observations. Taken together, these data demonstrate that treatment with (+)-JQ1 attenuates severity of colitis onset in *Il10^-/-^* mice two weeks post colonization.

## Discussion

The enhancer landscape is central to determining the gene expression program and overall identity of a cell (4, 5). Both the microenvironment and external stimuli influence macrophage enhancer utilization (4, 5, 8–11). Previously, we showed that putative enhancers regions are differentially accessible in a genotype- and stimulation-dependent manner in *Il10^-/-^* macrophages (9). In this study, we determined that BET protein inhibition using (+)-JQ1 is sufficient to attenuate LPS-induced chromatin remodeling at putative enhancers containing AP-1 and IRF motifs distal to the TSS of key inflammatory genes whose expression are induced by LPS and show concomitant attenuation with (+)-JQ1. BET proteins, particularly BRD4, increase in binding to chromatin in macrophages following LPS stimulation (30, 56). Furthermore, BRD4 is important for the formation of LPS-induced super-enhancers in close proximity to inflammatory genes such as *Tnf* and *Nfkbia* (56). Additional evidence has also suggested a potential role for BRD2 in controlling transcriptional activation by binding the chromatin insulator CTCF and the cohesion to promote cis-regulatory enhancer assembly (59). We propose that treatment with (+)-JQ1 inhibits BET protein-mediated nucleosome eviction thus preventing LPS-induced increases in chromatin accessibility at putative enhancers driving inflammatory gene expression (36). Our studies are limited by the absence of ChIP-seq datasets and functional assays that confirm the regions identified in this study are enhancers. Future studies should annotate these regions for H3K4me1 and H3K27ac marks as well as utilize luciferase-reporter assays and electrophoretic mobility shift assays to confirm enhancer activity and identify the exact transcription factors associated with promoting regulatory activity.

BET protein inhibition results in decreased posttranslational modification of transcription factors, including NF-kB, AP-1 and STAT5, thus limiting expression of genes that rely on these proteins (60–62). Furthermore, BET protein recognition of K310ac on RelA is also central to NF-kB transcriptional activation (63). While we show (+)-JQ1 having a limited effect on attenuating LPS induced accessibility at putative p65 and p50 motifs, its impact on post translational modification of these subunits suggests different mechanisms through which BET protein inhibition attenuates inflammation. We also show loss of BET protein binding following LPS stimulation limits production of other transcription factors, such as IRF family members, which are responsible for additional chromatin modification to activate other inflammatory genes (64, 65).

To our knowledge, there are no studies that have determined if any of the chromatin-based effects of (+)-JQ1 are permanent following cessation in culture. Gibbons et al. recently demonstrated that (+)-JQ1 inhibits expression of IFN-γ in T_H_1 cells, but this blockade only resulted from the absence of BET protein binding at the promoter, not remodeling of chromatin associated with known enhancers for IFN-γ (34). Consequently, removal of (+)-JQ1 from culture resulted in the restoration of IFN-γ expression. In contrast, other studies have demonstrated blockade of chromatin modifiers is sufficient to have long-term consequences (66). Future studies are necessary to determine if (+)-JQ1-mediated inhibition of LPS-induced increased at putative AP-1 and IRF motifs are permanent following removal of (+)-JQ1 from culture and should include re-challenge with LPS to assess macrophage tolerization (67).

Previous publications have focused on pairwise differential gene expression analyses in macrophages between LPS and LPS + BET inhibitor or BET knock-out conditions, and consistently highlight the relative down regulation of inflammatory genes (30, 32, 37, 56). However, gene expression in unstimulated macrophages are seldom included in these studies despite the fact many inflammation-related surface receptors are expressed and central to macrophage functioning at baseline. Our study utilized an objective approach that presents a genome-wide annotation of LPS-stimulated gene expression changes and how (+)-JQ1 modulates this response relative to the expression observed in an unstimulated macrophage. While our findings regarding the attenuation of inflammatory genes with BET inhibition is consistent with prior studies, we demonstrate that the majority of genes induced by LPS stimulation still show increased expression with (+)-JQ1 treatment compared to unstimulated macrophages (Class VI). These data indicate that BET inhibition by (+)-JQ1 does not completely ablate the ability of macrophages to respond to a bacterial stimulus. However, our analytical approach identified additional gene expression dynamics associated with (+)-JQ1 treatment where a subset of LPS-induced genes had expression levels below that of unstimulated macrophages (Class VII) and another subset had expression levels that were comparable to unstimulated macrophages (Class IX). These include *Fcgr1*, *Fcgr2b*, *Fcgr4* (Class VII), *Tlr1*, *Tlr6*, and *Cd80* (Class IX), which are involved in antibody-mediated phagocytosis, bacterial signaling, and co-stimulation of T cells. Genomic data alone is not sufficient to determine the functions retained by macrophages in the presence of (+)-JQ1 and little data regarding BET inhibitor-mediated modulation of macrophage functioning exists (68). Therefore, it is necessary for future studies to determine if macrophages retain functional their phagocytic and functional capabilities upon and following BET inhibition.

We previously proposed that IL-10 signaling may promote the early establishment of accessible regulatory elements in the developing macrophage (9). Our findings here illustrate a novel role for IL-10 in facilitating chromatin remodeling, but it remains unclear if IL-10 interacts with chromatin directly or if these changes are prompted by downstream effectors in the IL-10 pathway. Co-culture of *Il10^-/-^* BMDMs with exogenous IL-10 is sufficient to alter the LPS-induced chromatin landscape but is distinct from the resulting chromatin landscape associated with BET inhibition. Chromatin profiles of samples treated with IL-10 or (+)-JQ1 prior to LPS stimulation more closely resemble unstimulated samples than untreated LPS stimulated samples, but these treatments generate distinct chromatin profiles. Interestingly, IL-10 was more potent in attenuating promoter accessibility changes, whereas (+)-JQ1 had a larger effect on distal regions. This observation, coupled with similar upregulation of LPS-induced genes as untreated LPS stimulated samples, suggests that IL-10 treatment is not sufficient to prevent chromatin changes that drive the upregulation of inflammatory genes. In contrast, (+)-JQ1 treatment predominantly resulted in the attenuation of LPS-induced gene expression, including genes involved in anti-inflammatory pathways promoted by IL-10, including *Stat3* and *Jak2* (69). Previously, it was shown the IL-10 serum levels were significantly lower in an LPS-induced endotoxic shock model when mice were treated with (+)-JQ1 (31). More recent findings have demonstrated that IL-10 producing B regulatory cells rely on BRD4 to promote expression of IL-10 (70). Together, these data, along with our own results, suggest that BET inhibition results in the repression of key anti-inflammatory pathways, in addition to inflammatory pathways. Future experiments should further interrogate the effects of (+)-JQ1 on macrophage LPS-induced gene expression with intact IL-10 signaling to determine the potential short and long-term consequences that may result due to the unintended inhibition of a key anti-inflammatory pathway.

The ability of BET protein inhibitors to attenuate inflammation by modulating the function of macrophages in colitis is largely unexplored. Although Cheung et al. demonstrated that treatment with BET inhibitors limited T_H_1 and T_H_17 differentiation and prevented adoptive T-cell transfer induced colitis, Weinerroither et al. revealed that the use of BET inhibitors at the onset of DSS-induced colitis exacerbated the phenotype as compared with DSS administration alone (37, 68). It is unclear whether changes in macrophage phenotype impacts T cell expansion and differentiation. Similarly, the DSS-model of colitis is an acute injury model that damages the intestinal epithelium, suggesting that (+)-JQ1 may prevent the expansion and differentiation of intestinal stem cells, resulting in worse tissue injury (71, 72). Our study presents the first evaluation of BET inhibitors as a method of mitigating onset of colitis severity in a genotype-driven, microbiota-dependent mouse model. There are limitations to our study. While our overall phenotype shows that (+)-JQ1 treatment results in modest reduction in colitis severity as compared with vehicle-treated mice, further studies are needed to identify the optimal dosing strategy that maximizes attenuation of inflammation without causing harm to the intestinal epithelium (71). The lack of differences in bulk T and B cells suggests (+)-JQ1 treatment may alter cell phenotype, as was previously observed in the adoptive T-cell transfer-induced colitis model when treated with a BET inhibitor (37). Understanding the effects of (+)-JQ1 on the genome wide regulatory landscape macrophages within the intestine is largely hindered by low yield of live macrophages an essential requirement for high quality/quantity RNA for sequencing studies. While our study focused on genomic changes associated with BMDMs, the decreased caecal expression of *Il12β*, a gene confirmed to be attenuated with (+)-JQ1 in BMDMs, suggests a similar attenuation of innate immune responses within the intestine.

In summary, our study provides evidence that BET inhibitors have the ability to overcome dysregulated inflammatory signaling in *Il10^-/-^* macrophages and accomplishes this through prevention of bacterial stimulation dependent chromatin remodeling. Due to the heterogeneous nature of both CD pathogenesis and presentation, it will be necessary to isolate LP MΦs from CD patients to identify underlying chromatin aberrancies driving inflammation and determine if our results can be recapitulated in *ex vivo* co-culture systems prior to the pursuit of clinical trials.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below:

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183563

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183564

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183565.

## Ethics Statement

The animal study was reviewed and approved by University of North Carolina at Chapel Hill IACUC (19-108.0).

## Author Contributions

MHO, TSF, and SZS conceptualized the idea for the study and wrote the manuscript. MHO, RBS, TSF, and SZS designed the experiments. MHO, AB, ZJL, MRS, ECS, JH, and OKT performed the experiments. MHO, TF, MMKN, BPK, and JMS analyzed the sequencing data. WJ and JCA scored the histology. SZS and TSF supervised the project. SZS funded the project. All authors contributed to the article and approved the submitted version.

## Funding

This work was funded in part through Helmsley Charitable Trust (SHARE Project 2), NIDDK P01DK094779, NIDDK 1R01DK104828, NIDDK P30-DK034987, NIDDK 1R01DK124617, NIH Ruth L. Kirschstein National Research Service Award Individual Predoctoral Fellowship (1F31DK122704), NIH T32 Genetics NIGMS Training Grant (T32-GM007092-43), NIH T32 Translational Medicine Training Grant (T32-GM122741), Crohn’s and Colitis Foundation Student Research Fellowship Award (528437), and Gnotobiotic Animal Facility.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: BET Protein Inhibition Regulates Macrophage Chromatin Accessibility and Microbiota-Dependent Colitis
**Source:** Front Immunol. 2022 Mar 24;13:856966. doi: 10.3389/fimmu.2022.856966
**Supplement:** Supplementary file 1

**Supplementary Figures**

**
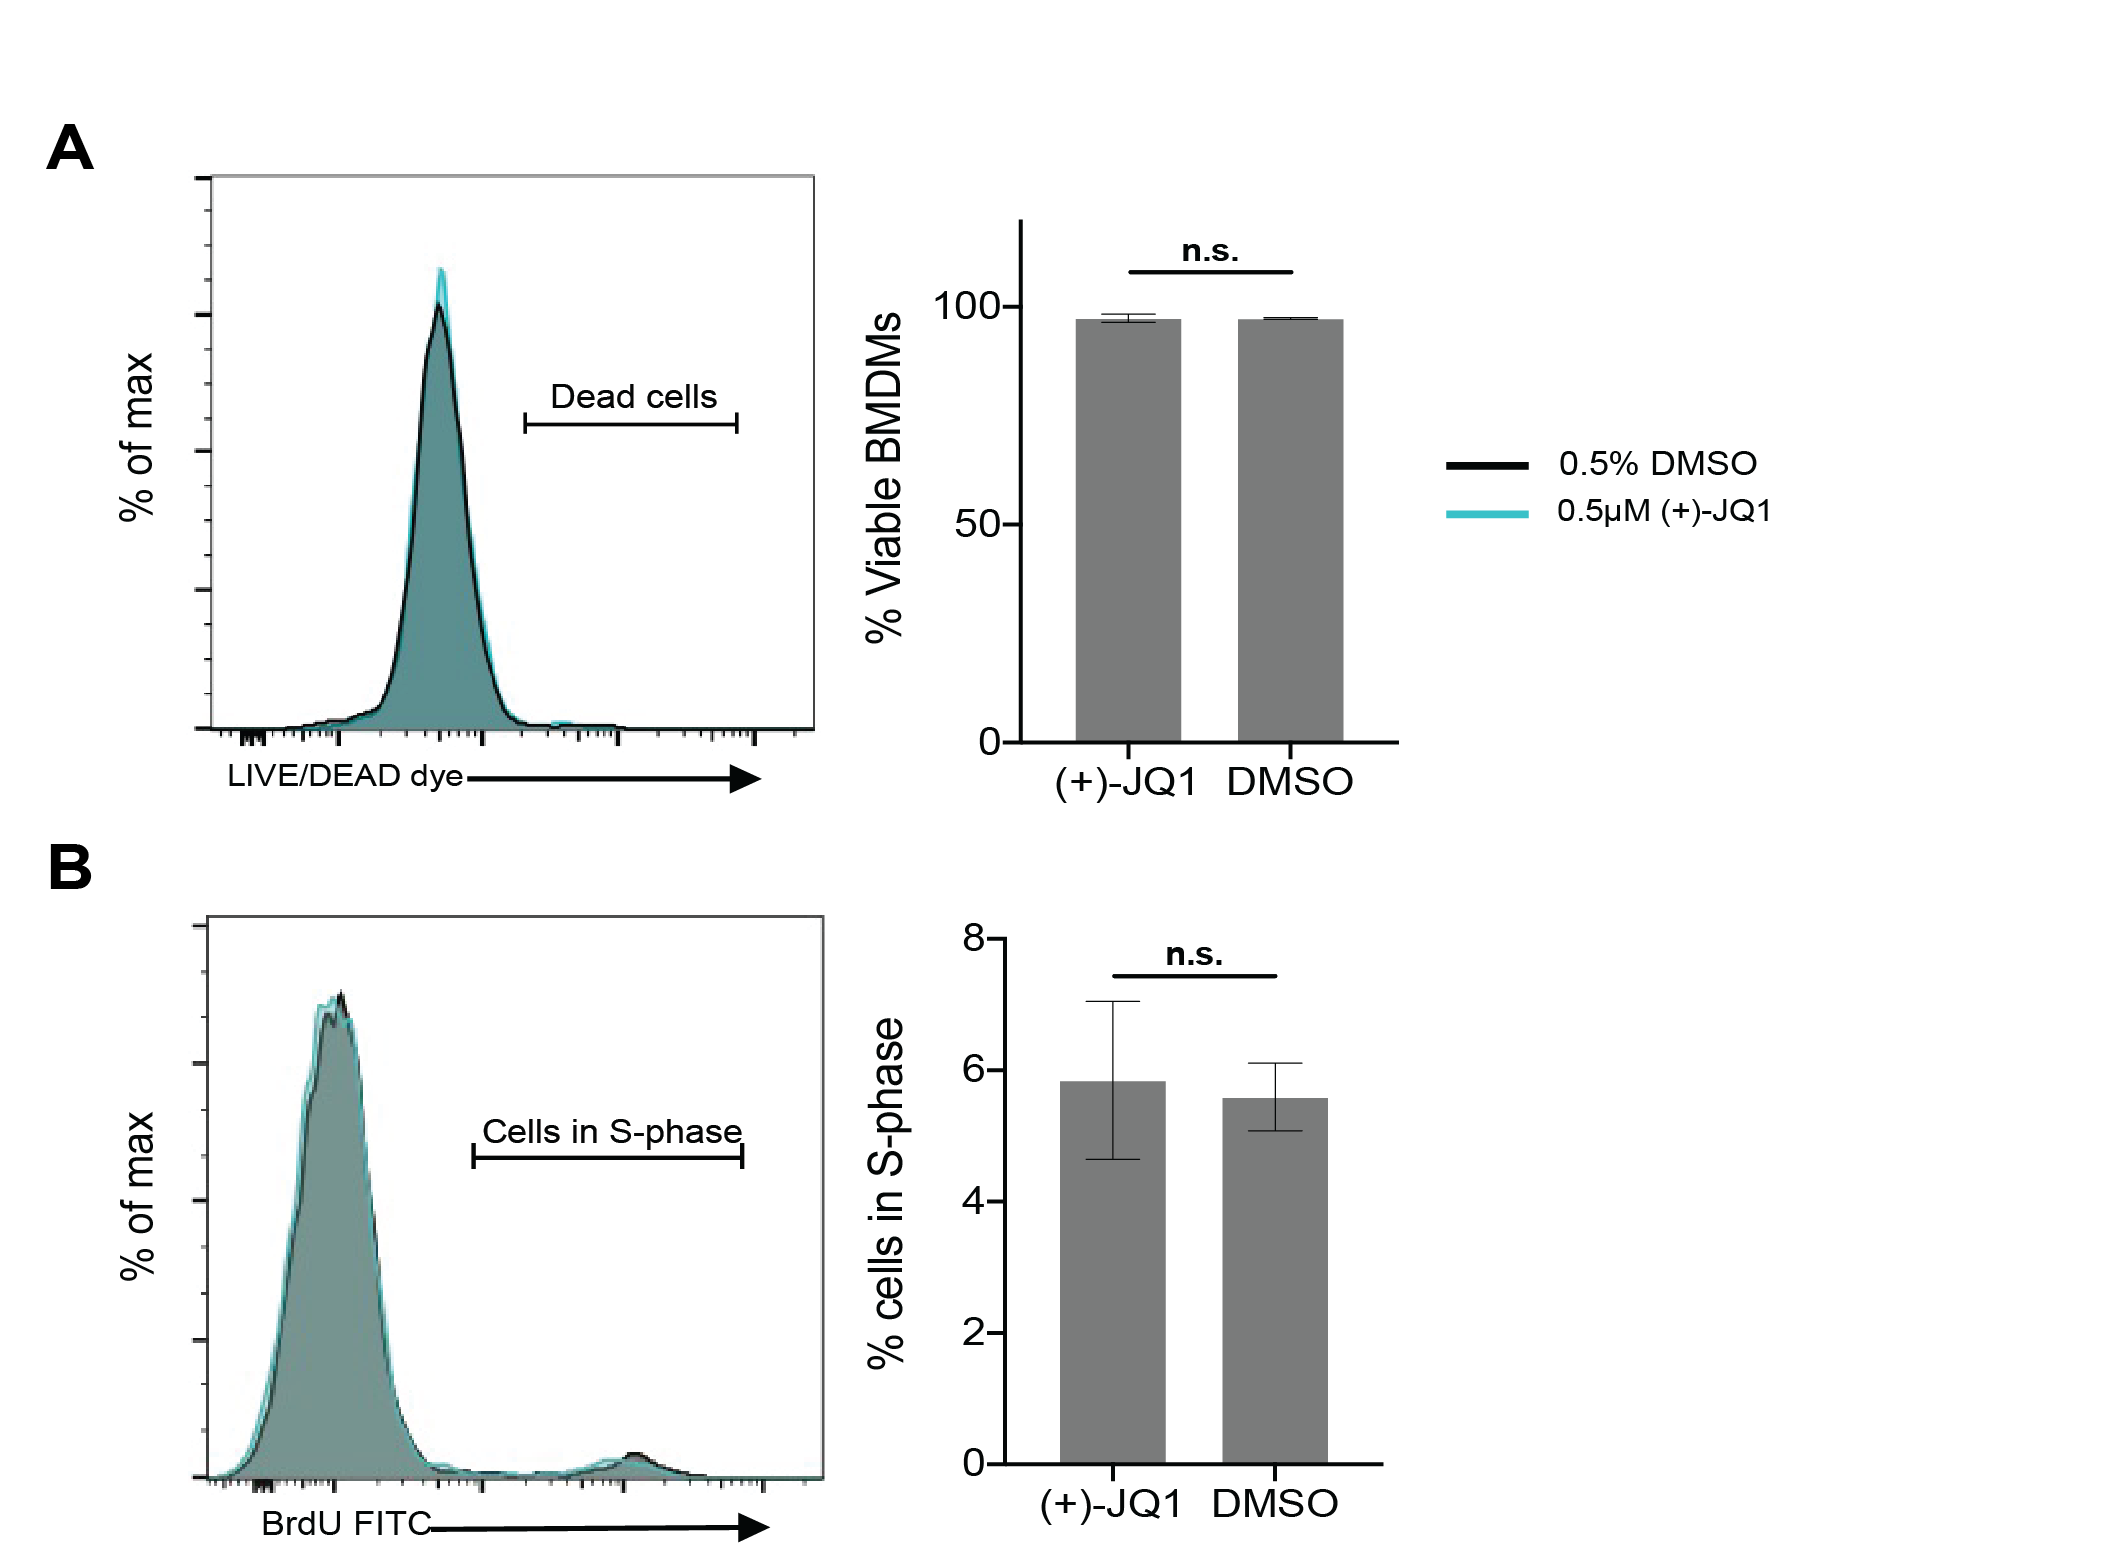
**

**Supplementary Figure 1­.** **Pro-longed (+)-JQ1 treatment does not alter viability or cell cycle progression in BMDMs.** (A) Evaluation and quantification of (A) LIVE/DEAD dye or (B) BrdU FITC incorporation in BMDMs treated with (+)-JQ1 or 0.5% DMSO. Statistics generated using paired, 2-tailed student’s t-test. N=4 biological replicates for viability analysis and N=3 biological replicates for cell cycle analysis.

**
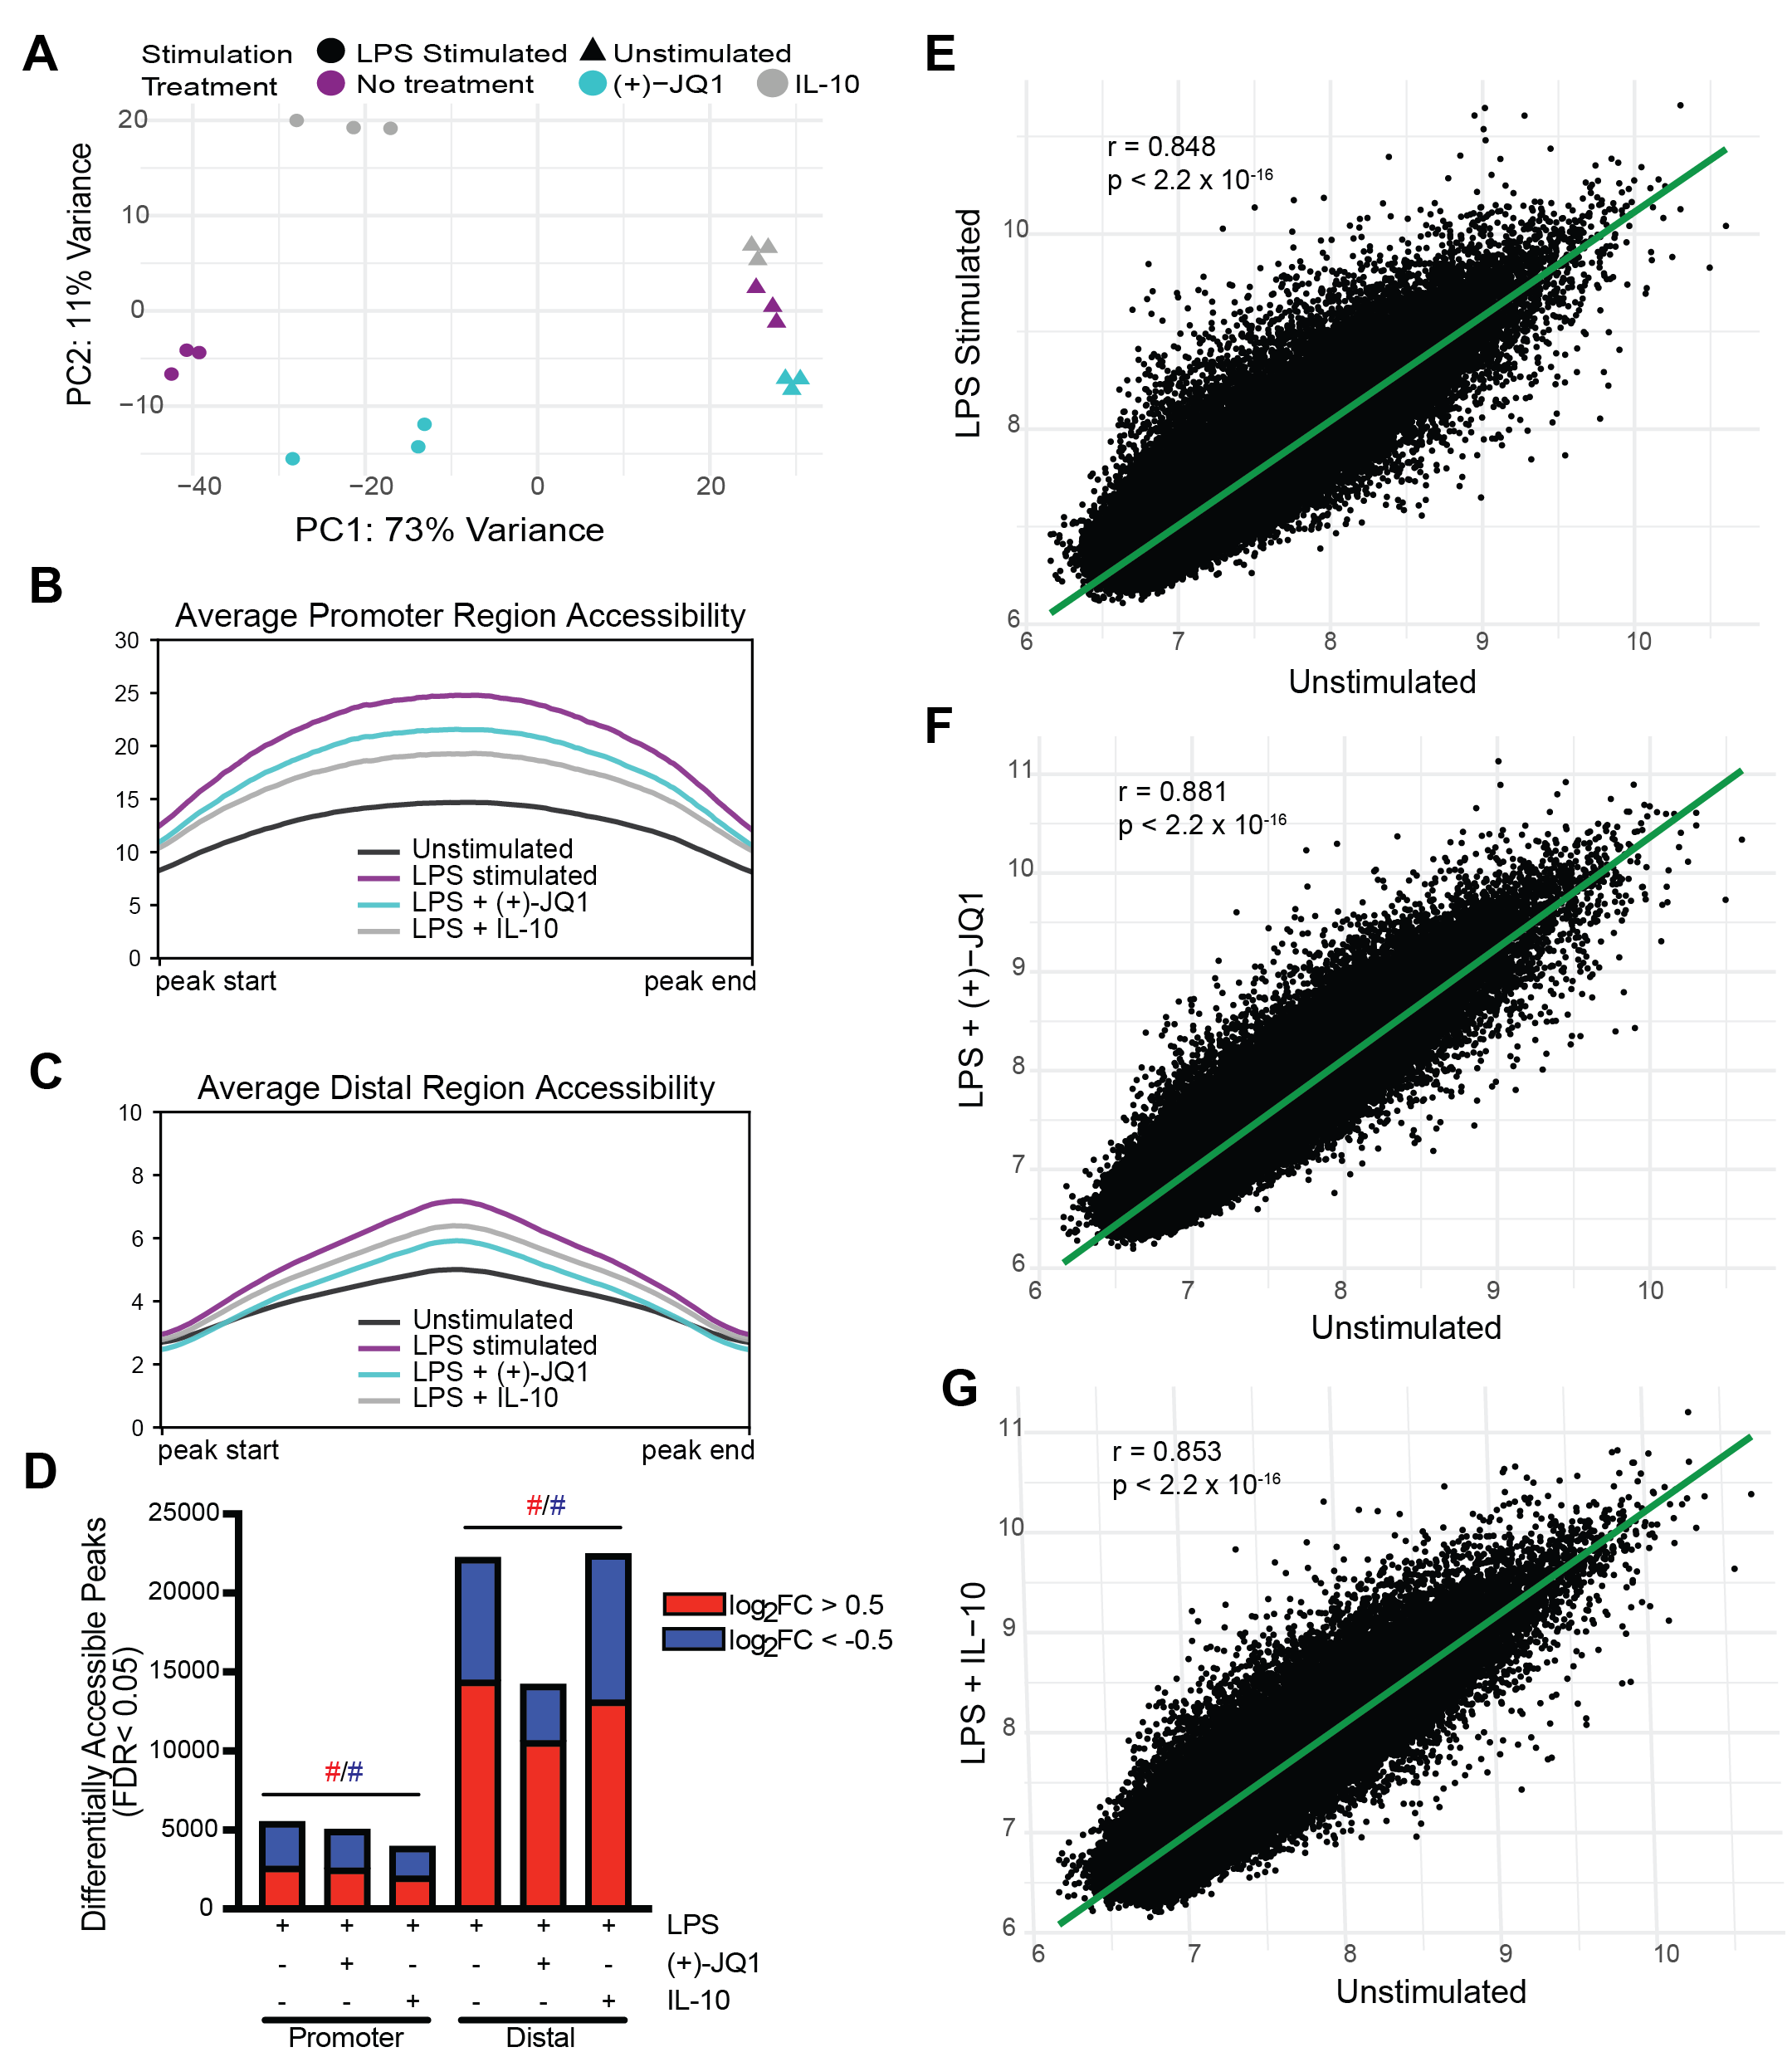
Supplementary Figure 2.** **Chromatin remodeling with (+)-JQ1 treatment is distinct from exogenous IL-10.** (A) Principle component analysis (PCA) of chromatin accessibility profiles for samples that remained unstimulated (triangles) or were stimulated with LPS (circles) in the absence of treatment (purple) or presence of (+)-JQ1 (aqua) or IL-10 (gray). Average chromatin accessibility signal profiles for (B) promoter regions (-1000/+100 bases) and (C) distal regions for unstimulated (black), LPS stimulated (purple), LPS + (+)-JQ1 (aqua) and LPS + IL-10 (gray) samples. (D) Identification of regions that differentially increase (red) or decrease (blue) in accessibility during LPS stimulation with or without (+)-JQ1 or IL-10 as compared with unstimulated *Il10^-/-^* BMDMs at promoter (left) and distal (right) regions (FDR < 0.05). Red and blue hashtags indicate difference in the number of regions with increased (red) or decreased (blue) accessibility with IL-10 is statistically significant using a chi-square test. Spearman rank correlations using VST transformed counts correlating unstimulated counts with (E) LPS stimulation (rho = 0.848), (F) LPS + (+)-JQ1 (rho = 0.881), and (G) LPS + IL-10 (rho = 0.853) conditions. FDR adjusted P values determined using DESeq2. Spearman rank correlations determined by RStudio. N=3 biological replicates.

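These correlations rank the peaks by accessibility in unstimulated cells and in one stimulated condition and measure how far the ranks coincide. The variance-stabilizing transformation (VST) keeps peaks with few reads from dominating the distances between libraries. In its place, log2 CPM gave Spearman's rho of 0.8841 for LPS, 0.9091 for LPS + (+)-JQ1 and 0.8879 for LPS + IL-10 over all peaks.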

**
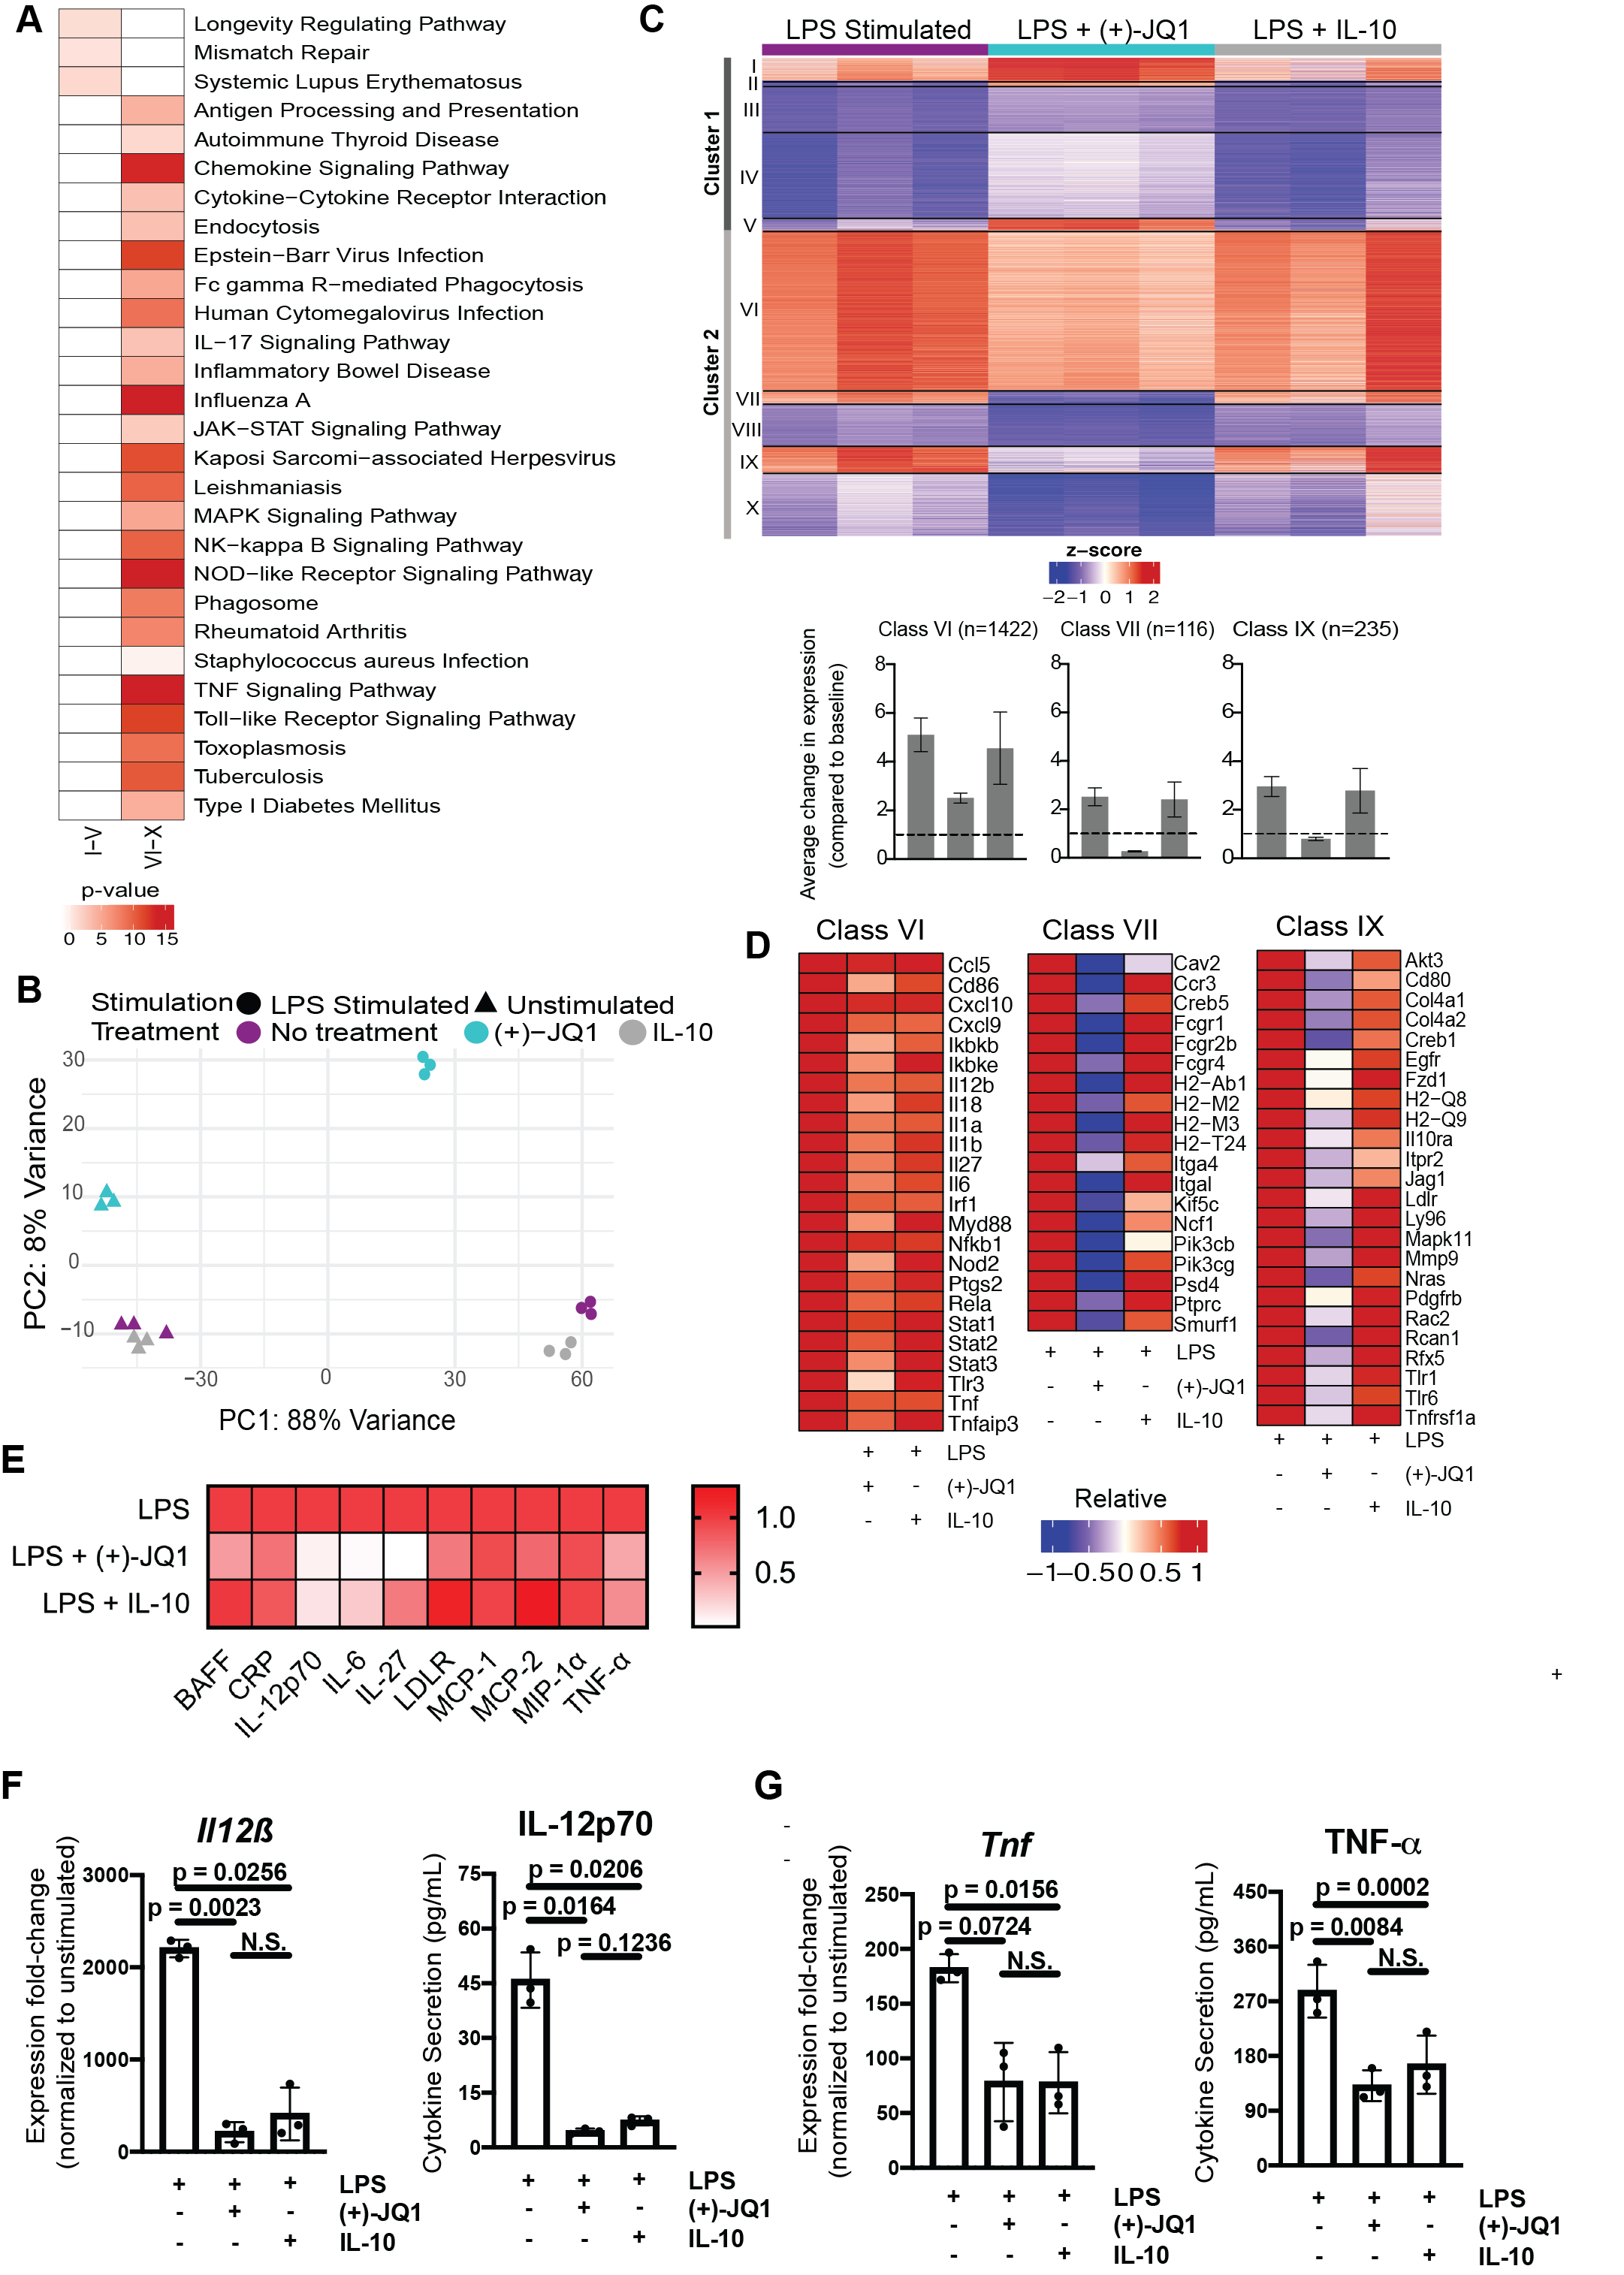
Supplementary Figure 3. Exogenous IL-10 has limited impact on LPS-induced inflammatory gene expression as compared with (+)-JQ1.** (A) KEGG pathway analysis for all genes in cluster 1 (Classes I – V) and cluster 2 (Classes VI – X) (B) Principle component analysis (PCA) of gene expression profiles for samples that remained unstimulated (triangles) or were stimulated with LPS (circles) in the absence of treatment (purple) presence of (+)-JQ1 (aqua) or IL-10 (gray). (C) Representative heatmap of calculated z-scores based on log_2_ fold-change of individual replicates for the LPS, LPS + (+)-JQ1, and LPS + IL-10 conditions normalized to the average of unstimulated, untreated *Il10^-/-^* BMDMs. Genes were identified and divided into 2 major clusters and sub-divided into 5 classes through differential analyses outlined in Supplementary Table 1. Bar graphs represent average change in expression for LPS, LPS (+)-JQ1, and LPS + IL-10 conditions normalized to baseline for Classes. VI, VII, and IX. (D) Heatmaps of representative genes from Classes VI, VII, and IX that correspond to genes induced by LPS that are attenuated with (+)-JQ1 and compare to addition of IL-10. (E) Heatmaps of representative inflammatory cytokines induced by LPS that are attenuated with (+)-JQ1 and compared to the addition of IL-10. Gene expression (qRT-PCR; left panels) and cytokine secretion (Luminex; right panels) analyses for (F) *Il12β* and IL-12p70 and (G) *Tnf* and TNF-α. Significance values determined using a one-way ANOVA followed by Tukey’s multiple comparisons test. N=3 biological replicates.

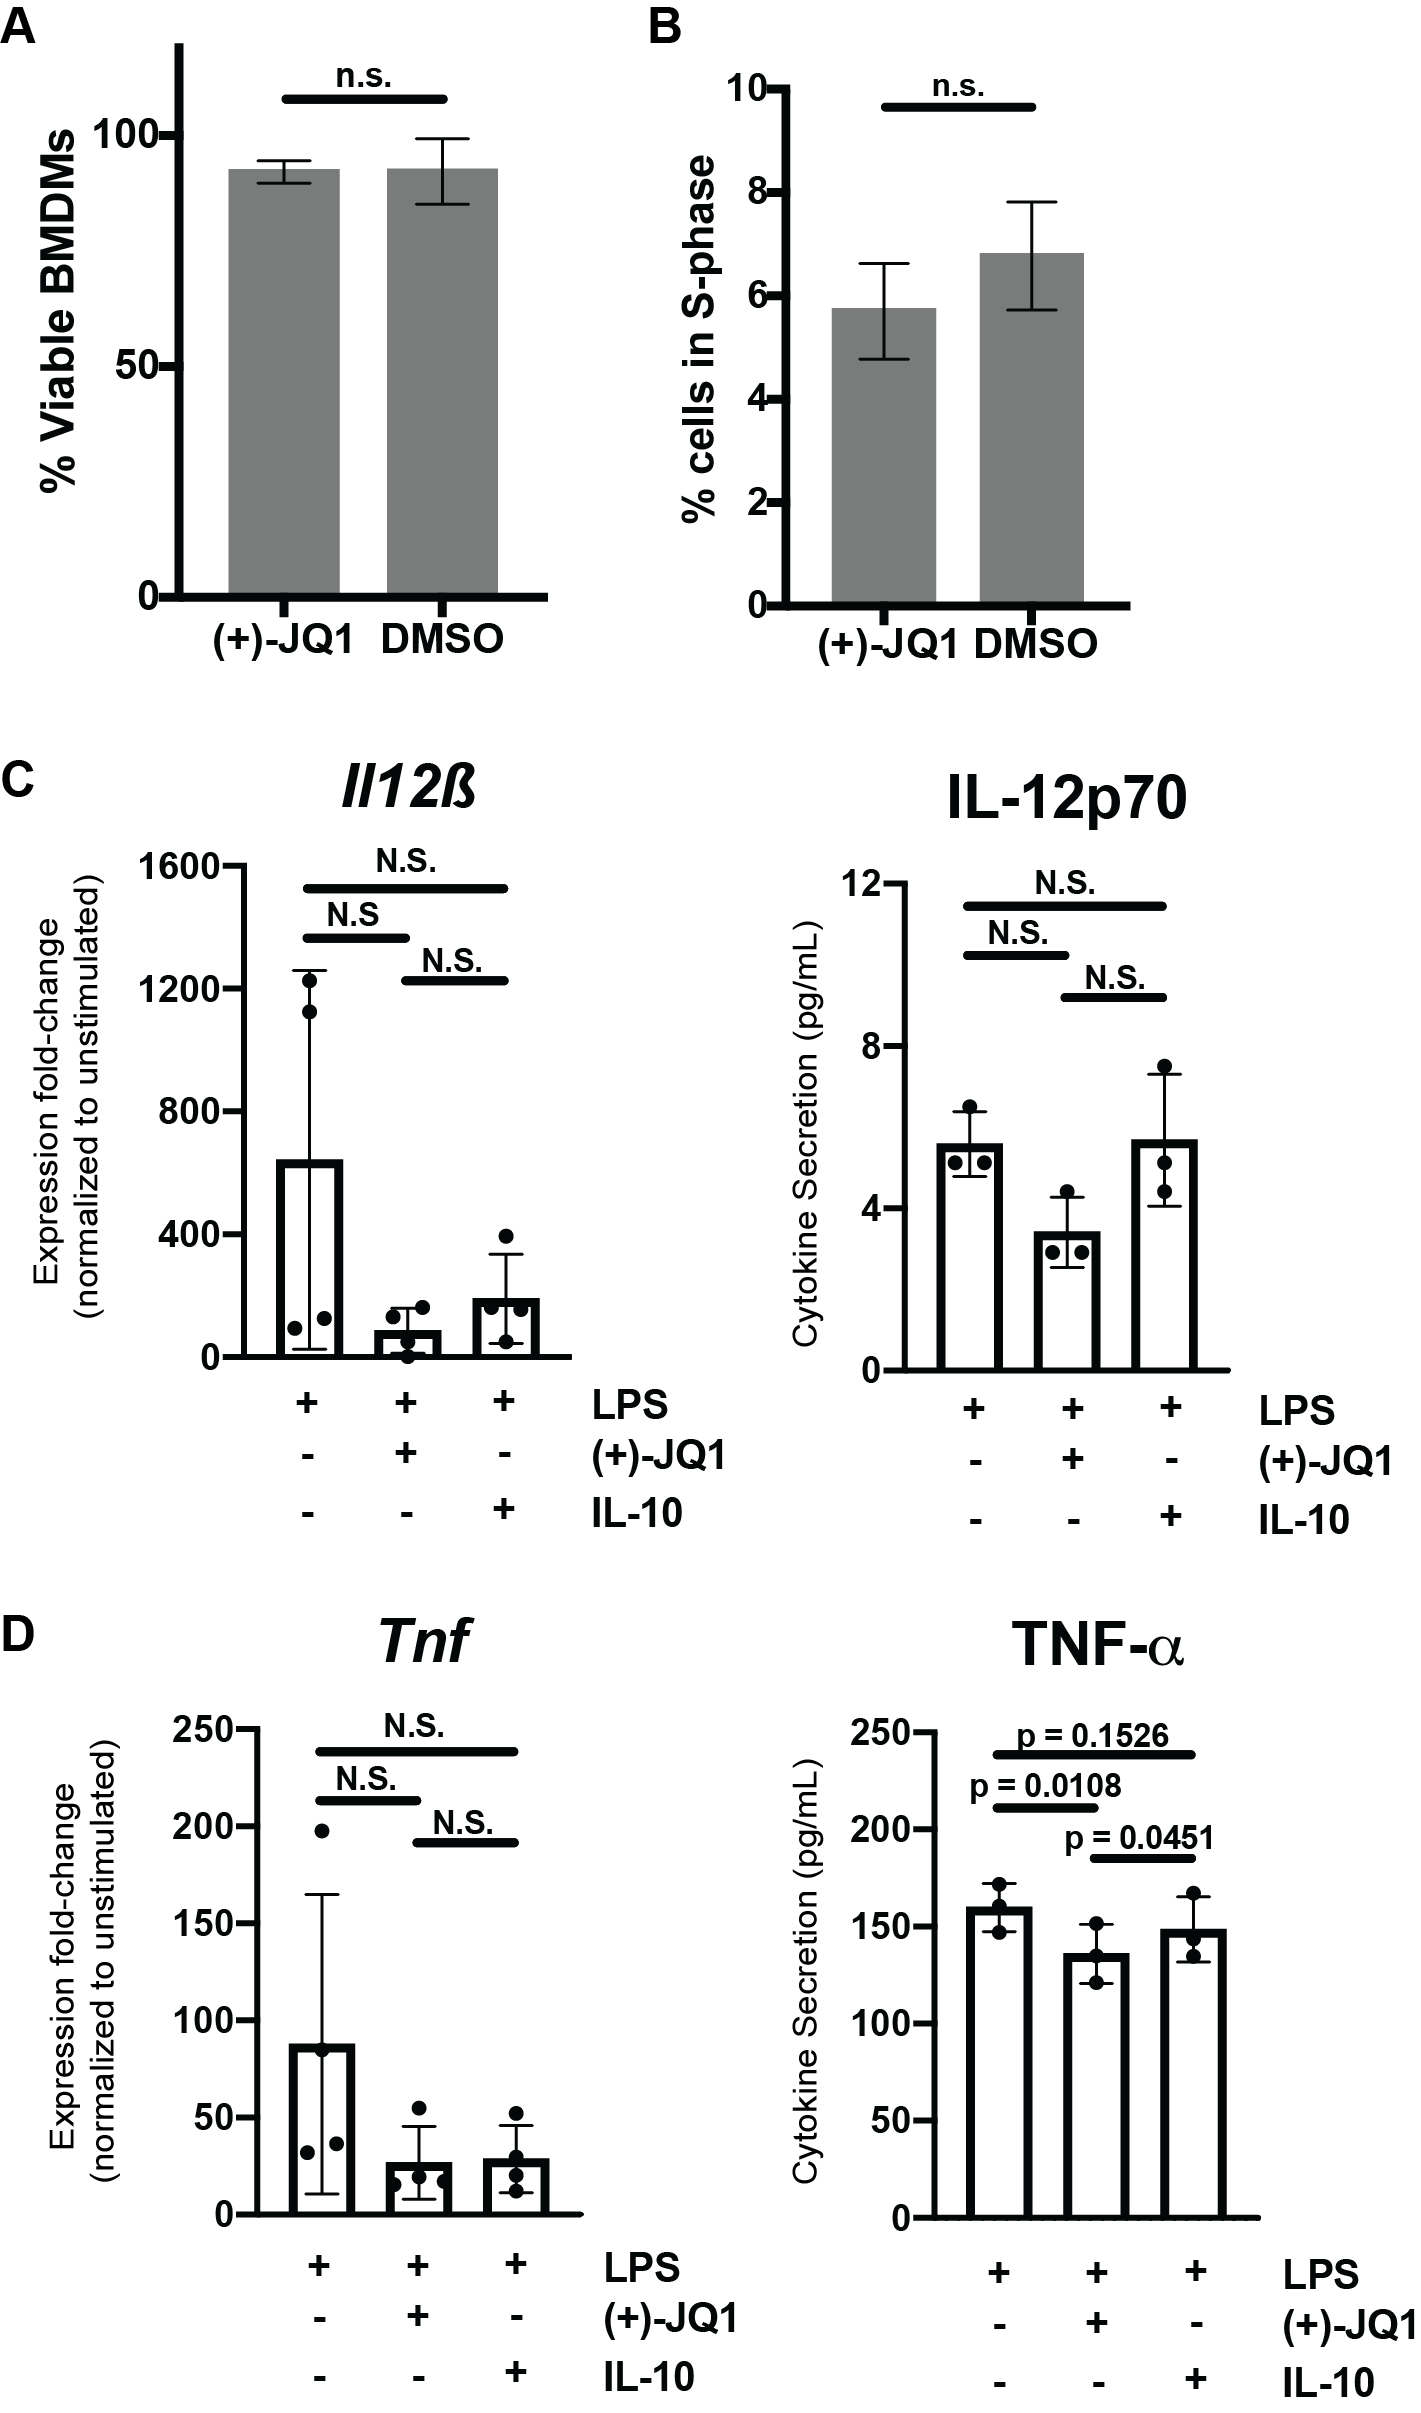

**Supplementary Figure 4. (+)-JQ1 and IL-10 pre-treatment have less pronounced effects on LPS-induced gene expression in WT cells.** (A) Evaluation and quantification of (A) LIVE/DEAD dye or (B) BrdU FITC incorporation in BMDMs treated with (+)-JQ1 or 0.5% DMSO. Gene expression (qRT-PCR; left panels) and cytokine secretion (Luminex; right panels) analyses for (C) *Il12β* and IL-12p70 and (D) *Tnf* and TNF-α. N=4 biological replicates for viability analysis and N=3 for cell cycle analysis. Statistics generated using paired, 2-tailed student’s t-test for flow cytometry experiments. Significance values determined using a one-way ANOVA followed by Tukey’s multiple comparisons test for qRT-PCR and Luminex. N=4 biological replicates for viability analysis and N=3 biological replicates for cell cycle analyses and Luminex analyses.

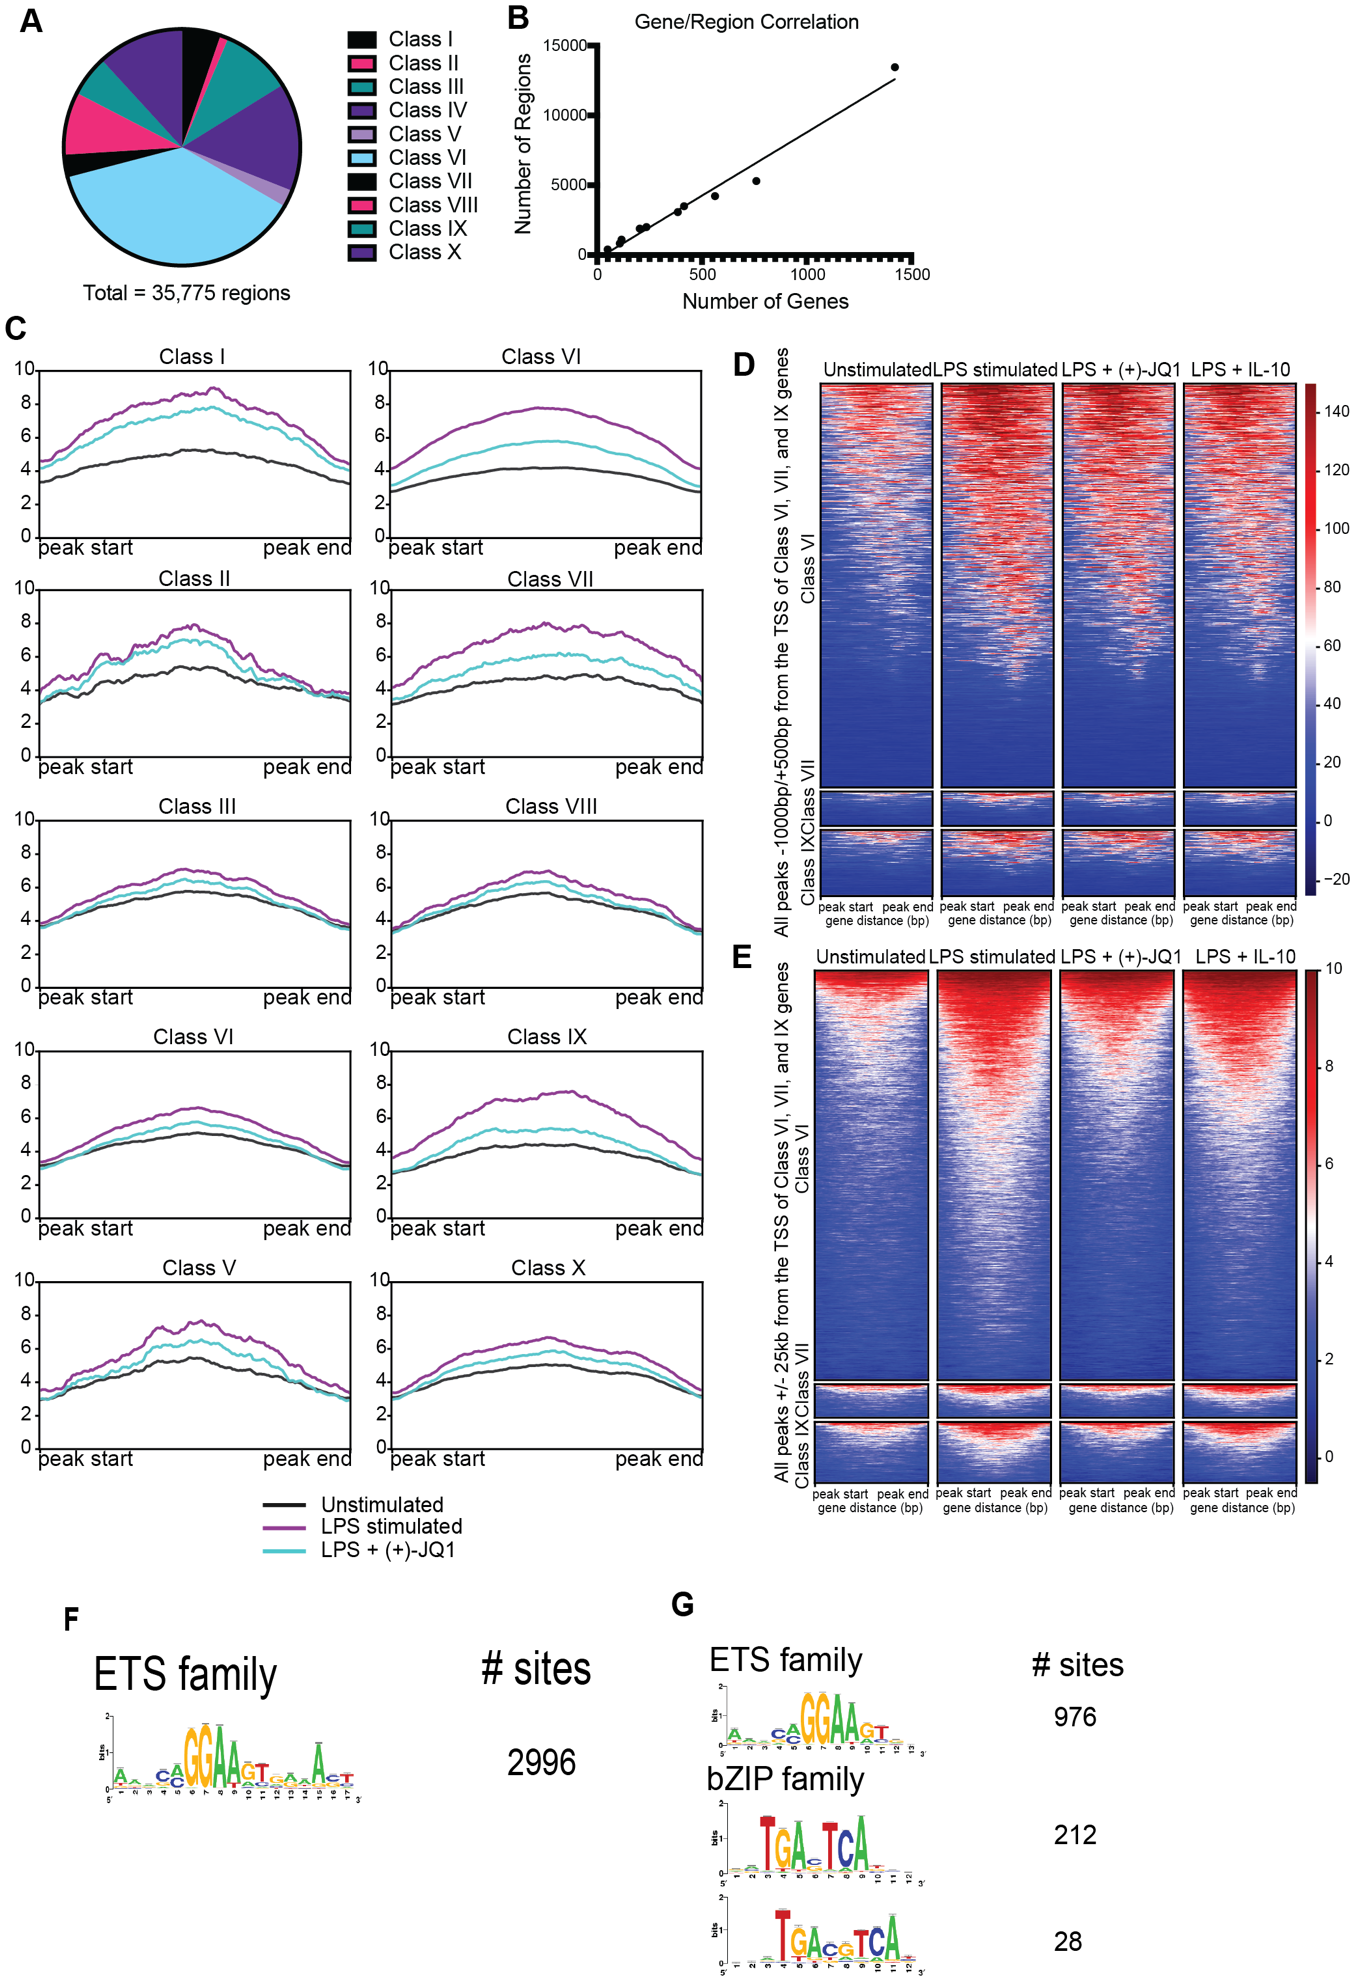

­**Supplementary Figure 5. Lack of LPS-induced chromatin remodeling at distal regions associated with Class VI is unique to (+)-JQ1 treatment.** (A) Pie chart representing the number of distal peaks associated with each gene class using BEDtools intersect. (B) Correlation of the number of DEGs associated with each gene class and the number of peaks identified (R^2^=0.9762, p<0.0001). (C) Average signal plots for all distal regions associated with Classes I – X. Heatmaps of accessible chromatin during unstimulated (left), LPS stimulated (center), LPS + (+)-JQ1, or LPS + IL-10 conditions for Classes VI (top), VII (center), and IX (bottom) for ChIPSeeker identified (D) promoter regions and (E) distal regions. Identification, motif clustering, and quantification of sites containing known HOMER motifs for regions that (F) decrease in accessibility with LPS stimulation as compared with unstimulated BMDMs or (G) increase with (+)-JQ1 treatment prior to LPS stimulation as compared with LPS stimulation alone. FDR < 0.05 for differential analysis; FDR < 0.10 for motif enrichment. FDR adjusted P values for differential analysis determined using DESeq2 and for motifs using HOMER. N=3 biological replicates.

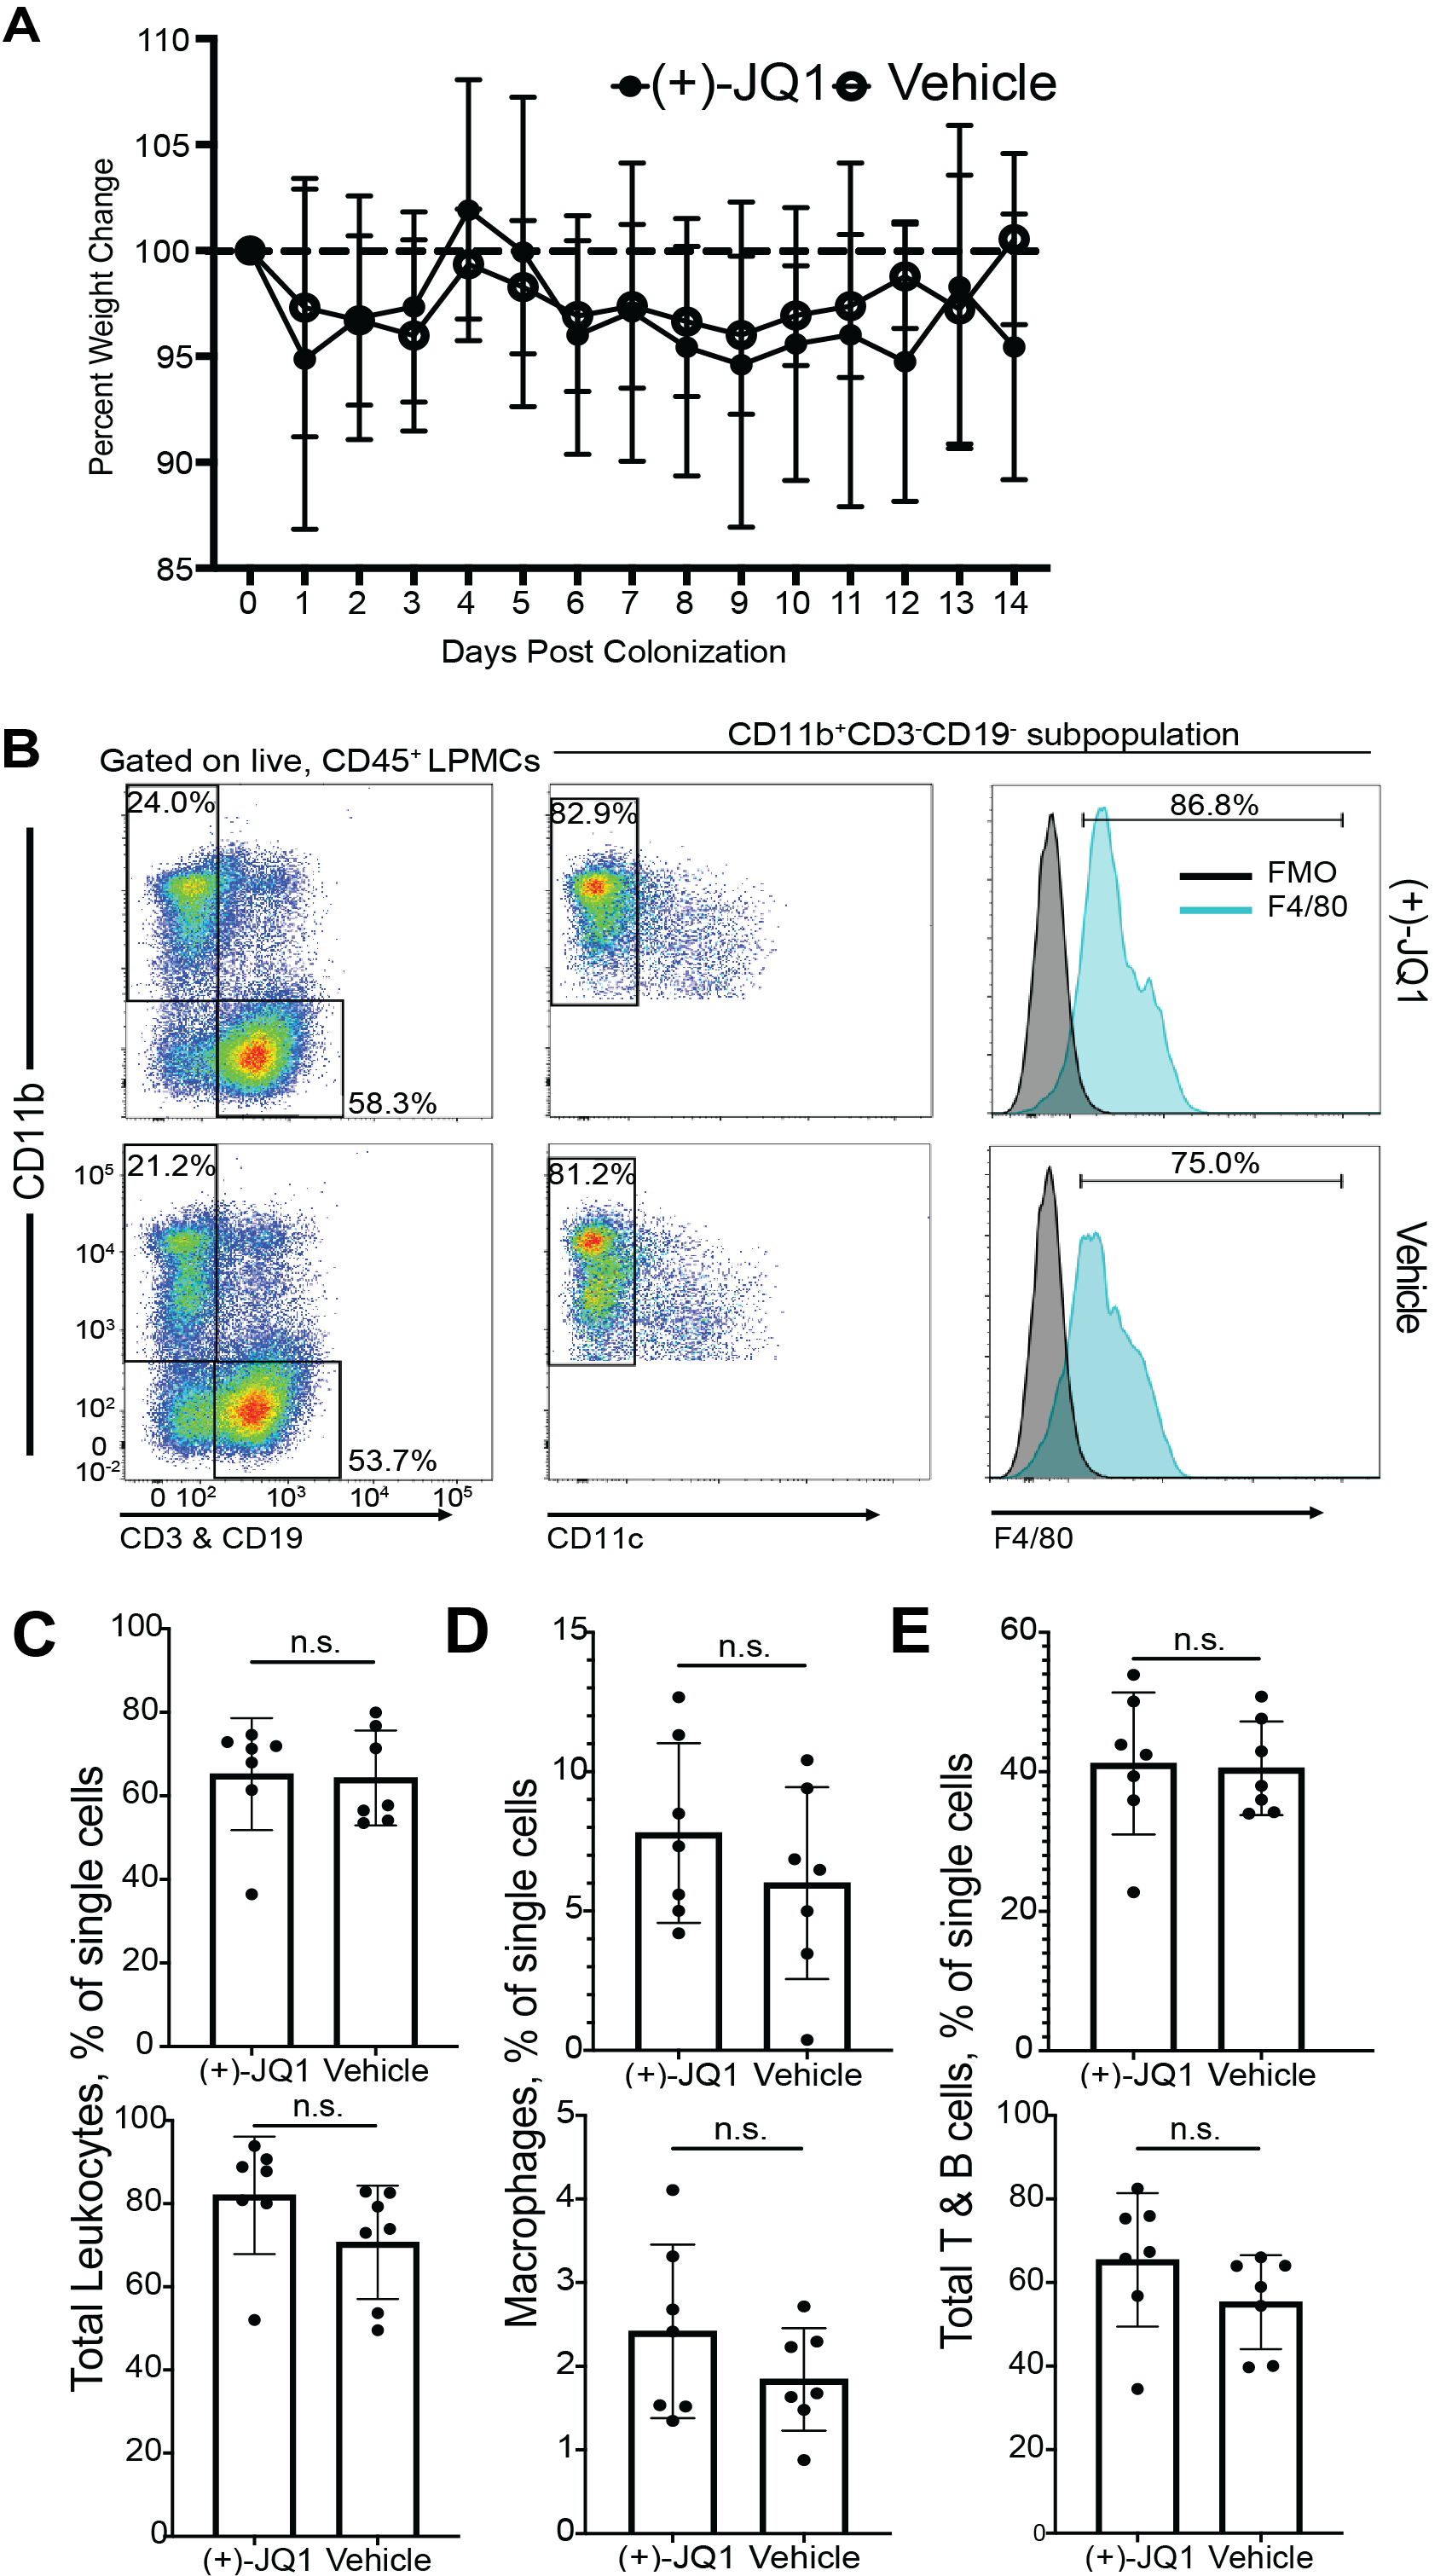

­**Supplementary Figure 6. (+)-JQ1 treatment does not have a significant effect on bulk immune cell population size.** (A) Daily percent change associated with treatment using (+)-JQ1 or vehicle control (n = 16/treatment). (B) Representative gating strategy for CD11b^+^CD11c^-^F4/80^+^ macrophage and CD3^+^/CD19^+^ lymphocyte populations bulk lamina propria mononuclear cells (LPMCs) isolated from murine colons. Quantification of colonic (top) and splenic (bottom) (C) total CD45^+^ leukocytes (D) CD11b^+^CD11c^-^F4/80^+^ macrophages and (E) CD3^+^ & CD19^+^ lymphocyte populations normalized to the number of single cells acquired by flow cytometry (n = 7/treatment). Statistics generated using two-tailed, unpaired, student’s t test.

**Supplementary Tables**

Supplementary Table 1. LRT and Wald (pair-wise) test parameters used to identify 10 gene expression classes with (+)-JQ1 treatment and LPS stimulation.

| Class | Log_2_FC Direction (LRT) | P_adj_ (unstimulated vs LPS stimulated) | Log_2_FC (unstimulated vs LPS stimulated) | P_adj_ (unstimulated vs LPS + (+)-JQ1) | Log_2_FC (unstimulated vs LPS + (+)-JQ1) | Number of Genes |
| --- | --- | --- | --- | --- | --- | --- |
| I | Log_2_FC>0 | P_adj_<0.05 | Log_2_FC>0 | P_adj_<0.05 | Log_2_FC>1 | 203 |
| II | Log_2_FC>0 | P_adj_<0.05 | Log_2_FC<0 | P_adj_<0.05 | Log_2_FC>1 | 50 |
| III | Log_2_FC>0 | P_adj_<0.05 | Log_2_FC<0 | P_adj_<0.05 | Log_2_FC<-1 | 415 |
| IV | Log_2_FC>0 | P_adj_<0.05 | Log_2_FC<0 | P_adj_>0.05 | NA | 760 |
| V | Log_2_FC>0 | P_adj_>0.05 | NA | P_adj_<0.05 | Log_2_FC>1 | 108 |
| VI | Log_2_FC<0 | P_adj_<0.05 | Log_2_FC>1 | P_adj_<0.05 | Log_2_FC>0 | 1422 |
| VII | Log_2_FC<0 | P_adj_<0.05 | Log_2_FC>1 | P_adj_<0.05 | Log_2_FC<0 | 116 |
| VIII | Log_2_FC<0 | P_adj_<0.05 | Log_2_FC<-1 | P_adj_<0.05 | Log_2_FC<0 | 285 |
| IX | Log_2_FC<0 | P_adj_<0.05 | Log_2_FC>1 | P_adj_>0.05 | NA | 235 |
| X | Log_2_FC<0 | P_adj_>0.05 | NA | P_adj_<0.05 | Log_2_FC<0 | 563 |

How the deposited data were processed for this re-analysis (not part of the article)

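Chromatin accessibility was measured by ATAC-seq in bone marrow-derived macrophages of 3 Il10^-/- mice under 6 conditions with 3 libraries each, 18 libraries in all. The conditions were unstimulated, (+)-JQ1 alone, IL-10 alone, LPS, LPS + (+)-JQ1 and LPS + IL-10. Samples were assigned to conditions from their labels and the paper's methods. Replicates of the same number come from the same mouse, since the labels number the replicates in each group and the description of the series calls them matched. Replicate 1 of every group was sequenced in one lane and replicate 3 in another, and replicate 2 shared the lane of replicate 1 without LPS and that of replicate 3 with LPS. The total count in peaks was between 12020526 and 25908198 per library.

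The authors aligned uniquely mapped read pairs to the mouse genome build mm9 with bowtie2 in the PEPATAC pipeline, called peaks in each library with MACS2, took the union of the peaks and counted the reads in each peak of each library. The deposited values are these raw counts per peak, without normalization and without pooling of replicates, in one table of all 194284 peaks and in tables of the 36670 peaks that the authors classed as promoter and the 157614 they classed as distal with ChIPSeeker. The methods describe PEPATAC v0.9.0 with default settings. The tool that counted the reads is not named in the paper's text. The union table also has 6 columns that match none of the samples described for the series, and these were not used. Because the counts cover peaks only, the share of reads outside peaks, duplicates and fragment lengths were not examined. Intervals and p-values of counts cover the libraries used here.

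The counts were tested with edgeR 4.0.16 in R 4.3.3. Peaks were kept by edgeR's filter on low counts (filterByExpr with the 6 groups), libraries were scaled by TMM, and all 6 groups entered one quasi-likelihood fit without a block, from which 9 comparisons were taken: 7 between groups and the 2 interactions of LPS with (+)-JQ1 and with IL-10. P-values were adjusted by the Benjamini-Hochberg method over all tested peaks. A DAR had an FDR under 0.05 and a |log2 fold-change| above 0.5, and a high magnitude DAR one above 1. The paper used DESeq2, and DESeq2 1.42.0 was run as an alternative. Numbers of DARs were compared by 2 x 2 chi-square tests and magnitudes by Wilcoxon rank sum and signed rank tests across peaks, as the paper does, although peaks are not independent replicates. Values per library were compared by two-sided exact permutation tests, whose smallest p is 0.1 for 3 libraries against 3 and 0.25 for 3 pairs. P-values of the chi-square and Wilcoxon tests below 2.2e-16, the limit of R's printed test results, are given as 2.2e-16, apart from those set beside the paper's p-values, while adjusted p-values of edgeR are given as computed. The paired tests of the PCA positions and of the correlations were added after the data were seen. PCA and Spearman correlations used the variance-stabilized counts of DESeq2, the PCA on the 10000 most variable peaks.

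The peaks named in the text were fixed by a rule. For LPS against unstimulated cells and for LPS + (+)-JQ1 and LPS + IL-10 against LPS, these are the 2 peaks with the largest rise and the 2 with the largest fall among peaks with an FDR under 0.05, at least 50 mean normalized counts and the same direction in all 3 same-numbered pairs. Every peak within 25 kb of the TSS of Il12b was also included. Genes, exons and sequence came from the GENCODE annotation and genome of build mm9. The full gene lists of the expression classes were not used here, and the genes that Figure 2D names stand in for Classes VI, VII and IX, each with the peaks within 25 kb of its TSS. AP-1 sites were found by a search for the consensus, not by HOMER. Near Il12b whole peaks were searched, and elsewhere only the 500 bp around the centre of each peak. The signal profiles, the motif enrichments of HOMER and the RNA-seq data were not analysed here.

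The fit was tested on simulated counts drawn for the real peaks from the means in unstimulated cells and the real library sizes, with 200 peaks changed by a log2 fold-change of 1.5 in either direction. It recovered 174 of the 200 (87%) and called 6 unchanged peaks among 194077 tested. A simulated slope of 0.5 was recovered as 0.499. The changed peaks were few, had the same size of effect, far above the threshold, and libraries had no shift by peak strength. Loess offsets also recovered 174, although they gave other results than TMM on the data. The simulation therefore does not test the scaling or the choice of DARs near the threshold. DESeq2 recovered 167 of the 200 (83.5%) and called 2 unchanged peaks.

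Alternatives covered the test (DESeq2, glmTreat), the scaling (DESeq2's size factors, total counts in peaks, loess offsets with a span of 0.3), the filter (none, or at least 10 counts in every library), the design (the replicate number as a block, the lane as a covariate, only the groups compared, promoter and distal tables separately), a stricter FDR of 0.01, and each replicate left out in turn. For the PCA they were the 1000 most variable peaks, all peaks, promoter peaks, edgeR's log2 CPM and the removal of the replicate means, and for the correlations the kind of peak and the transformation. Mean accessibility was also taken as a median, as a mean of log2 CPM with a prior count of 2 and per kb of peak. Their effects are given with the other observations.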

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

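All tests in this part were set before their results were seen, and the limit of the test of scaling was recognised only afterwards. The paper places cells given (+)-JQ1 or IL-10 without LPS in its PCA and reports no DARs for them, and it compares the effect of LPS between treatments through numbers of DARs.

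With (+)-JQ1 alone, 8407 promoter and 6840 distal DARs were increased against unstimulated cells, the control, and 789 and 5336 were decreased (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block these were 8444, 6971, 791 and 5313, and the deviations of same-numbered libraries had a mean correlation of 0.0199. Few of the increases were large, since 1.82% of the increased promoter DARs had a log2 fold-change above 1. In a fit of only the groups compared, 1 of the 4 splits of the 6 libraries that part every mouse's pair gave as many DARs, the real one. The 3 other such splits gave 0 DARs (3701 to 9940 peaks at an unadjusted p under 0.05, against 42819 for the real split), and 6 further splits keep some pairs together and were not used. With 4 splits the share cannot be below 0.25, so grouping by chance cannot be ruled out by this count. Increased peaks made up 91.4% of the promoter DARs with TMM and 93.6% with DESeq2's size factors, but 35.2% with total counts and 23.08% with loess offsets. Total counts moved the median log2 fold-change of all peaks from -0.09 to -0.37. A shift common to all peaks changes this share by itself, and the same holds for the other comparisons of this part. Loess offsets hold the median near 0 at each peak strength (0.0018 over promoter peaks), so they cannot show a change common to strong peaks. Both drops follow from these shifts, so the shares cannot tell whether the direction comes from library scaling. Without replicate 1, whose unstimulated library had the fewest counts, 6852 promoter DARs were increased, which goes against that library as the source, while the fits without replicates 2 and 3 gave 2531 and 9947. The difference in the median log2 fold-change between promoter and distal peaks was 0.20. Among 31065 peaks of each kind matched on GC content it was 76.51% of that, too close to the bounds set for the test to tell GC content apart. Among 31193 of each kind matched on peak strength it was -0.034, or -17.23% of the unmatched difference, which is consistent with an effect of peak strength. Increased distal DARs numbered 1419 with total counts and 2305 with loess offsets and decreased ones 22934 and 2702, so DARs of (+)-JQ1 alone were called with each of these scalings. The tests of scaling, GC content and peak strength concern the general rise of promoter peaks relative to distal peaks and not whether (+)-JQ1 acts on resting cells. Scaling a whole library moves promoter and distal peaks alike. The medians were 0.08 at promoter and -0.12 at distal peaks with TMM, and -0.2 and -0.4 with total counts. The log2 ratio of distal to promoter counts needs no scaling. With (+)-JQ1 alone it changed by -0.37 (SD of the difference 0.16) and was lower in 3 of 3 pairs. These values argue against whole-library scaling as the source of that general rise. A response of promoters to (+)-JQ1 is the biological explanation, and it cannot be told apart from GC content and peak strength here.

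With IL-10 alone, 3198 promoter and 6823 distal DARs were increased and 724 and 6069 decreased, relative to unstimulated cells. The block gave 3263, 6946, 718 and 5958 (correlation of same-numbered deviations 0.0307). Again 1 of the 4 splits gave as many DARs, and the 3 others gave 0 (3913 to 9156 peaks at an unadjusted p under 0.05, against 45091). Increased peaks made up 81.5% of the promoter DARs with TMM, 86.3% with DESeq2's size factors, 30.6% with loess offsets and 14.56% with total counts, which moved the median of all peaks from -0.05 to -0.26. Without replicate 1 the increased promoter DARs dropped to 1342, so the unstimulated library of replicate 1 is a candidate source, although the fit without replicate 2, which keeps it, gave 276 and that without replicate 3 gave 7628. The promoter to distal difference of 0.18 kept 83.82% of its size after matching on GC content, which goes against GC content, and became -0.052, or -28.49%, after matching on peak strength. Increased distal DARs numbered 2078 with total counts and 2645 with loess offsets. For the general rise of promoter peaks, the first replicate and peak strength remain as explanations beside a response of promoters to IL-10. The shares cannot tell about scaling. The medians were 0.10 at promoter and -0.08 at distal peaks with TMM, and -0.11 and -0.29 with total counts. The log2 ratio of distal to promoter counts changed by -0.20 (SD of the difference 0.14) and was lower in 3 of 3 pairs. These values argue against whole-library scaling as the source of the rise relative to distal peaks.

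The interaction, which tests whether LPS changes a peak differently in the presence of (+)-JQ1, was negative at 4109 promoter and 2093 distal DARs and positive at 225 and 1036. With the block there were 3461, 1934, 208 and 964. Of 4 splits, 1 gave as many DARs, and the 3 others gave 0 (4532 to 6553 peaks at an unadjusted p under 0.05, against 30040). Negative peaks made up 94.8% of the promoter DARs with TMM, 95.9% with DESeq2's size factors, 55.3% with total counts and 26.03% with loess offsets, and total counts moved the median interaction of all peaks from 0.02 to 0.29. Without replicate 1 the negative promoter DARs numbered 223, without replicate 2 they numbered 15 and without replicate 3 they numbered 6634. Negative distal DARs numbered 611 with total counts and 875 with loess offsets. These shares cannot tell about scaling either. The unstimulated library of replicate 1 could account for this pattern, although the fit without replicate 2, which keeps that library, gave fewer. For peaks called without one replicate, the rise with (+)-JQ1 in unstimulated cells made up 36.0%, 10.66% and 101.5% of the interaction in replicates 1, 2 and 3, so an effect of (+)-JQ1 before LPS cannot be told apart from a smaller effect of LPS.

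For IL-10 the interaction was negative at 6211 promoter and 5243 distal DARs and positive at 513 and 3394. The block gave 5909, 5220, 512 and 3382. Here too 1 of 4 splits gave as many DARs and the 3 others gave 0 (4026 to 5994 peaks at an unadjusted p under 0.05, against 40257). Negative peaks made up 92.4% of the promoter DARs with TMM, 93.2% with DESeq2's size factors, 58.5% with total counts and 39.09% with loess offsets, and total counts moved the median of all peaks from 0.04 to 0.31. Leaving out replicates 1, 2 and 3 gave 2732, 373 and 6927 negative promoter DARs. Negative distal DARs numbered 2196 with total counts and 3171 with loess offsets. Scaling cannot be told apart here, and the first replicate remains as an explanation, with the same limit, since the fit without replicate 2 again gave fewer. The rise with IL-10 in unstimulated cells made up 63.5%, 49.6% and 36.04% of the interaction in the 3 replicates, on both sides of the bound set for the test, which therefore cannot tell.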

How the results depend on the processing

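All alternatives were listed before the data were examined, apart from 5: DESeq2 on the promoter and distal tables separately, leaving out each replicate for the magnitudes, slopes and mean accessibility, the replicate block for the slope, the paired tests of the PCA positions and the correlations, and the alternatives for the peaks near the genes of Figure 2D, all chosen after seeing the data. For each change given here, the cause was not tested.

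The smaller number of distal DARs with LPS + (+)-JQ1 than with LPS was found in each of the 16 alternative fits, at 0.547 to 0.842 times the number for increased and 0.462 to 0.899 times for decreased DARs. The log2 ratio of distal to promoter counts was computed under 6 alternatives. For LPS + IL-10 against unstimulated cells it was -0.011 and ranged from -0.11 to 0.072, on both sides of 0, and for LPS + (+)-JQ1 against LPS it ranged from -0.098 to -0.0037. Removing the filter on low counts changed 0 of 148 results, a weak test because this filter removes few peaks. With the replicate number as a block, 0 of 150 results changed, and increased and decreased distal DARs were 17564 and 17185 with LPS and 13226 and 13123 with LPS + (+)-JQ1; same-numbered libraries, which come from the same mouse, had a mean correlation of their deviations of 0.0064, so the block removes little variation. DESeq2's size factors in edgeR changed 2 of 150 results, one of them the ratio of increased distal DARs of LPS + IL-10 to LPS, which was 0.9885 (chi-square test, p = 0.244). The lane as a covariate changed 4 of 148 results, among them the ratio of LPS + IL-10 to LPS, which was 0.971 for decreased promoter and 1.02 for decreased distal DARs (chi-square tests, p = 0.301 and p = 0.0523).

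Libraries scaled by their total counts in peaks changed more results than other scalings (61 of 150 results). With total counts, LPS against unstimulated went from 5237 to 2162 for increased promoter, from 2459 to 5361 for decreased promoter, from 17553 to 10623 for increased distal and from 17343 to 32210 for decreased distal DARs, and LPS + (+)-JQ1 against unstimulated went from 6268 to 1747 for increased promoter, from 1911 to 4782 for decreased promoter, from 13146 to 7036 for increased distal and from 13320 to 28969 for decreased distal DARs. With total counts, LPS + IL-10 against unstimulated went from 3430 to 1990 for increased promoter, from 2464 to 4046 for decreased promoter and from 16977 to 11101 for increased distal DARs, and (+)-JQ1 against unstimulated went from 8407 to 2409 for increased promoter, from 789 to 4436 for decreased promoter, from 6840 to 1419 for increased distal and from 5336 to 22934 for decreased distal DARs. With total counts, IL-10 against unstimulated went from 3198 to 386 for increased promoter, from 724 to 2265 for decreased promoter, from 6823 to 2078 for increased distal and from 6069 to 14393 for decreased distal DARs, and the interaction of LPS with (+)-JQ1 went from 225 to 993 for increased promoter, from 4109 to 1227 for decreased promoter, from 1036 to 3681 for increased distal and from 2093 to 611 for decreased distal DARs. With total counts, the interaction of LPS with IL-10 went from 513 to 2093 for increased promoter, from 6211 to 2956 for decreased promoter, from 3394 to 10114 for increased distal and from 5243 to 2196 for decreased distal DARs. The ratio of LPS + (+)-JQ1 to LPS for increased promoter DARs reversed to 0.808, and the ratios of LPS + IL-10 to LPS became 0.755 for decreased promoter, 1.045 for increased distal and 0.814 for decreased distal DARs. DARs above 1 shared by LPS and LPS + (+)-JQ1 were 272 (30.0% of the union) for increased promoters, 951 (31.6%) for decreased promoters, 2026 for increased distal and 9612 for decreased distal peaks. Near the genes of Figure 2D, the median log2 fold-change against unstimulated cells became -0.12 for Class VII distal peaks with LPS + (+)-JQ1, and for Class IX distal peaks -0.018 with LPS, -0.20 with LPS + (+)-JQ1 and -0.024 with LPS + IL-10. Against LPS, the medians with LPS + IL-10 became 0.064 at Class VII promoter, 0.16 at Class VII distal and 0.024 at Class IX distal peaks. Over all peaks, this scaling moved the median log2 fold-change against unstimulated cells from -0.03 to -0.26 with LPS, from -0.06 to -0.29 with LPS + (+)-JQ1 and from -0.0085 to -0.17 with LPS + IL-10.

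Loess offsets that follow peak strength changed 39 of 150 results. With loess offsets, LPS against unstimulated went from 5237 to 2658 for increased promoter DARs, and LPS + (+)-JQ1 against unstimulated went from 6268 to 1746 for increased promoter and from 13320 to 8649 for decreased distal DARs. With loess offsets, (+)-JQ1 against unstimulated went from 8407 to 432 for increased promoter, from 789 to 1440 for decreased promoter, from 6840 to 2305 for increased distal and from 5336 to 2702 for decreased distal DARs, and IL-10 against unstimulated went from 3198 to 311 for increased promoter, from 6823 to 2645 for increased distal and from 6069 to 2152 for decreased distal DARs. With loess offsets, the interaction of LPS with (+)-JQ1 went from 225 to 591 for increased promoter, from 4109 to 208 for decreased promoter and from 2093 to 875 for decreased distal DARs, and the interaction of LPS with IL-10 went from 513 to 1147 for increased promoter, from 6211 to 736 for decreased promoter and from 5243 to 3171 for decreased distal DARs. The ratio of increased promoter DARs with LPS + (+)-JQ1 to those with LPS reversed to 0.657. For LPS + IL-10 the ratio of decreased DARs was 0.970 at promoters and 1.02 at distal peaks (chi-square test, p = 0.0507). Shared promoter DARs above 1 made up 29.8% of the union when increased and numbered 184 when decreased, and shared decreased distal DARs numbered 1415. The Class VII promoter median of LPS + (+)-JQ1 against LPS was -0.076.

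A minimum of 10 counts in every library changed 24 of 126 results, and this filter left out the remaining results because their peaks were removed. With the higher minimum, LPS against unstimulated went from 5237 to 3461 for increased promoter DARs, and LPS + (+)-JQ1 against unstimulated went from 6268 to 3698 for increased promoter DARs. With the higher minimum, LPS + IL-10 against unstimulated went from 17970 to 11634 for decreased distal DARs, and (+)-JQ1 against unstimulated went from 789 to 1505 for decreased promoter and from 6840 to 4157 for increased distal DARs. With the higher minimum, IL-10 against unstimulated went from 3198 to 1090 for increased promoter and from 6823 to 3887 for increased distal DARs, and the interaction of LPS with (+)-JQ1 went from 225 to 439 for increased promoter DARs. With the higher minimum, the interaction of LPS with IL-10 went from 513 to 957 for increased promoter DARs. The ratio of LPS + IL-10 to LPS reversed to 0.866 for decreased promoter and to 0.853 for decreased distal DARs, and was 0.978 for increased distal DARs (chi-square test, p = 0.0682). Shared DARs above 1 numbered 378 and 177 at promoters (increased and decreased) and 2069 and 1307 at distal peaks. The Class IX distal median with LPS + (+)-JQ1 against unstimulated cells was -0.0082.

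Normalizing and testing the promoter and distal tables separately changed 35 of 148 results. With separate tables, LPS against unstimulated went from 5237 to 2599 for increased promoter and from 2459 to 4522 for decreased promoter DARs, and LPS + (+)-JQ1 against unstimulated went from 6268 to 2148 for increased promoter and from 1911 to 4532 for decreased promoter DARs. With separate tables, (+)-JQ1 against unstimulated went from 8407 to 2263 for increased promoter, from 789 to 5623 for decreased promoter and from 5336 to 2548 for decreased distal DARs, and IL-10 against unstimulated went from 3198 to 551 for increased promoter and from 724 to 2270 for decreased promoter DARs. With separate tables, the interaction of LPS with (+)-JQ1 went from 225 to 1647 for increased promoter, from 4109 to 1569 for decreased promoter and from 1036 to 407 for increased distal DARs, and the interaction of LPS with IL-10 went from 513 to 2688 for increased promoter, from 6211 to 3327 for decreased promoter and from 3394 to 2070 for increased distal DARs. The ratio of LPS + (+)-JQ1 to LPS reversed to 0.8265 for increased promoter DARs and was 1.0022 for decreased promoter DARs. For LPS + IL-10 it was 0.966 for increased promoter (chi-square test, p = 0.202), 0.670 for decreased promoter and 0.993 for increased distal DARs (p = 0.488). Shared promoter DARs above 1 numbered 329 when increased and 846 (31.5% of the union) when decreased. The direct median of LPS + IL-10 at Class VII promoter peaks became 0.078, and that of LPS + (+)-JQ1 at Class IX distal peaks was -0.12.

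edgeR's glmTreat, which tests against a log2 fold-change of 0.5 in place of 0, is a stricter test and changed 57 of 118 results. With glmTreat, LPS against unstimulated went from 5237 to 1639 for increased promoter, from 2459 to 552 for decreased promoter, from 17553 to 8018 for increased distal and from 17343 to 4565 for decreased distal DARs, and LPS + (+)-JQ1 against unstimulated went from 6268 to 934 for increased promoter, from 1911 to 234 for decreased promoter, from 13146 to 4385 for increased distal and from 13320 to 2107 for decreased distal DARs. With glmTreat, LPS + IL-10 against unstimulated went from 3430 to 1169 for increased promoter, from 2464 to 592 for decreased promoter, from 16977 to 6749 for increased distal and from 17970 to 6043 for decreased distal DARs, and LPS + (+)-JQ1 against LPS went from 630 to 25 for increased promoter, from 1181 to 220 for decreased promoter, from 2748 to 175 for increased distal and from 5589 to 1276 for decreased distal DARs. With glmTreat, LPS + IL-10 against LPS went from 1115 to 173 for increased promoter, from 1446 to 235 for decreased promoter, from 7160 to 1347 for increased distal and from 7322 to 1788 for decreased distal DARs, and (+)-JQ1 against unstimulated went from 8407 to 305 for increased promoter, from 789 to 17 for decreased promoter, from 6840 to 205 for increased distal and from 5336 to 78 for decreased distal DARs. With glmTreat, IL-10 against unstimulated went from 3198 to 42 for increased promoter, from 724 to 6 for decreased promoter, from 6823 to 291 for increased distal and from 6069 to 152 for decreased distal DARs, and the interaction of LPS with (+)-JQ1 went from 225 to 1 for increased promoter, from 4109 to 11 for decreased promoter, from 1036 to 16 for increased distal and from 2093 to 74 for decreased distal DARs. With glmTreat, the interaction of LPS with IL-10 went from 513 to 42 for increased promoter, from 6211 to 225 for decreased promoter, from 3394 to 328 for increased distal and from 5243 to 513 for decreased distal DARs. For increased promoter DARs the ratio of LPS + (+)-JQ1 to LPS reversed to 0.570. Shared decreased DARs above 1 numbered 86 at promoters (15.4% of the union) and 916 at distal peaks (17.1%).

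An FDR under 0.01 in place of 0.05 changed 36 of 118 results. At the stricter FDR, LPS against unstimulated went from 2459 to 1445 for decreased promoter and from 17343 to 8845 for decreased distal DARs, and LPS + (+)-JQ1 against unstimulated went from 1911 to 922 for decreased promoter and from 13320 to 5681 for decreased distal DARs. At the stricter FDR, LPS + IL-10 against unstimulated went from 2464 to 1329 for decreased promoter and from 17970 to 9537 for decreased distal DARs, and LPS + (+)-JQ1 against LPS went from 630 to 345 for increased promoter, from 2748 to 1386 for increased distal and from 5589 to 3273 for decreased distal DARs. At the stricter FDR, LPS + IL-10 against LPS went from 1115 to 705 for increased promoter, from 7160 to 4280 for increased distal and from 7322 to 4287 for decreased distal DARs, and (+)-JQ1 against unstimulated went from 789 to 287 for decreased promoter and from 5336 to 1612 for decreased distal DARs. At the stricter FDR, IL-10 against unstimulated went from 724 to 172 for decreased promoter, from 6823 to 4525 for increased distal and from 6069 to 1590 for decreased distal DARs, and the interaction of LPS with (+)-JQ1 went from 225 to 32 for increased promoter, from 4109 to 818 for decreased promoter, from 1036 to 158 for increased distal and from 2093 to 546 for decreased distal DARs. At the stricter FDR, the interaction of LPS with IL-10 went from 513 to 163 for increased promoter, from 6211 to 3704 for decreased promoter, from 3394 to 1110 for increased distal and from 5243 to 2573 for decreased distal DARs. For decreased promoter DARs the ratio of LPS + IL-10 to LPS was 0.920. Shared decreased DARs above 1 numbered 148 at promoters (17.9% of the union) and 1609 at distal peaks.

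DESeq2 in place of edgeR changed 12 of 148 results. With DESeq2, (+)-JQ1 against unstimulated went from 789 to 464 for decreased promoter and from 5336 to 2561 for decreased distal DARs, and IL-10 against unstimulated went from 724 to 465 for decreased promoter DARs. With DESeq2, the interaction of LPS with (+)-JQ1 went from 4109 to 6460 for decreased promoter, from 1036 to 585 for increased distal and from 2093 to 3475 for decreased distal DARs, and the interaction of LPS with IL-10 went from 3394 to 2068 for increased distal DARs. LPS + IL-10 had a ratio to LPS of 0.9865 for decreased promoter DARs and 0.9867 for increased distal DARs.

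Fitting only the groups compared changed 9 of 148 results. With fewer groups, the interaction of LPS with (+)-JQ1 went from 225 to 125 for increased promoter, from 4109 to 1969 for decreased promoter, from 1036 to 574 for increased distal and from 2093 to 1319 for decreased distal DARs. The direct median of LPS + IL-10 at Class IX distal peaks was -0.021.

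DESeq2 on the promoter and distal tables separately, an alternative chosen after seeing the data, changed 34 of 148 results. With DESeq2 kept separate, LPS against unstimulated went from 5237 to 2953 for increased promoter DARs, and LPS + (+)-JQ1 against unstimulated went from 6268 to 2757 for increased promoter, from 1911 to 3606 for decreased promoter and from 13320 to 7367 for decreased distal DARs. With DESeq2 kept separate, LPS + IL-10 against LPS went from 1446 to 893 for decreased promoter DARs, and (+)-JQ1 against unstimulated went from 8407 to 4346 for increased promoter, from 789 to 3235 for decreased promoter and from 5336 to 1328 for decreased distal DARs. With DESeq2 kept separate, IL-10 against unstimulated went from 3198 to 784 for increased promoter, from 724 to 1654 for decreased promoter and from 6069 to 2673 for decreased distal DARs, and the interaction of LPS with (+)-JQ1 went from 225 to 960 for increased promoter, from 1036 to 272 for increased distal and from 2093 to 3346 for decreased distal DARs. With DESeq2 kept separate, the interaction of LPS with IL-10 went from 513 to 1841 for increased promoter, from 6211 to 4116 for decreased promoter and from 3394 to 1326 for increased distal DARs. The ratio of LPS + (+)-JQ1 to LPS was 0.934 for increased promoter DARs, reversed, and 0.982 for decreased promoter DARs (chi-square test, p = 0.429), and the ratio of LPS + IL-10 to LPS was 0.698 for decreased promoter DARs. Shared DARs above 1 numbered 363 and 638 at promoters (increased and decreased) and 2086 for decreased distal peaks. The direct median of LPS + IL-10 was 0.0625 at Class VII promoter and -0.0525 at Class IX distal peaks.

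Leaving out each replicate in turn, which leaves 2 libraries per group, gave these ranges. LPS against unstimulated gave from 3096 to 9103 for increased promoter, from 1310 to 1963 for decreased promoter and from 8094 to 13686 for decreased distal DARs. LPS + (+)-JQ1 against unstimulated gave from 2695 to 9698 for increased promoter, from 824 to 1526 for decreased promoter, from 8497 to 13814 for increased distal and from 5188 to 10409 for decreased distal DARs. LPS + IL-10 against unstimulated gave from 1406 to 1893 for decreased promoter and from 9165 to 13113 for decreased distal DARs. LPS + (+)-JQ1 against LPS gave from 170 to 702 for increased promoter, from 566 to 1018 for decreased promoter, from 798 to 2521 for increased distal and from 2445 to 4600 for decreased distal DARs. LPS + IL-10 against LPS gave from 593 to 866 for increased promoter, from 705 to 1234 for decreased promoter, from 3819 to 4832 for increased distal and from 3799 to 5125 for decreased distal DARs. (+)-JQ1 against unstimulated gave from 2531 to 9947 for increased promoter, from 148 to 769 for decreased promoter, from 1810 to 8966 for increased distal and from 953 to 4981 for decreased distal DARs. IL-10 against unstimulated gave from 276 to 7628 for increased promoter, from 85 to 649 for decreased promoter, from 1275 to 8999 for increased distal and from 719 to 5500 for decreased distal DARs. The interaction of LPS with (+)-JQ1 gave from 2 to 198 for increased promoter, from 15 to 6634 for decreased promoter, from 27 to 1154 for increased distal and from 72 to 2843 for decreased distal DARs. The interaction of LPS with IL-10 gave from 85 to 310 for increased promoter, from 373 to 6927 for decreased promoter, from 518 to 2192 for increased distal and from 762 to 4548 for decreased distal DARs. The ratio of LPS + (+)-JQ1 to LPS for increased promoter DARs was from 0.776 to 1.17 across these 3 fits. For LPS + IL-10 the ratio ranged from 0.818 to 1.104 for decreased promoter, from 0.928 to 1.04 for increased distal and from 0.907 to 1.27 for decreased distal DARs. Shared decreased DARs above 1 ranged from 139 to 351 at promoters (16.0% to 21.7% of the union) and from 1342 to 3916 at distal peaks (16.9% to 26.7%). The difference in the median |log2 fold-change| of decreased DARs was from -0.014 to 0.037 at promoters and from 0.0023 to 0.071 at distal peaks, the promoter slope of LPS + (+)-JQ1 on LPS from 0.593 to 0.807, and Spearman's rho of LPS with unstimulated cells from 0.864 to 0.879.

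Near the genes of Figure 2D, leaving out replicates gave medians against LPS from -0.0081 to 0.044 at Class VII and from -0.024 to 0.055 at Class IX promoter peaks with LPS + IL-10, from -0.18 to -0.12 with LPS + (+)-JQ1 and from -0.063 to -0.046 with LPS + IL-10 at Class IX distal peaks. Against unstimulated cells, the Class IX distal median with LPS + (+)-JQ1 ranged from -0.017 to 0.078. Single peaks near Il12b also changed sign. A peak on chromosome 11 at 44190640 ranged from -0.24 to 0.045 with LPS + (+)-JQ1 against LPS, and 4 peaks with 16.4 to 25.0 mean normalized counts changed sign. For the peak from 44204311 the ranges were from -0.41 to 0.15 with LPS + (+)-JQ1 and from -0.29 to 0.0092 with LPS + IL-10, each against LPS. The peak from 44209061 ranged from -0.17 to 0.97 with LPS against unstimulated cells, from -0.94 to 0.29 with LPS + (+)-JQ1 and from -0.61 to 0.18 with LPS + IL-10 against LPS. The peak from 44210780 ranged from -0.29 to 0.23 with LPS + IL-10, and that from 44215170 from -0.90 to 0.19 with LPS + (+)-JQ1 and from -0.65 to 0.27 with LPS + IL-10.

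Settings outside the fits changed the remaining results. Counting DARs above 0.5 in place of 1, LPS and LPS + (+)-JQ1 shared 3464 increased and 1044 decreased promoter DARs (31.4% of the union for the decreased) and 9274 increased and 7753 decreased distal DARs. The difference in median |log2 fold-change| of decreased DARs reversed between sets of peaks. It was -0.071 at promoters and -0.079 at distal peaks over the union of the DARs, and -0.057 and -0.034 over the shared DARs, against 0.0079 and 0.010 over each condition's own DARs. With (+)-JQ1 alone as the reference the slopes were 0.426 at promoters and 0.473 at distal peaks, and the distal slope was 0.760 when DARs were chosen without replicate 1 and measured in it. The first principal component of 12 libraries held 53.0% of the variance with edgeR's log2 CPM, 89.1% with the 1000 most variable peaks, 35.0% with all peaks and 42.4% with promoter peaks, and that of 18 libraries 47.5%, 82.0%, 30.2% and 39.3%. The position of LPS + (+)-JQ1 was 0.783 with promoter peaks. Spearman's rho with unstimulated cells over promoter peaks was 0.965 for LPS, 0.972 for LPS + (+)-JQ1 and 0.968 for LPS + IL-10, and over distal peaks 0.848 for LPS and 0.853 for LPS + IL-10. Mean accessibility depended on how peaks were averaged. As the median over promoter peaks, the log2 ratio was 0.0093 for LPS + IL-10 against LPS and -0.051 for LPS + (+)-JQ1 against LPS + IL-10, both reversed, and as the mean of log2 CPM -0.045 and 0.0515. At distal peaks the log2 ratio of LPS + (+)-JQ1 to LPS was -0.043 as the median and -0.049 as the mean of log2 CPM. With CPM on total counts, the distal log2 ratio was 0.0695 for LPS + IL-10 against LPS and -0.094 for LPS + (+)-JQ1 against LPS + IL-10.

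Of the values of single named peaks and of the medians near the genes of Figure 2D against unstimulated cells, 1138 kept their direction and their side of the threshold, and others changed without reversing: 55 weaker, 11 stronger and 66 moved by more than the spread between replicates.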

Differences from the paper's values

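Of the alternatives in this part, DESeq2 on the promoter and distal tables separately, leaving out a replicate for the mean accessibility and the alternatives for the peaks near the genes of Figure 2D were chosen only after results had been seen. The paper's numbers of DARs were read by eye from its figures. A number is called within the paper's value when neither is more than 1.5 times the other, and a correlation when it differs by no more than the SD of the replicates. The number of increased promoter DARs with LPS was 5237, against about 2600 in the paper's Figure 1E, and with LPS + (+)-JQ1 it was 6268, against about 2500. For both, 6 of the 15 alternatives set before the data were examined came within the paper's value: total counts (2162 and 1747), loess offsets (2658 and 1746), at least 10 counts in every library (3461 and 3698), promoter and distal tables separately (2599 and 2148), without replicate 1 (3096 and 3630) and without replicate 2 (3474 and 2695). The other 9 (DESeq2, DESeq2's size factors, no filter, replicate block, lane covariate, only the groups compared, an FDR under 0.01, glmTreat and without replicate 3) did not. DESeq2 on the separate tables (2953 and 2757), an alternative chosen after seeing the values, also did.

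Decreased distal DARs with LPS numbered 17343, against about 7700 in the paper's Figure 1E. Within it were an FDR under 0.01 (8845), without replicate 1 (10102) and without replicate 2 (8094), and the 12 others set before the data were examined were not. With LPS + (+)-JQ1 the number was 13320, against about 3600 in the paper's figure, and only the fit without replicate 2 (5188) of the 15 came within it.

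For LPS + IL-10, increased promoter DARs numbered 3430, against about 2000 in the paper's Supplementary Figure 2D. Total counts (1990), loess offsets (2371), at least 10 counts (2486), separate tables (2510), an FDR under 0.01 (2837), without replicate 1 (2613) and without replicate 2 (2647) came within it, the 8 others set before the data were examined did not, and DESeq2 on the separate tables (2707), chosen after seeing the values, did. Decreased distal DARs numbered 17970, against about 9400. Loess offsets (13952), at least 10 counts (11634), an FDR under 0.01 (9537) and the fits without replicate 1 (9165), replicate 2 (10302) and replicate 3 (13113) came within the paper's value, the 9 others did not, and DESeq2 on the separate tables (13789), chosen after seeing the values, did.

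Among DARs above 1, LPS and LPS + (+)-JQ1 shared 574 increased promoter DARs, against about 340 in the paper's Figure 1F. Total counts (272), loess offsets (407), at least 10 counts (378), separate tables (329), glmTreat (500) and without replicate 1 (456) came within it, and so did DESeq2 on the separate tables (363), chosen after seeing the values. They shared 3824 decreased distal DARs, against about 1300 in the paper's Figure 1I, with loess offsets (1415), at least 10 counts (1307), an FDR under 0.01 (1609), glmTreat (916), without replicate 1 (1342) and without replicate 2 (1530) within it. None of the other alternatives set before the data were examined came within these values.

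Spearman's rho of LPS with unstimulated cells was 0.8842, against the paper's 0.848, and that of LPS + IL-10 was 0.8879, against the paper's 0.853. Over distal peaks only the values were 0.8484 and 0.853. For LPS the other 6 alternatives did not come within the spread of the replicates, and for LPS + IL-10 the values without replicate 2 (0.8742) and without replicate 3 (0.8676) did. For LPS + (+)-JQ1, whose 0.9091 is within the spread of the paper's 0.881, the value over distal peaks only was 0.8813. To the digits that the paper gives, the values over distal peaks equal its 0.848, 0.881 and 0.853. The paper describes correlations across all accessible regions, but its values are those of distal peaks in these counts.

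The chi-square test of decreased promoter DARs of LPS + (+)-JQ1 against LPS gave p = 1.43e-17, calculated below the limit at which the software prints p-values, against the paper's 8.54e-08. For LPS + IL-10 against LPS it gave 8.21e-95 for increased promoter DARs, against the paper's 2.003e-15, and 1.04e-03 for increased distal DARs, against the paper's 1.811e-15. None of the 16 alternatives closed these gaps, and peaks are not independent replicates in these tests.

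Some directions also differed. The paper states no significant difference in the number of increased promoter DARs between LPS and LPS + (+)-JQ1, where the ratio was 1.20 (chi-square test, p = 2.2e-16, the limit below which smaller values are not printed). The ratio was below 1 with total counts (0.808), loess offsets (0.657), separate tables (0.827), glmTreat (0.570), without replicate 2 (0.776) and with DESeq2 on the separate tables (0.934), the last chosen after seeing the values. None of the 16 alternatives gave a chi-square p of 0.05 or more. The paper gives a lower magnitude with (+)-JQ1 in each category of high magnitude DARs. It names a rank sum test with the figure and a paired signed rank test in its statistics section. By the rank sum test on each condition's own DARs, p was 0.762 for decreased promoters and 0.0953 for decreased distal DARs. The signed rank test gave a lower magnitude over the union (p = 1.9e-11 for n = 1374 and 2.2e-16 for n = 13776). It also did so over the shared DARs (p = 0.0153 for n = 330 and 1.5e-08 for n = 3824), the direction that the paper states.

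The paper states fewer decreased promoter DARs with IL-10 than with LPS or with (+)-JQ1. The ratio to LPS was 1.00 (chi-square test, p = 0.953), and that to LPS + (+)-JQ1 was 1.29. Total counts (0.755), separate tables (0.670), at least 10 counts (0.866), an FDR under 0.01 (0.920), the fit without replicate 1 (0.818) and DESeq2 on the separate tables (0.698, chosen after seeing the values) gave a lower number than with LPS at a p under 0.05. The paper states a lower mean accessibility with LPS + (+)-JQ1 than with LPS at promoters and distal peaks. The paper reads this from average signal profiles, which were not used here, and mean TMM-normalized CPM per peak stands in for them. TMM scaling cannot show a shift common to all peaks. The log2 ratios of these means were 0.041 and -0.011, both within the spread of the replicates. Taken as the median over peaks they were -0.042 and -0.043. The median log2 fold-change per peak was 0.041 at promoters and -0.019 at distal peaks. At distal peaks the mean of log2 CPM gave -0.049, and at promoters the fit without replicate 2, chosen after seeing the data, gave -0.011. The paper states a lower percentage of high magnitude DARs with (+)-JQ1 at distal sites, and for the decreased ones it was 57.0% with LPS and 57.9% with LPS + (+)-JQ1. It was lower with (+)-JQ1 under total counts (59.4% and 58.3%), loess offsets (43.0% and 37.2%), at least 10 counts (29.1% and 23.7%) and without replicate 1 (58.18% and 58.15%). The paper describes promoters near Class VI, VII and IX genes as less changed with IL-10 than with (+)-JQ1. It shows the full classes, whereas the sets here are 101, 68 and 82 promoter peaks within 25 kb of 24, 19 and 23 genes. These can include promoters of other genes nearby, so the sets compared are unlike. Near the genes of Figure 2D, the medians with LPS + IL-10 were 0.57, 0.38 and 0.38 and those with LPS + (+)-JQ1 0.66, 0.34 and 0.36, lower with IL-10 for Class VI and not for Class VII or Class IX. Within mice it was lower with IL-10 in 3 of 3 for Class VI and in 0 of 3 for Class VII, and in 1 of 3 for Class IX. For Class VII and Class IX no alternative gave a lower median with IL-10. The paper describes the effect of IL-10 near LPS-inducible genes as mainly at promoters. Near the Class VI genes of Figure 2D, the medians of LPS + IL-10 against LPS were -0.26 ± 0.13 at promoter and -0.25 ± 0.09 at distal peaks (SD of the 3 mice). The paper describes distal accessibility with IL-10 near these classes as closer to LPS alone. For Class VI the distal median against unstimulated cells was 0.55 with LPS + IL-10, nearer to 0.49 with LPS + (+)-JQ1 than to 0.87 with LPS. For Class VII (0.45, against 0.33 with LPS and 0.12 with LPS + (+)-JQ1) and Class IX (0.14, against 0.21 and 0.03) it was nearer to LPS, as the paper describes.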

Other observations

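One test in this part, of the AP-1 consensus, took its present form after its result was seen. It had been set to ask whether GC content and the size of the LPS effect account for a higher share of AP-1 sites at lowered peaks, and no higher share was there. The share of counts in strong distal peaks was examined after the results by peak strength were seen, and the other tests were set before their results were seen.

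Other splits of the libraries were fitted for the comparisons that the paper discusses, with only the groups compared in each fit. For LPS against unstimulated cells, 1 of the 4 splits that part every mouse's pair gave as many DARs, the real split with 39501. The 3 other splits gave 0 DARs in each comparison given here, and 2186 to 7311 peaks at an unadjusted p under 0.05 for LPS against unstimulated cells, compared with 65070 for the real split. For LPS + (+)-JQ1 against unstimulated cells 1 of 4 gave as many (29891 DARs; 55757 peaks at an unadjusted p under 0.05, against 2832 to 7396), and for LPS + IL-10 against unstimulated cells 1 of 4 (37504 DARs; 60416 peaks, against 3254 to 10765). For LPS + (+)-JQ1 against LPS it was 1 of 4 (10699 DARs; 35327 peaks, against 4115 to 6902), and for LPS + IL-10 against LPS 1 of 4 (19296 DARs; 47763 peaks, against 3945 to 5720). The share of splits cannot go below 0.25 in this design.

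With LPS, promoter peaks rose relative to distal peaks by 0.19 in the median log2 fold-change, and after matching on peak strength (31193 peaks of each kind) the difference was -0.017, or -9.14% of the unmatched one. For LPS + IL-10 against LPS, promoter peaks were lower by a difference of -0.065, and 48.61% of it was left after matching, just under the bound of 50% set for the test. With LPS the pattern points to peak strength as the source, so promoter and distal peaks as such may not respond differently to LPS. For LPS + IL-10 against LPS, peak strength could account for only part of the difference, since -0.0315 was left after matching. For LPS + (+)-JQ1 against LPS the difference went from 0.060 to 0.0030 after matching. The biological explanation, a different response of promoters, cannot be told apart from peak strength.

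The share of each library's distal counts that fell in the 10% of distal peaks with the most counts was 40.7% ± 3.51 in unstimulated cells, with 37.5%, 40.2% and 44.5% in replicates 1, 2 and 3. It was 48.1% ± 0.565 with (+)-JQ1, 47.1% ± 0.295 with IL-10, 46.0% ± 0.685 with LPS, 48.1% ± 0.684 with LPS + (+)-JQ1 and 46.5% ± 1.06 with LPS + IL-10 (SD, n = 3 each). Each group was above the unstimulated libraries without overlap (two-sided exact permutation test, p = 0.1, the smallest p for 3 against 3), which chance gives for 10% of such comparisons. No explanation was tested for this share.

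The smaller changes with LPS + (+)-JQ1 than with LPS could come from choosing DARs by their own noise. In the replicate not used to choose distal DARs, the mean change with LPS + (+)-JQ1 was 71.4%, 61.8% and 64.2% of that with LPS for increased DARs in replicates 1, 2 and 3. For decreased DARs it was 98.13%, 80.6% and 91.4%. Because 98.13% in replicate 1 passes the bound of 95% that was set and the increased DARs stay below it, the test cannot tell for the DARs of both directions together.

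Of the 17553 distal peaks that LPS opened, 4102 were lower with LPS + (+)-JQ1 than with LPS. Noise of the LPS libraries would leave no fall in a replicate not used for the call. In that replicate the mean fall was -0.79, -1.14 and -1.11 on the log2 scale for replicates 1, 2 and 3 (3563, 1880 and 2146 peaks), which is 70.17%, 90.0% and 91.6% of the fall in the libraries used, and 93.3%, 98.9% and 99.0% of the peaks were lower. That goes against noise as the explanation. Consensus sites were counted only in the 500 bp around the centre of each peak. There an AP-1 consensus was in 13.4% of the lowered peaks, in 19.5% of the opened peaks that were not lowered and in 13.0% of the other distal peaks. After matching 3794 peaks of each kind on GC content and on the effect of LPS, the shares were 13.5% and 21.4%, a ratio of 0.6298. Before matching the ratio was 0.688. AP-1 sites near the peak centre were thus not more frequent at the lowered peaks. The AP-1 sites described near Il12b lie outside this window of their peaks, and peaks were not matched on width. A role of AP-1 sites elsewhere in a peak was therefore not tested. An IRF consensus was in 11.1% of the lowered peaks, 13.3% of those not lowered and 6.77% of the other distal peaks, with a ratio of 0.681 after matching, and an ETS consensus had a ratio of 0.969. No explanation was tested for the IRF and ETS shares. These are searches for a consensus genome-wide, whereas the paper tested known motifs near Class VI genes. Peaks are not independent replicates in these shares. Exons of protein-coding genes were overlapped by 24.2% of the lowered peaks, 13.9% of those not lowered and 14.8% of the other distal peaks, with a ratio of 1.7824 after matching and 1.74 before. Protein-coding genes as a whole were overlapped by 60.3% of the lowered peaks, 52.7% of those not lowered and 60.7% of the other distal peaks, a ratio of 1.19 after matching. A position on exons is a candidate explanation, as a hypothesis, and the weaker ratio for genes as a whole does not point to accessibility along genes in general. Transcription was not analysed here.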
